# Zfp462 Is a Key Mediator of Osteoblast Differentiation and Might Contribute to Age‐Related Bone Loss

**DOI:** 10.1111/acel.70476

**Published:** 2026-04-16

**Authors:** Jin‐Man Kim, Ho Kyoung Kim, Sung‐Ah Moon, Yewon Kim, Seung‐Hoon Lee, Jiyoung Yu, Seung Hun Lee, Woo Chan Son, Jung‐Eun Kim, In‐Jeoung Baek, Young‐Bum Kim, Jung‐Min Koh

**Keywords:** Moz, osteoblasts, Runx2, senile osteoporosis, Zfp462

## Abstract

Senile osteoporosis is characterized by a progressive decline in bone formation. Our study identifies Zfp462/ZNF462 as a novel regulator of osteoblast differentiation, providing new mechanistic insights into the aging‐related change in bone formation. Here, we demonstrate that ZNF462, MOZ, and RUNX2 physically interact with each other and promote osteoblastic bone formation by increasing RUNX2 activity and histone H3 acetylation. Importantly, we reveal that aging decreases ZNF462 expression in bone cells, a process linked to reduced occupancy of the histone variant H2A.Z at the *ZNF462* locus, leading to lower transcriptional activator histone H3K4 trimethylation. The osteoblast‐specific *Zfp462* deficiency in mice results in decreased bone mass and strength, primarily due to impaired osteoblast function. By uncovering a previously unknown ZNF462‐MOZ‐RUNX2 axis, this work provides a molecular basis for understanding the development of senile osteoporosis. Thus, targeting ZNF462 or MOZ could offer a new strategy to restore bone formation in aging populations.

## 1 Introduction

Given the aging of the world's population, senile osteoporosis has become a significant public health concern (Aspray and Hill 2019). This condition is more complex than postmenopausal osteoporosis, which primarily results from estrogen deficiency that greatly increases bone resorption along with a more modest increase in bone formation. By contrast, senile osteoporosis is characterized by both increased bone resorption and diminished bone formation (Demontiero et al. 2012). The underlying causes of this decline in bone formation remain poorly understood, although several factors, including secondary hyperparathyroidism and cellular senescence (Boonen et al. 1995; Foger‐Samwald et al. 2022), have been proposed. In addition, the mechanisms that drive age‐related decline in bone formation likely involve Runt‐related transcription factor 2 (Runx2), which is a well‐known transcription factor that plays an essential role in early osteoblast differentiation (Ducy et al. 1997). Runx2 interacts with co‐regulator proteins such as Osterix/Sp7, TWIST, STAT1, SCHNURRI3, and zinc‐finger protein Zfp521 (Corrado et al. 2020; Hojo 2023), which collectively influence chromatin accessibility and transcription (Hojo et al. 2022). Aging is associated with reduced Runx2 expression, altered expression of its co‐regulators (Corrado et al. 2020), and changes in chromatin accessibility owing to histone modifications and histone variant incorporation (la Torre et al. 2023; Ma et al. 2021). However, how these elements interact to reduce osteoblast differentiation in aged humans/mice remains poorly understood.

Our previous genome‐wide association study (GWAS) and meta‐analysis with three replication cohorts (Hwang et al. 2013) identified zinc‐finger protein‐462 (*ZNF462*) as a potential contributor to senile osteoporosis. ZNF462 (Zfp462 in rodents) is a large protein (250 kDa) with 34 Cys2His2 zinc‐finger domains (Iuchi 2001). It is a transcription factor primarily known for its key roles in early embryonic development and neuronal differentiation (Laurent, Masse, Deschamps, et al. 2009; Laurent, Masse, Omilli, et al. 2009). Our GWAS data showed that a single‐nucleotide polymorphism (SNP) in *ZNF462* exhibited the strongest association with new vertebral osteoporotic fractures in the discovery cohort (*p* = 1.24 × 10^−5^) (Hwang et al. 2013). While this association was only marginally significant and technical issues prevented further SNP genotyping in the replication cohorts, this finding suggested a potential link between *ZNF462* and osteoporosis. Our interest in ZNF462 was further heightened when immunohistochemical staining analysis showed reduced ZNF462 expression in the bone marrow of patients with osteoporotic hip fractures compared to those without such fractures (described in the Results below). This finding is significant because (i) bone marrow is a key reservoir for osteoblasts and osteoclasts, and (ii) hip fractures, which mainly occur in much older adults, are a primary clinical marker of senile osteoporosis (Corrado et al. 2020). Additional support for a potential role of ZNF462 in bone metabolism comes from observations that (i) ZNF462/Zfp462 is highly expressed in the head and limbs of E12.5 mouse embryos, (ii) this expression decreases as mice mature into adulthood (Laurent et al. 2007), and (iii) age‐related skeletal changes are often initiated during juvenile growth deceleration (Lui et al. 2010). However, to date, there has been no explorations of the role of ZNF462 in bone metabolism, particularly regarding senile osteoporosis.

To address this, we conducted a series of clinical, genetic, and epigenetic analyses of ZNF462/Zfp462 in bone. Our findings suggested that ZNF462/Zfp462 interacts with and promotes the transcriptional activity of Runx2 in osteoblasts, which is also mediated by recruiting monocytic leukemic zinc finger (MOZ), a histone acetyltransferase that binds to both ZNF462/Zfp462 and Runx2 to modulate histones. Moreover, we show that ZNF462/Zfp462 expression in osteoblasts decreases with aging which is associated with reduced levels of the histone variant H2A.Z. These findings demonstrate that ZNF462/Zfp462 plays a critical role in the decreased bone formation that characterizes senile osteoporosis.

## 2 Materials and Methods

For more details on any of these sections, please see the Supporting Information.

### 2.1 Animals

All mice were on a C57BL/6 background. Most murine experiments were conducted on both male and female mice at 16 weeks of age. Calvarial osteoblasts were isolated from newborn mice. All animal protocols were approved by the Institutional Animal Care and Use Committee of Asan Institute of Life Sciences (Approval No. 2022‐12‐320). All animal studies followed ARRIVE guidelines 2.0.

### 2.2 Human Bone Specimens

Human bones used in the study were obtained from patients undergoing surgery, with informed consent obtained prior to specimen collection. This study was approved by the Institutional Review Board (IRB) of Asan Medical Center (Approval No. 2012‐0406).

### 2.3 Generation of *Zfp462*–Deficient Mice

Global *Zfp462* ^*−/−*^ knockout mice were generated on a C57BL/6 background using the Transcription Activator‐Like Effector Nucleases (TALEN) method (Sung et al. 2013) (Figure S1). For conditional deletion, *Zfp462* ^*f/f*^ mice were crossed with osteoblast‐specific *Col2.3‐Cre* mice (Riken, RBRC05603) to generate *Col2.3*; *Zfp462* ^*f/f*^ mice. All experiments on *Zfp462* global and conditional knockout mice were performed with littermate controls.

### 2.4 Statistical Analysis

All quantitative data are presented as mean ± SEM. Statistical comparisons between two groups were conducted using an unpaired two‐tailed Student's *t*‐test. For comparisons involving three or more groups, analysis of variance (ANOVA) was performed followed by either Tukey's or Sidak's post hoc test. A *p*‐value of < 0.05 was considered statistically significant.

## 3 Results

### 3.1 *Zfp462*/ *ZNF462* Deficiency Is Associated With Bone Loss, Possibly due to Impaired Bone Formation

To determine whether ZNF462/Zfp462 is expressed in bone, we analyzed publicly available proteomics data and found its high expression in bone tissue (https://www.proteomicsdb.org/proteomicsdb/). Among the skeletal tissues examined, the highest expression was observed in the calvaria (Figure S2A). Moreover, BioGPS data revealed that murine osteoblasts and osteoclasts derived from bone marrow cells express high levels of *Zfp462* (http://www.biogps.org). We further observed that Zfp462 mRNA and protein expression steadily rose when bone marrow cells were induced to differentiate into osteoblasts or osteoclasts (Figure S2B–F). We conducted immunohistochemistry on proximal femurs from nine patients who underwent hip surgery owing to osteoporotic hip fracture (*n* = 4) or degenerative arthritis (*n* = 5). Patients with hip fractures were generally older and had lower bone mineral density than those with degenerative arthritis (Table S1). Notably, bone marrow from patients with hip fracture tended to express less ZNF462 compared with that of patients with degenerative arthritis (*p* = 0.0527) (Figure 1A). Thus, ZNF462 might play an important role in the physiology of bone cells associated with senile osteoporosis.

**FIGURE 1:**
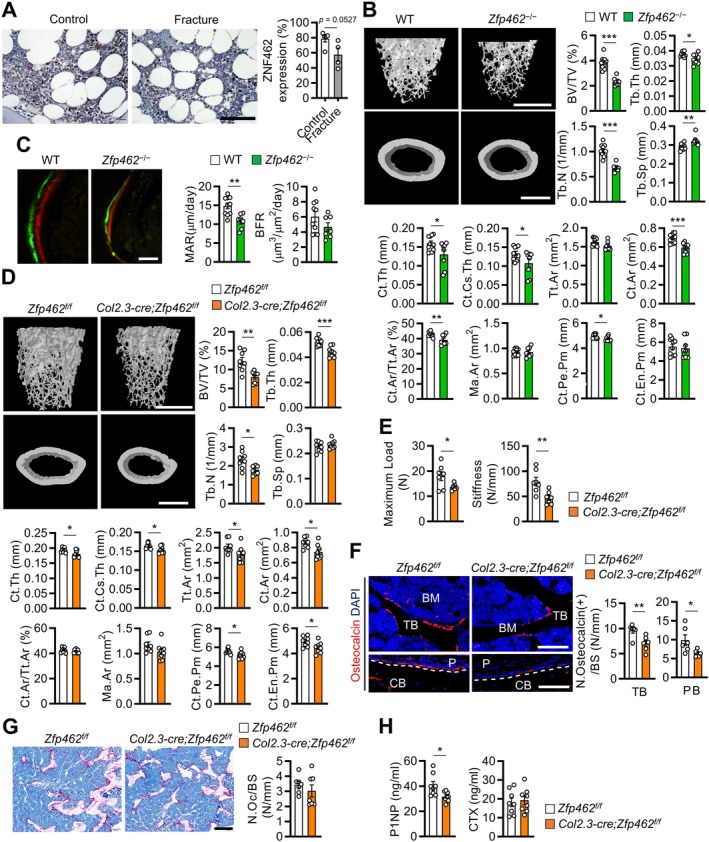
*Zfp462* deficiency in osteoblasts causes osteopenia and decreased bone formation. (A) Immunohistochemical staining of ZNF462 in proximal femurs of patients with (*n* = 4) or without (*n* = 5) osteoporotic hip fractures. Scale bar, 100 μm. (Right) Frequency of ZNF462‐positive cells. (B and C) Comparative analysis of femurs from 16‐week‐old female *Zfp462* ^*−/−*^ mice (*n* = 8) and WT littermates (*n* = 10). (B) Micro‐CT images and quantitation of trabecular and cortical bone variables. Scale bar, 1000 μm. BV/TV, trabecular bone volume per tissue volume; Tb.Th, trabecular thickness; Tb.N, trabecular number; Tb.Sp, trabecular spacing; Ct.Th, cortical thickness; Ct.Cs.Th, cortical cross‐sectional thickness; Tt.Ar, cortical tissue area; Ct.Ar, cortical area; Ma.Ar, marrow area; Ct.Pe.Pm, cortical periosteal perimeter; Ct.En.Pm, cortical endosteal perimeter. (C) Representative calcein and alizarin‐red double labeled trabecular bone in femurs from WT (*n* = 10) and *Zfp462* ^*−/−*^ mice (*n* = 7). Scale bar, 25 μm. (Right) Mineral apposition rate (MAR) and bone formation rate (BFR). (D–H) Male *Zfp462* ^*f/f*^ and *Col2.3‐cre*; *Zfp462* ^*f/f*^ mice were examined at 16 weeks of age. (D) Micro‐CT images of femurs (both *n* = 8). Scale bar, 1000 μm. (E) Maximum load (left) and stiffness (right) of tibiae, as measured via 3‐point bending analysis (both *n* = 7). (F) Representative images of osteocalcin‐immunostained (red) and DAPI‐stained (blue) femurs (both *n* = 6). Scale bar, 100 μm. BM, bone marrow; TB, trabecular bone; CB, cortical bone; P, periosteal. (Right) Osteocalcin‐positive cell numbers on trabecular bone (TB) and periosteal bone (PB) per bone surface. (G) Representative TRAP‐stained femur images (both *n* = 7). Scale bar, 200 μm. (Right) Osteoclast number per bone surface (N.Oc/BS). (H) Serum levels of procollagen‐1 N‐terminal peptide (P1NP) and collagen type‐I C‐terminal telopeptide (CTX) (both *n* = 8), as measured via ELISA. Data are shown as mean ± SEM. Statistical significance was determined using Student's unpaired two‐tailed *t*‐test. *p < 0.05, **p < 0.01, ***p < 0.001.

Whole‐body *Zfp462*‐deficient mice were generated. *Zfp462* ^*−/−*^ mice and their wild‐type (WT) littermates had similar body weights at 8–16 weeks, tibial length at 16 weeks, and organ weights at 4 weeks (Figure S3A–C). However, micro‐computed tomography (micro‐CT) revealed severe osteopenia in both male (Figure S3D) and female (Figure 1B) *Zfp462* ^*−/−*^ mice at 16 weeks. The trabecular bone volume/tissue volume (BV/TV) was significantly reduced in both sexes: male and female *Zfp462* ^*−/−*^ mice exhibited 71.4% ± 2.3% (Figure S3D) and 60.6% ± 2.6% (Figure 1B), respectively, compared with their WT littermates. Global deletion of Zfp462 appeared to result in more severe skeletal defects in female mice compared to male mice. Given prior reports indicating that estrogen receptor α activity is regulated by chromatin and transcriptional regulators (Schultz et al. 2010), and that ZNF462 has been implicated in the regulation of age at menarche (Perry et al. 2009), this sex‐specific difference may be attributable, at least in part, to the effects of estrogen on bone. Histomorphometry also confirmed this (Figure S3E). Moreover, many cortical bone variables were lower in aged male and female *Zfp462* ^*−/−*^ mice, although the affected variables differed: Ct.Pe.Pm was decreased in both; Tt.Ar, Ma.Ar, and Ct.En.Pm were reduced in males; and Ct.Th, Ct.Cs.Th, Ct.Ar, and Ct.Ar/Tt.Ar were decreased in females (Figure 1B, Figure S3D). We also found that *Zfp462* ^*−/−*^ mice had lower overall bone strength (Figure S3F). Importantly, 4‐week‐old *Zfp462* ^*−/−*^ mice exhibited no significant differences in lower trabecular or cortical bone variables compared with WT littermates (Figure S3G). This suggests that the bone loss in *Zfp462* ^*−/−*^ mice does not result from embryonic/neonatal abnormalities in bone development.

Histological analyses of femurs with tartrate resistant acid phosphatase (TRAP) and toluidine‐blue staining showed comparable osteoclast numbers but significantly fewer osteoblasts in *Zfp462* ^*−/−*^ mice at 16 weeks (Figure S4A). They also had significantly fewer osteocalcin‐positive cells (Figure S4B), reduced bone formation rates (Figure 1C), and lower circulating levels of bone formation markers, namely, alkaline phosphatase (ALP) activity and procollagen type‐1 N‐terminal propeptide (P1NP) (Figure S4C). By contrast, the levels of collagen type‐I C‐telopeptide (CTX), a bone resorption marker, remained unchanged (Figure S4C). Blood counts, the liver and kidney functions, and mineral concentrations in *Zfp462* ^*−/−*^ mice were normal (Table S2). Collectively, these findings suggested that whole‐body *Zfp462* deficiency reduces bone mass and strength, likely by inhibiting bone formation in vivo rather than by inducing systemic abnormalities or non‐bone diseases.

### 3.2 Osteoblast‐Specific *Zfp462* Deficiency Reduces Bone Mass Owing to Impaired Bone Formation

We generated mice that lacked *Zfp462* in only osteoblast lineage cells by mating *Zfp462* ^*f/f*^ mice with *Col2.3‐cre* mice that bore Cre recombinase driven by *2.3*‐kb type‐I *collagen* promoter (Figure S5A,B). Zfp462 expression was substantially reduced in differentiated osteoblasts, but not osteoclasts, from *Col2.3‐Cre*; *Zfp462* ^*f/f*^ mice (Figure S5C,D). At 16 weeks of age, male (Figure 1D) and female (Figure S5E) *Col2.3*; *Zfp462* ^*f/f*^ mice demonstrated trabecular BV/TV that was 65.5% ± 4.2% and 59.8% ± 7.4% of that in WT mice, respectively. Several other trabecular and cortical bone variables (Figure 1D, Figure S5E) along with bone strength (Figure 1E, Figure S5F) were reduced in both male and female *Col2.3*; *Zfp462* ^*f/f*^ mice, while calvarial cavity area was increased (Figure S5G). Histomorphometric analyses showed significantly fewer osteocalcin‐positive cells on the trabecular and periosteal bone surfaces in the mutant mice (Figure 1F), whereas osteoclast numbers were not affected (Figure 1G). Consistent with these findings, *Col2.3*; *Zfp462* ^*f/f*^ mice had lower serum P1NP levels but similar CTX levels (Figure 1H). These findings demonstrate that Zfp462 in osteoblasts is essential for bone formation, and its absence leads to osteopenia.

### 3.3 Zfp462/ZNF462 Increase Osteoblast Differentiation by Stimulating Runx2 Transcriptional Activity

To elucidate how *Zfp462* promotes bone formation, we isolated osteoblast precursors from the calvaria of newborn *Zfp462* ^*−/−*^ and WT mice. *Zfp462* ^*−/−*^ preosteoblasts proliferated faster than WT preosteoblasts (Figure 2A). Calvarial precursors upon osteogenic induction displayed markedly lesser ALP activity (Figure 2B) and mineralization capacity (Figure 2C) than WT cells. Conversely, *Zfp462* knockout did not alter in vitro osteoclast formation and their bone resorption activity (Figure S6A,B). Thus, *Zfp462* promotes osteoblast differentiation.

**FIGURE 2:**
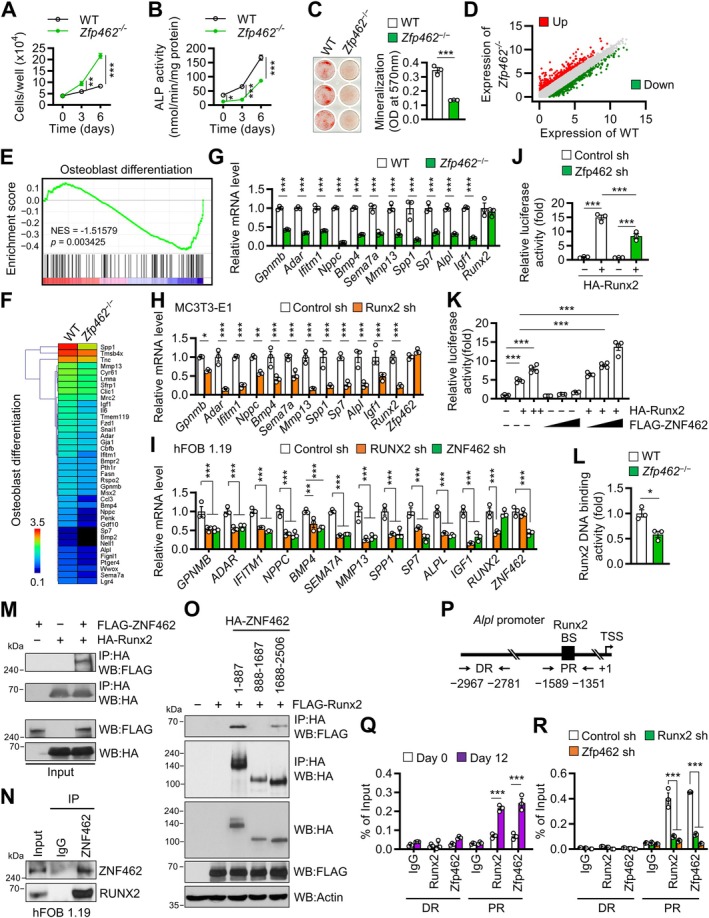
*Zfp462* deficiency decreases osteoblast differentiation by binding to Runx2 and inhibiting its transcriptional activity. (A) Calvarial osteoblast precursors derived from WT and *Zfp462* ^*−/−*^ mice were cultured for 6 days and counted at the indicated time points using a hemocytometer. (B and C) Calvarial osteoblast precursors from WT and *Zfp462* ^*−/−*^ mice were incubated in osteogenic medium. (B) After the indicated culture times, alkaline phosphatase (ALP) activity was determined. (C) After 12 days, osteoblasts were stained with alizarin red S and quantified (right). (D–F) RNA sequencing analysis of calvarial osteoblasts from WT and *Zfp462* ^*−/−*^ mice after 6‐day incubation of preosteoblasts in osteogenic medium. (D) Differentially expressed genes in *Zfp462* ^*−/−*^ osteoblasts (upregulated in red, downregulated in green). (E) Gene set enrichment analysis (GSEA) of osteoblast differentiation genes that were downregulated in *Zfp462* ^*−/−*^ osteoblasts. (F) Heatmap of osteoblast differentiation‐related genes in WT and *Zfp462* ^*−/−*^ osteoblasts. (G) GSEA data of WT and *Zfp462* ^*−/−*^ osteoblasts validated via qRT‐PCR analysis as described in (D–F). The expression of 11 osteoblast differentiation genes that were targeted by Zfp462 was quantified using qRT‐PCR and normalized to *18S*. *Runx2* expression was also assessed. (H and I) Effect of Runx2 or Zfp462 silencing on the expression of 11 Zfp462‐target genes in osteoblastic cell lines. (H) Murine MC3T3‐E1 cells treated with *Runx2* sh‐RNA and differentiated into osteoblasts for 6 days. (I) Human hFOB 1.19 cells transfected with *RUNX2* or *ZNF462* sh‐RNAs and differentiated into osteoblasts for 6 days. qRT‐PCR of the 11 Zfp462‐target genes was performed and normalized to *18S*. (J) Effect of Zfp462 silencing on Runx2 promoter activity. Murine MC3T3‐E1 cells were treated with *Zfp462* sh‐RNA and then transfected with 6 × OSE/luc reporter and 100 ng HA‐Runx2 expression vector. Reporter gene assay was performed 2 days after transfection. (K) Effect of *ZNF462* overexpression on Runx2 promoter activity. HEK293T cells were transfected with 6 × OSE/luc reporter, HA‐Runx2 (50 and 100 ng), and FLAG‐ZNF462 (125, 250, and 500 ng) expression vectors, after which the luciferase assay was performed. (L) DNA‐binding activity of Runx2 in nuclear extracts of calvarial osteoblasts from WT and *Zfp462* ^*−/−*^ mice. (M) HEK293T cells were co‐transfected with FLAG‐ZNF462 and HA‐Runx2 expression vectors. Immunoprecipitates generated post‐anti‐HA antibody incubation were analyzed via western blot using anti‐HA and anti‐FLAG antibodies. (N) Lysates of hFOB 1.19 cells were immunoprecipitated with an anti‐ZNF462 antibody and analyzed via western blot using anti‐ZNF462 and anti‐RUNX2 antibodies. (O) HEK293T cells were transfected with FLAG‐Runx2 and the indicated HA‐ZNF462 mutant expression vectors. Numbers indicate ZNF462 amino acid residues. Cell lysates were immunoprecipitated with an anti‐HA antibody, and the amount of Runx2 protein bound to the HA‐ZNF462 mutants was analyzed via western blot using anti‐FLAG and anti‐HA antibodies. The data presented in (M–O) are representative of three independent experiments. (P–R) Binding of Zfp462 and Runx2 to the *Alpl* locus in MC3T3‐E1 osteoblasts, as determined using chromatin‐immunoprecipitation (ChIP) analyses with anti‐Runx2 or anti‐Zfp462 antibodies. (P) Locations of distal regions (DR) and proximal regions (PR) in the *Alpl* locus that contain Runx2‐binding sequences (BS). Runx2‐BS were identified using the patch public 1.0 program in TRANSFAC Public 7.0 (http://gene‐regulation.com/). MC3T3‐E1 cells were induced to differentiate into osteoblasts by culturing in osteogenic media for 12 days. (Q) ChIP was conducted before or after osteogenesis using ChIP primers that included Runx2‐BS. (R) *Zfp462* or *Runx2* was silenced in MC3T3‐E1 cells, and ChIP was conducted with ChIP primers that included Runx2‐BS after incubation with osteogenic medium for the indicated times. Data are shown as mean ± SEM of three experiments except for (K) (*n* = 4). Statistical significance was determined using Student's unpaired two‐tailed *t*‐test (C, L), one‐way ANOVA followed by Tukey's test (J, K), or two‐way ANOVA followed by Sidak's post hoc test (A, B, G–I, Q, R). *p < 0.05, **p < 0.01, ***p < 0.001.

RNA sequencing of calvarial *Zfp462* ^*−/−*^ and WT osteoblasts revealed that *Zfp462* knockout upregulated 436 genes and downregulated 575 genes by more than 2‐fold (Figure 2D). 

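Osteoblast precursors from the calvaria of newborn WT and Zfp462−/− mice were cultured for 6 days with β-glycerophosphate (10 mM) and ascorbic acid (50 μg/mL), which induce osteoblast differentiation. RNA sequencing gave 1 library per genotype, labelled WT and Zfp462 KO and prepared from poly(A) RNA. The submitters' processing notes name bcl2fastq 1.8.4, Trimmomatic 0.32, TopHat2 2.0.13 and Cufflinks 2.2.1 on the mouse genome mm10. The values are FPKM, which are fragments scaled to transcript length and to the number of mapped fragments, for 24067 RefSeq genes. They sum to 467582 in WT and 462903 in the library labelled KO. Fragment totals were not in the table, so depth was estimated from the steps between the lowest values of long genes, which gave about 3.18e+07 fragments in each library. At that depth, FPKM 1 on a transcript of 2 kb stands for about 63.7 fragments. With 1 library per genotype, no error, p-value or replicate spread can be given, and each difference describes these libraries. Differences are in log2(FPKM + 1), KO minus WT, which understates the fold of genes with low FPKM. A gene was counted as higher or lower when this difference was 1 or more in size, which is 2-fold, and its FPKM was at least 1 in at least one library. These choices, the gene lists and the rule for the genes named were made before the data were examined. For each list, the median difference was placed among the medians of 10000 random lists of the same size and expression level, as a description of these libraries.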

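Leaving out small RNA and predicted genes, the gene with the largest difference was Trib3, a pseudokinase gene induced by endoplasmic reticulum (ER) stress, at FPKM 1.79 in WT and 152 in the library labelled KO (difference 5.78). Ddit3, which encodes the stress transcription factor CHOP, was at FPKM 42.4 in WT and 1114 in the library labelled KO (difference 4.68). Genes of the interferon response, chemokines and cholesterol synthesis were lower in the library labelled KO, as were macrophage markers. Zfp462 itself was at FPKM 4.13 in WT and 4.74 in the library labelled KO, a difference of 0.16, so the genotype of the libraries could not be checked from its level.

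In all, 11895 genes had an FPKM of at least 1 in at least one library, of which 493 were higher and 539 lower by 2-fold or more in the library labelled KO. Of 28 genes of the secretory pathway and ER stress, 18 were higher by 2-fold or more and none was lower, with a median difference of 1.58, above the medians of all random lists. Herpud1 and Derl3 act in ER-associated degradation. Herpud1 had FPKM 26.9 in WT and 533 in the library labelled KO, and Derl3 had 0.25 and 62.9. Creld2, an ER-resident gene of the same response, had FPKM 35.2 and 685. The ER chaperone gene Hspa5, chosen after its values were seen, had FPKM 404 in WT and 4972 in the library labelled KO. The other named genes with the largest positive differences were Chchd10, Cdsn, Aldh1l2, Car6 and Eif3j1, with differences from 4.23 to 4.49. Eif3j1 has a close paralog, Eif3j2, with which it may share reads and which, chosen after its values were seen, was at FPKM 22.9 in WT and 11.7 in the library labelled KO. Trib3 lies on chromosome 2 of GRCm38 from 152337425 to 152344060, and Ddit3 on chromosome 10 from 127290793 to 127296291.

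Among genes lower in the library labelled KO, Crabp1, which encodes a retinoic acid-binding protein, was at FPKM 447 in WT and 34.1 (difference −3.67), and S100a4, which encodes a calcium-binding protein, was at 720 and 56.3 (difference −3.65). Mest, an imprinted gene, was at FPKM 67.9 in WT and 4.86 in the library labelled KO. Has2, a hyaluronan synthase gene, was at FPKM 38.0 and 2.84, and Thbs4, a matrix gene, at 14.6 and 0.76. Of 39 interferon-stimulated genes, 35 were lower by 2-fold or more and 1, Ifi27, was higher, with a median difference of −1.60, below the medians of all random lists. Cxcl10 was at FPKM 275 in WT and 24.6 in the library labelled KO, Ifit3 at 768 and 88.2, and Mx1 at 17.7 and 1.66. Of 34 genes in the list for chemokines and cytokines, 18 were lower by 2-fold or more and none was higher, with a median difference of −1.04. The list also holds other inflammatory genes, and the acute phase genes Saa3 and Lcn2 are among the 18. Ccl11 was at FPKM 809 in WT and 112 in the library labelled KO, and Cxcl14 at 20.9 and 2.17. Of 19 macrophage markers, 16 were lower by 2-fold or more and none was higher (median −1.30). With FPKM of at least 1 required in both libraries, 7 macrophage markers were counted and 6 of them were lower by 2-fold or more. The macrophage gene Lyz2 was at FPKM 156 and 25.0 and Ctss at 15.0 and 1.67. Of 19 genes in the list for cholesterol synthesis, 13 were lower by 2-fold or more (median −1.29). Among them were Idi1 at FPKM 20.8 and 3.01 and the LDL receptor gene Ldlr, which acts in cholesterol uptake, at 26.9 and 3.34. Of 44 cell cycle genes, 40 had a negative difference and 8 were lower by 2-fold or more (median −0.75), or 17 with a pseudocount of 0.01. Tk1 was at FPKM 14.2 in WT and 4.94 in the library labelled KO, and Plk1 at 10.7 and 3.58. Of 15 housekeeping genes, 1, Gusb, was lower by 2-fold or more, and their median was 0.11 and their mean −0.11.

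Xist, the RNA of the inactive X chromosome, was at FPKM 3.65 in WT and 36.7 in the library labelled KO. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were each lower by 2-fold or more in that library, for example Ddx3y at FPKM 12.3 in WT and 2.98. Of the genes higher or lower by 2-fold or more, 27 were listed at 0 in 1 library, and 34 lie on chromosome X and 4 on chromosome Y. With a pseudocount of 0.01 in place of 1, 762 genes were higher and 788 lower.

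**Figure D1:**
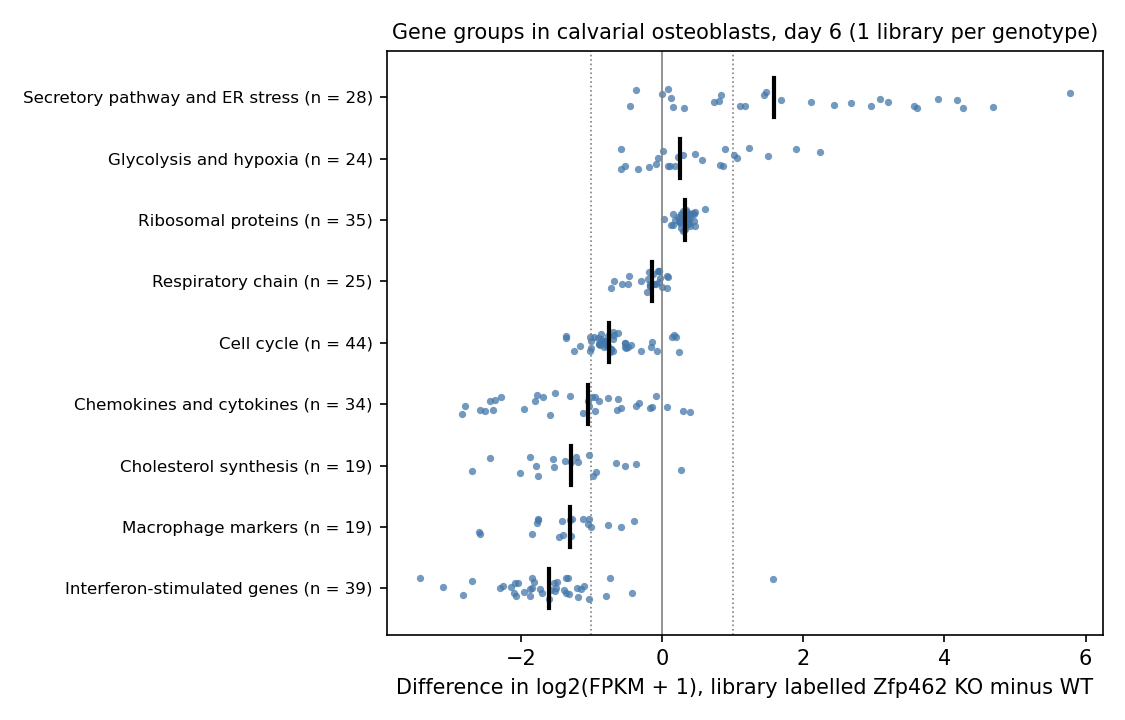
Differences in log2(FPKM + 1) between the library labelled Zfp462 KO and WT for the measured members of 9 gene lists. Each point is 1 gene, black bars are medians, and dotted lines mark differences of −1 and 1. Medians run from −1.60 in interferon-stimulated genes to 1.58 in genes of the secretory pathway and ER stress.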

The altered genes were largely related to organ development and cell differentiation (Figure S6C). 

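Genes of BMP and TGF-β signalling and osteoprogenitor, tendon and chondrocyte markers had medians lower in the library labelled KO than nearly all random lists of genes, whereas the medians of hedgehog and Notch genes and of adipocyte markers lay among those of random lists. Of 29 genes of BMP and TGF-β signalling, 6 were lower by 2-fold or more and none was higher, with a median difference of −0.31, at percentile 0.02 among random lists. With a pseudocount of 0.01, 7 were lower and 2 higher. Those higher were Bmpr1b (FPKM 1.68 in WT and 4.24 in the library labelled KO) and Bmp6 (0.76 and 1.59). The BMP family gene Gdf10 was at FPKM 8.96 in WT and 1.85 in the library labelled KO, and the BMP antagonist gene Chrdl1 at 2.64 and 0.14. The list holds ligands, receptors and feedback genes alike, so its count gives no direction of signalling. Of 14 osteoprogenitor genes, 4 were lower by 2-fold or more and none was higher (median −0.79, below the medians of all random lists), among them Ly6a, which encodes Sca-1, at FPKM 1426 and 326.

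Of 27 genes of FGF, IGF and PTH signalling, 5 were lower and 2 higher by 2-fold or more (median −0.24, percentile 0.52), or 3 lower with FPKM of at least 1 required in both libraries. The vitamin D receptor gene Vdr was at FPKM 11.3 in WT and 2.27 in the library labelled KO, whereas the growth factor gene Igf2 was at 51.5 and 125. Of 30 Wnt pathway genes, 4 were lower and 1 higher by 2-fold or more (median −0.10, percentile 3.54, or −0.21 and 0.34 with FPKM of at least 1 required in both libraries). With a pseudocount of 0.1, 4 were lower and 3 higher. Nkd2, which encodes a Wnt inhibitor, was at FPKM 13.7 and 3.93 and Dkk3, of the Dickkopf family, at 121 and 40.9, and Wnt4 was at 0.15 and 1.34. Of 11 hedgehog and Notch genes, 3 were higher by 2-fold or more and none was lower (median 0.07, percentile 44.3). With FPKM of at least 1 required in both libraries, 1 was higher and the median was −0.16 (percentile 4.86), and with each library scaled to a sum of 1000000 the median was −0.17 (percentile 6.07), whereas the mean of the 11 genes was 0.30 (percentile 91.0). Jag1, a Notch ligand gene, was at FPKM 5.92 in WT and 19.3 in the library labelled KO, and the Notch target Hey1 at 0.08 and 1.84. Of 8 Hox genes, 1, Hoxa1, was higher by 2-fold or more, at FPKM 1.25 and 4.86 (median −0.14, mean 0.04, percentile 8.34).

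Of 13 tendon and fibroblast genes, 6 were lower and 1 higher by 2-fold or more (median −0.65, below the medians of all random lists, or −0.35 at percentile 0.04 for 16 genes without the FPKM minimum). Thbs4 is in this list. Of 5 chondrocyte genes, 3 were lower (median −1.23, percentile 0.01), among them the cartilage collagen gene Col9a3 at FPKM 6.34 in WT and 0.67 in the library labelled KO and Comp at 2.82 and 0.51. Without the FPKM minimum, 17 chondrocyte genes had a median of −0.12. Of 13 adipocyte genes, 3 were higher and 2 lower by 2-fold or more (median 0.01, percentile 36.6, with a median of −0.07 when centred on the median ratio and a mean of 0.13). Lpl, the lipoprotein lipase gene, was at FPKM 10.3 and 33.6 and the fatty acid-binding protein gene Fabp4 at 12.3 and 33.9. Of 10 muscle genes, 1, Acta1, was lower by 2-fold or more (median −0.42, percentile 1.22, or 5.48 by the mean), and without the FPKM minimum the median of 20 genes was −0.12. Of 7 neural and glial genes, 2 were higher and 1 lower (median 0.40, percentile 95.0, with a median of −0.30 when FPKM of at least 1 was required in both libraries and one of 0.57 at percentile 99.1 when each library was scaled to a sum of 1000000), with Sox10 at FPKM 0.09 and 1.90. Of 26 semaphorin and guidance genes, 1, Sema3c, was lower by 2-fold or more, at FPKM 81.2 and 32.3, or 4 lower and 2 higher with a pseudocount of 0.1. These lists were fixed from textbook knowledge and are not the gene ontology terms of Figure S6C.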

Gene‐set enrichment analysis (GSEA) scoring plot (Figure 2E) and heat‐map (Figure 2F) showed that *Zfp462* knockout also reduced the expression of many genes involved in osteoblast differentiation. 

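Of 57 osteoblast genes, 40 had a lower value in the library labelled KO. Spp1, which encodes the bone matrix protein osteopontin, was at FPKM 2306 in WT and 372 in the library labelled KO, a difference of −2.63. The matrix gene Fmod and the matrix protease gene Mmp13 were at FPKM 302 and 220 in WT and at 77.6 and 65.4 in the library labelled KO. Alpl, which encodes alkaline phosphatase, was at FPKM 2.70 and 1.31 (difference −0.68), and Runx2 at 4.70 and 4.04 (difference −0.18).

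These are the members of 4 lists combined (osteoblast matrix genes, osteoblast transcription factors, Runx2 targets and osteocyte genes) that passed the FPKM minimum. Their median difference was −0.27, at percentile 0.02 among random lists, whose medians lay from −0.13 to 0.15 between the 2.5 and 97.5 percentiles. By 2-fold or more, 10 were lower and 6 were higher. Low percentiles were common in these libraries. Of the 36 single lists given a percentile, 16 lay below 2.5 and 4 above 97.5, so a lower median was not particular to osteoblast genes. The 16 include the osteoblast matrix and transcription factor lists, and some lists share genes, such as Fmod in the matrix and tendon lists. Taken alone, 23 matrix genes had a median of −0.30 (percentile 1.25) and 4 were lower by 2-fold or more. The percentile of the matrix genes was up to 5.78 under other settings, 7 of them were lower by 2-fold or more with a pseudocount of 0.01, and 3 of the combined genes were higher with an FPKM minimum of 5. Col1a1, the type I collagen gene, was at FPKM 5243 in WT and 4438 in the library labelled KO and Sparc at 3305 and 3436, both chosen after their values were seen. Among 23 transcription factor genes, 3 were lower and 4 higher by 2-fold or more (median −0.19, percentile 1.70), and their mean was −0.11 at percentile 14.4. With an FPKM minimum of 5, 3 of 15 were lower and 1 was higher (median −0.41). Alx4 was at FPKM 7.85 and 1.36 and Six2 at 13.4 and 5.54, whereas Dlx6 (difference 1.39) and Atf4, which also acts in the ER stress response (FPKM 117 and 387), were higher. Of 9 Runx2 targets, 2 were lower and 1 higher by 2-fold or more (median −0.24, percentile 8.72). Without the FPKM minimum, 20 Runx2 targets had a median of −0.10 (percentile 3.80), and with quantile normalization, added after the values were seen and also without that minimum, 19 had one of −0.12 (percentile 2.23). Of 6 osteocyte genes, 2 were lower, and 1, Hyou1, which encodes an ER chaperone, was higher (median −0.39, percentile 2.60). The mean of the osteocyte genes was −0.06 at percentile 38.8, and without the FPKM minimum the median of 12 genes was −0.09. Of 24 genes of Runx2 partners and the Moz complex, 1, Stat1, was lower by 2-fold or more (median 0.08, mean −0.01, percentile 45.4). Stat1 is also in the list of interferon-stimulated genes. Cbfb, the partner subunit of Runx2, was at FPKM 34.9 and 24.5, and Kat6a, which encodes Moz, at 4.86 and 5.43.

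All 38 genes that could be read from the heat map in Figure 2F were lower in the library labelled KO, 14 of them by 2-fold or more. The heat map was drawn from these libraries, and the 11 genes of Figure 2G are among its genes, so neither list is independent evidence of direction here. All 11 genes of Figure 2G were lower, 8 of them by 2-fold or more on this scale. Besides Spp1 and Mmp13, these were Nppc (FPKM 8.86 in WT and 0.99 in the library labelled KO), Ifitm1 (34.9 and 6.54), Igf1 (63.8 and 16.9), Bmp4 (14.4 and 5.20), Adar (35.4 and 15.0) and Gpnmb (24.9 and 11.7). Sema7a was at FPKM 4.18 and 1.62, and Sp7, which encodes osterix, at 0.70 and 0.19, below the FPKM minimum in both libraries. As plain ratios of FPKM, WT over the library labelled KO, Alpl (2.06), Sema7a (2.58) and Sp7 (3.64) were also above 2. The added 1, and for Sp7 also the FPKM minimum, left them out of the count. Adar and Ifitm1 are also in the list of interferon-stimulated genes, whose median was 1.60 lower on the log2 scale, and Il6 and Ccl3 of Figure 2F are chemokine and cytokine genes. None of the 38 is in the list of macrophage markers, 16 of which were lower by 2-fold or more. That list holds selected markers only, so the absence does not show that macrophages do not express these 38 genes. Spp1 lies on chromosome 5 of GRCm38 from 104435111 to 104441053, Alpl on chromosome 4 from 137741731 to 137796384, and Runx2 on chromosome 17 from 44495987 to 44814797. The paper states that knockout of Zfp462 lowered many osteoblast differentiation genes from the enrichment plot and the heat map (Figure 2E,F), and it then measured 11 of them and Runx2 by qRT-PCR (Figure 2G).

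**Figure D2:**
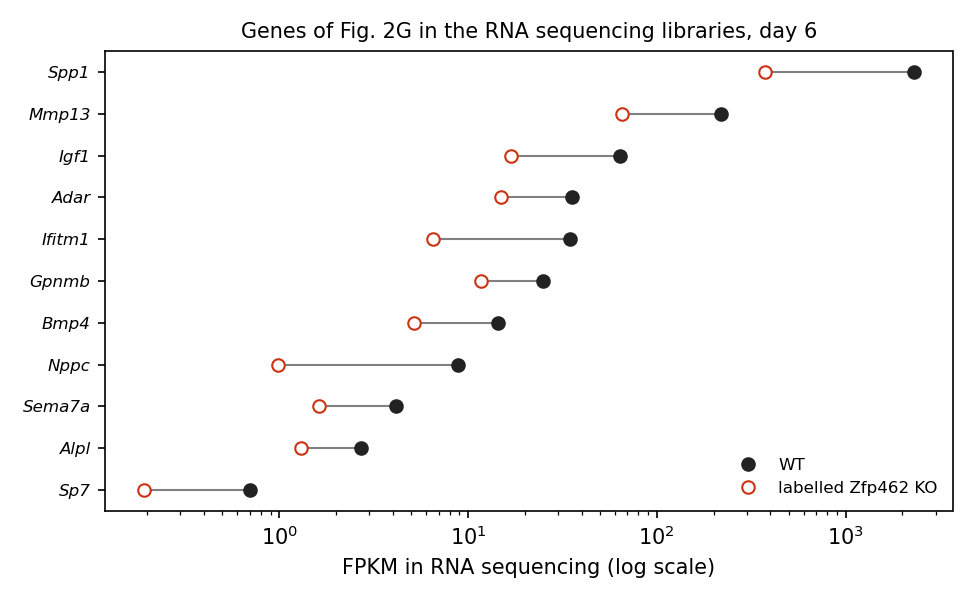
FPKM of the 11 genes of Figure 2G in the WT library (filled points) and in the library labelled Zfp462 KO (open points), on a log axis, 1 library per genotype. All 11 were lower in the library labelled Zfp462 KO, from Spp1 at FPKM 2306 and 372 to Sp7 at 0.70 and 0.19.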

Quantitative RT‐PCR (qRT‐PCR) confirmed that *Zfp462* knockout significantly suppressed the expression of 11 Zfp462‐target genes, including *Alpl*, *Sema7a*, and *Spp1* (Figure 2G).

Given that Runx2 is the master regulator of osteoblast differentiation (Bruderer et al. 2014), we investigated its interaction with *Zfp462*. *Zfp462* deletion did not affect *Runx2* expression in calvarial osteoblasts (Figure 2G, Figure S6D,E). Similarly, *Zfp462/ZNF462* knockdown in murine MC3T3‐E1 and human hFOB 1.19 osteoblastic cell lines did not alter *Runx2/RUNX2* expression (Figure S6F,G). Conversely, *Runx2/RUNX2* knockdown showed no effect on *Zfp462/ZNF462* expression in calvarial, MC3T3‐E1, or hFOB 1.19 osteoblasts (Figure S6F–H). However, knocking down *Runx2/RUNX2* in MC3T3‐E1 and hFOB 1.19 cells significantly suppressed the RNA expression of 11 osteoblast‐differentiation‐related Zfp462‐target genes (e.g., *Alpl/ALPL*, *Sema7a/SEMA7A*, and *Spp1/SPP1*) (Figure 2H,I). Notably, when we conducted a gene‐reporter assay with MC3T3‐E1 osteoblasts, we found that *Zfp462* knockdown suppressed Runx2 promoter activity (Figure 2J). Conversely, overexpressing ZNF462 in HA‐Runx2‐expressing HEK293T cells significantly increased Runx2 promoter activity (Figure 2K). As Runx2‐mediated activation of transcription requires binding Runx2 to its cognate DNA elements (Xiao et al. 1997), we next examined the effect of *Zfp462*/*ZNF462* knockdown on the DNA binding activity of Runx2/RUNX2 in calvarial, MC3T3‐E1, and hFOB 1.19 osteoblasts. Indeed, the knockdown blocked Runx2/RUNX2 binding to DNA in all three osteoblast types (Figure 2L, Figure S6I). Thus, Zfp462/ZNF462 is required to promote Runx2/RUNX2 activity without affecting its expression.

Immunoprecipitation analyses of the Runx2/ZNF462‐coexpressing HEK293T cells then showed that Runx2 physically interacted with ZNF462 (Figure 2M). Similarly, this was observed in hFOB 1.19 osteoblastic cells (Figure 2N). Analysis of HEK293T cells that co‐expressed Runx2 and deletion mutants of ZNF462 then demonstrated that Runx2 bound particularly strongly to the N‐terminal fragment of ZNF462 (Figure 2O). Moreover, chromatin immunoprecipitation (ChIP)‐qPCR assays with MC3T3‐E1 and hFOB 1.19 cells revealed that after osteogenesis, both Runx2/RUNX2 and Zfp462/ZNF462 bound at high levels to the proximal and not distal region of the Zfp462‐target genes *Alpl/ALPL*, *Sema7a/SEMA7A*, and *Spp1/SPP1* (Figure 2P,Q, Figure S7A,B). In addition, *Zfp462*/*ZNF462* knockdown suppressed Runx2/RUNX2 occupancy at these DNA regions (Figure 2R, Figure S7C,D). Interestingly, converse Runx2/RUNX2 knockdown suppressed *Zfp462*/*ZNF462* occupancy at the same DNA regions. Thus, Zfp462/ZNF462 binds to Runx2/RUNX2, and this binding allows both factors to further bind to the promoters of osteoblast‐differentiation‐related genes. This indicated that Zfp462/ZNF462 is a novel transcriptional cofactor of Runx2 that stimulates osteoblastic differentiation.

### 3.4 Moz Regulates Runx2 Transcriptional Activity in Cooperation With Zfp462/ZNF462

Yelagandula et al. (2023) recently showed that the ability of ZNF462/Zfp462 to regulate embryogenesis relies on its recruitment of the H3K9‐specific histone methyltransferase complex G9A/GLP. This complex binds to heterochromatin, which restricts transcription‐factor binding and thereby silences meso‐endodermal genes. Another zinc‐finger protein, Zfp521, can interact with histone deacetylase‐3 to antagonize Runx2 activity during osteoblast differentiation and maturation (Hesse et al. 2010), and the histone acetyltransferase MOZ interacts with Runx2 to enhance its transcriptional activity (Pelletier et al. 2002). Given this, we investigated whether other transcriptional regulators, particularly histone modulators, are involved in the interaction between ZNF462 and RUNX2 in osteoblasts. Osteosarcoma U2OS cells were transfected with FLAG‐ZNF462 and the immunoprecipitates generated using an anti‐FLAG antibody were analyzed through liquid chromatography–tandem mass spectrometry (LC–MS/MS). This analysis identified multiple proteins bound to ZNF462, including MOZ (Figure 3A). We further confirmed the binding of MOZ to ZNF462 in FLAG‐ZNF462‐expressing HEK293T cells via western blot analysis of the anti‐FLAG antibody immunoprecipitates (Figure 3B).

**FIGURE 3:**
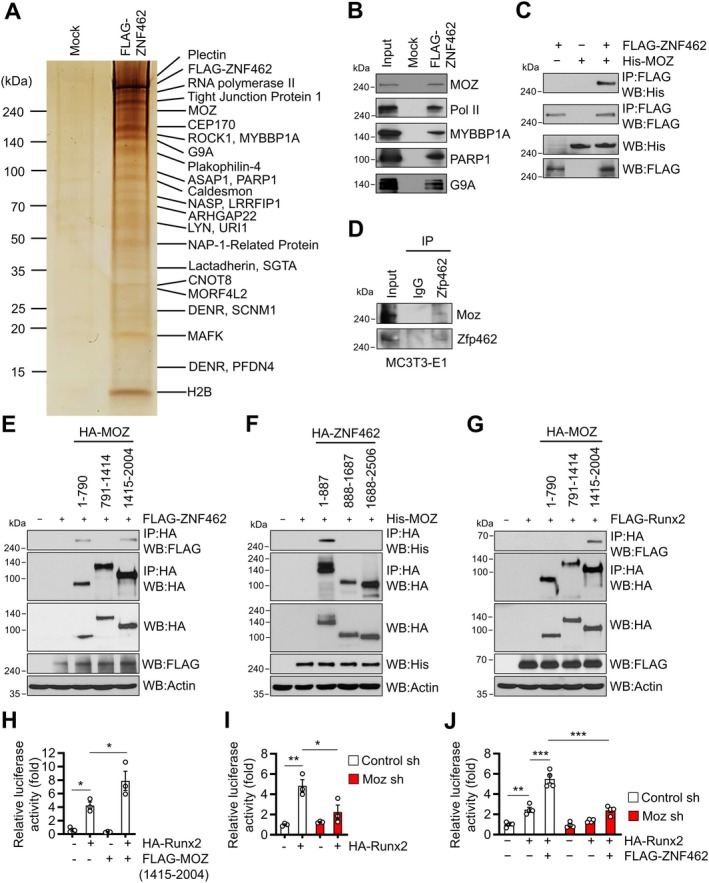
ZNF462 forms a complex with MOZ and Runx2. (A and B) Osteosarcoma U2OS cells (A) or HEK293T cells (B) were transfected with FLAG‐ZNF462 and then immunoprecipitated with an anti‐FLAG antibody. (A) ZNF462‐associated proteins were separated by 4%–20% SDS‐PAGE and analyzed using LC–MS/MS. (B) ZNF462‐associated proteins were separated using SDS‐PAGE and subjected to western blot analysis with the indicated antibodies. (C) HEK293T cells were co‐transfected with His‐MOZ and FLAG‐ZNF462, immunoprecipitated with anti‐FLAG antibody, and the levels of MOZ bound to ZNF462 were determined via western blot using anti‐HA and anti‐FLAG antibodies. (D) MC3T3‐E1 cells were immunoprecipitated with an anti‐Zfp462 antibody, and the levels of Moz bound to Zfp462 were determined via western blot using anti‐Moz and anti‐Zfp462 antibodies. (E) HEK293T cells were co‐transfected with FLAG‐ZNF462 and HA‐MOZ mutant expression vectors. Numbers indicate amino acid residues. Cell lysates were immunoprecipitated with anti‐HA antibody, and FLAG‐ZNF462‐bound proteins were analyzed using western blot using anti‐HA and anti‐FLAG antibodies. (F and G) Pull‐down assays with mutants in HEK293T cells were performed as described in (E) except using His‐MOZ and HA‐ZNF462 mutants (F) or FLAG‐Runx2 and HA‐MOZ mutants (G). The data presented in (B–G) are representative of three independent experiments. (H) HEK293T cells were transfected with 6 × OSE/luc reporter construct, 50 ng HA‐Runx2, and 250 ng FLAG‐MOZ (1415–2004) expression vectors and subjected to luciferase assay. (I and J) *Moz* was silenced in MC3T3‐E1 cells, and the cells were transfected with 6 × OSE/luc reporter together with 100 ng HA‐Runx2 (I) and/or 500 ng FLAG‐ZNF462 (J). Reporter gene assays were conducted 2 days post‐transfection. Data are shown as mean ± SEM of three experiments except for (J) (*n* = 4). Statistical analysis was conducted using one‐way ANOVA followed by Tukey's test. *p < 0.05, **p < 0.01, ***p < 0.001.

Given that MOZ interacts with Runx2 and improves its transcriptional activity (Pelletier et al. 2002), we further examined MOZ. Immunoprecipitation analyses showed that ZNF462/Zfp462 interacted with Moz/MOZ in both HEK293T cells (Figure 3C) and MC3T3‐E1 osteoblastic cells (Figure 3D). Moreover, mutation analyses in HEK293T cells indicated that (i) ZNF462 binds strongly to the N‐ and C‐terminal domains of MOZ (Figure 3E), (ii) similar to Runx2 (Figure 2O), MOZ interacts with the N‐terminal domain of ZNF462 (Figure 3F), and (iii) Runx2 interacts with the C‐terminal domain of MOZ (Figure 3G) akin to ZNF462 (Figure 3E). Reporter assays in HEK293T cells indicated that overexpressing the C‐terminal of MOZ significantly enhanced Runx2 promoter activity (Figure 3H). Conversely, *Moz* knockdown in MC3T3‐E1 osteoblasts repressed Runx2 promoter activity (Figure 3I), particularly when stimulated by ZNF462 overexpression (Figure 3J).

Similar to Runx2 and Zfp462 (Figure 2P–R, Figure S7), Moz/MOZ occupied the proximal regions of Zfp462‐target genes in MC3T3‐E1 and hFOB 1.19 osteoblasts (Figure 4A and Figure S8A,B). Notably, *Moz*/*MOZ* knockdown (Figure S8C,D) suppressed the recruitment of Moz/MOZ, Runx2/RUNX2, and Zfp462/ZNF462 to the target‐gene regions (Figure 4B, Figure S8E,F). Conversely, knocking down *Runx2*/*RUNX2* or *Zfp462*/*ZNF462* reduced Moz/MOZ recruitment at these regions (Figure 4C, Figure S8G,H). This suggests that Moz, Runx2, and Zfp462/ZNF462 may form a complex before binding to target genes.

**FIGURE 4:**
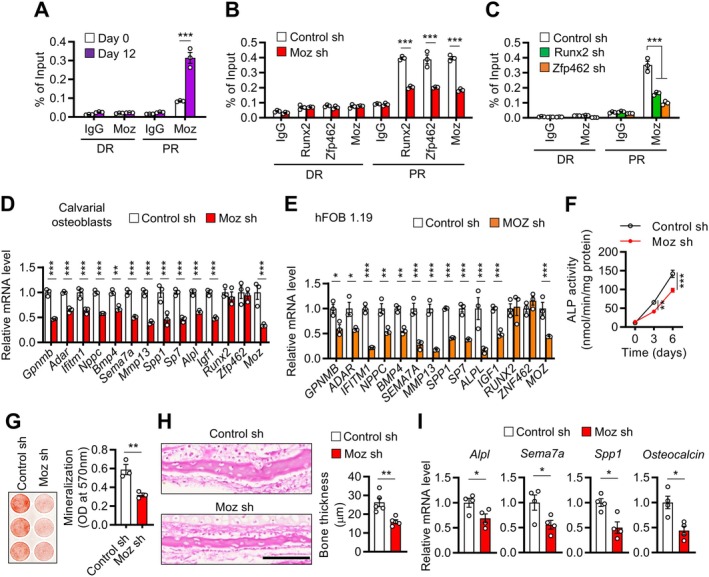
Moz promotes bone formation and bone mass. (A) MC3T3‐E1 cells were differentiated into osteoblasts using osteogenic medium for 12 days. Before and after differentiation, ChIP assays were performed at the distal regions (DR) and proximal regions (PR) of the *Alpl* locus using anti‐Moz antibody. (B) MC3T3‐E1 cells were treated with *Moz* sh‐RNA. ChIP assays were conducted at the *Alp1* locus with anti‐Runx2, anti‐Zfp462, and anti‐Moz antibodies. (C) MC3T3‐E1 cells were treated with *Runx2* or *Zfp462* sh‐RNAs, and ChIP assays were conducted at the *Alp1* locus using anti‐Moz antibody. (D and E) Calvarial (D) and hFOB 1.19 (E) osteoblast precursors were treated with *Moz*/*MOZ* sh‐RNA and differentiated into osteoblasts using osteogenic medium for 6 days. qRT‐PCR of 11 Zfp462‐target genes was performed. mRNA expression was normalized to *18S*. (F and G) Calvarial osteoblast precursors were treated with *Moz* sh‐RNA and incubated with osteogenic medium. (F) ALP activity was determined at the indicated time points. (G) After 12 days of incubation, calvarial osteoblasts were stained with alizarin red S. (Right) Alizarin red S was quantitated. (H and I) Whole calvariae were treated with *Moz* sh‐RNA and then incubated with osteogenic medium for 10 days. (H) Representative hematoxylin and eosin‐stained image. Scale bar, 100 μm. (Right) Relative bone thickness. (I) qRT‐PCR for *Alpl*, *Sema7a*, *Spp1*, and *Osteocalcin*. mRNA levels were normalized to *18S*. Data from three experiments (A–G) or four (I) or five (H) mice are shown as mean ± SEM. Statistical significance was determined by Student's unpaired two‐tailed *t*‐test (G–I) or two‐way ANOVA followed by Sidak's post hoc test (A–F). *p < 0.05, **p < 0.01, ***p < 0.001.

*Moz/MOZ* knockdown in calvarial and hFOB 1.19 osteoblastic cells downregulated all Zfp462/ZNF462‐target genes without changing Runx2/RUNX2 and Zfp462/ZNF462 expression (Figure 4D,E, Figure S8C,D,I). *Moz* knockdown also reduced ALP activity and mineralization capacity in calvarial osteoblasts (Figure 4F,G). This finding was further verified ex vivo: treatment of calvarial explants with *Moz* short hairpin RNA (sh‐RNA) prevented the increase in calvaria thickness during the culture period, compared with control sh‐RNA‐treated calvariae (Figure 4H) and suppressed the expression of *Alpl*, *Sema7a*, *Spp1*, and *osteocalcin* in the calvariae (Figure 4I). These results suggested that Moz stimulates osteoblast differentiation and bone formation, likely by cooperating with Runx2 and Zfp462/ZNF462.

### 3.5 Moz Stimulates Osteoblast Differentiation by Acetylating Histone H3

Moz is a well‐known histone acetyltransferase (Perez‐Campo et al. 2013). We observed that differentiating MC3T3‐E1 and hFOB 1.19 cells into mature osteoblasts dramatically increased overall H3 acetylation while moderately increasing overall H4 acetylation (Figure S9A,B). This suggested that histone acetylation, particularly H3 acetylation, may be critical for osteoblast differentiation. MOZ is known to acetylate histone H3 lysine 9, 14, and 23 (H3K9, H3K14, and H3K23) (Huang et al. 2014; Kitabayashi et al. 2001; Voss et al. 2009). Indeed, their acetylated forms were more abundant in MC3T3‐E1 cells after osteoblastic differentiation (Figure 5A). Moreover, ChIP analysis revealed that H3K9Ac, H3K14Ac, and H3K23Ac were enriched in the proximal regions of Zfp462‐target genes in differentiated osteoblasts (Figure 5B, Figure S9C,D), the same regions where Runx2, Zfp462/ZNF462, and Moz are localized (Figures 2Q and 4A, Figures S7A,B and S8A,B,E,F). Knocking down *Runx2*, *Zfp462*, or *Moz* decreased overall H3K9Ac, H3K14Ac, and H3K23Ac levels (Figure 5C–E) and suppressed these acetylations at the proximal regions of Zfp462‐targeting genes in MC3T3‐E1 and hFOB 1.19 cells (Figure 5F, Figure S9E,F). Furthermore, when we mutated H3 at K9, K14, or K23 residues by arginine substitution, all mutations significantly decreased Zfp462‐targeting gene expression (Figure 5G), ALP activity (Figure 5H), and mineralization (Figure 5I). Collectively, these findings indicated that Moz stimulates osteoblast differentiation by binding to Runx2 and Zfp462, occupying the promoters of osteoblast differentiation genes, and increasing H3K9, H3K14, and H3K23 acetylation.

**FIGURE 5:**
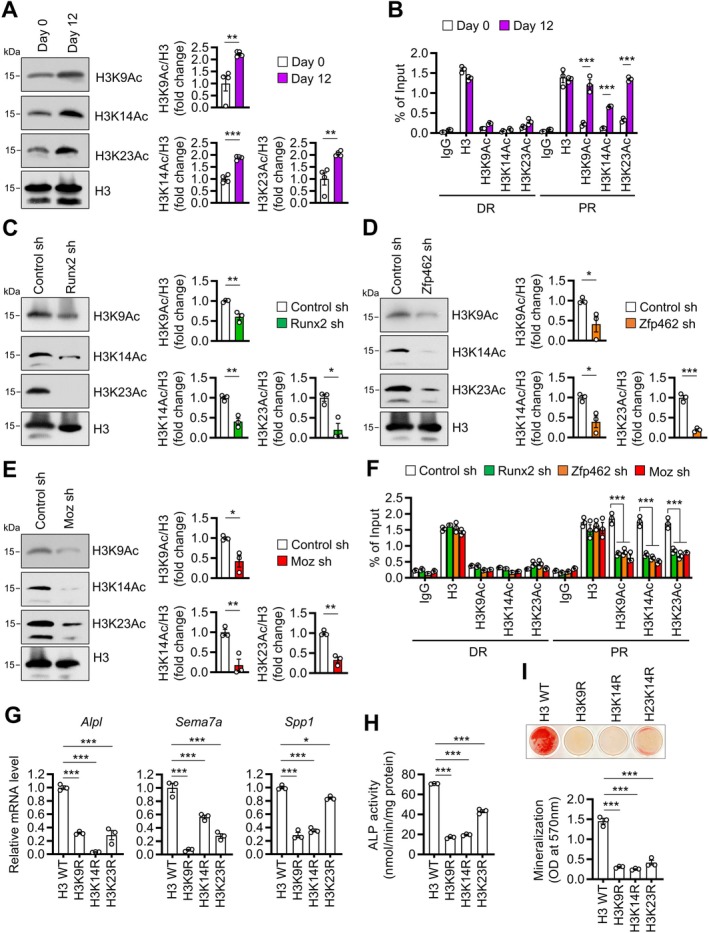
Zfp462‐Moz‐Runx2 complex regulates osteoblast differentiation in a histone H3 acetylation‐dependent manner. (A and B) MC3T3‐E1 cells were differentiated in osteogenic medium for 12 days. (A) Western blot was performed before and after differentiation with antibodies specific for the indicated histones. (Right) Band densities. (B) Before and after differentiation, ChIP assays at the distal regions (DR) and proximal regions (PR) of the *Alpl* locus were performed with anti‐H3K9Ac, anti‐H3K14Ac, anti‐H3K23Ac, and anti‐H3 antibodies. (C–E) MC3T3‐E1 cells were treated with *Runx2* (C), *Zfp462* (D), or *Moz* (E) sh‐RNAs, differentiated into osteoblasts using osteogenic medium for 12 days, and subjected to western blot with specific antibodies for the indicated histones. (Right) Band densities. (F) MC3T3‐E1 cells were treated with *Runx2*, *Zfp462*, or *Moz* sh‐RNAs, cultured in osteogenic medium for 12 days, and subjected to ChIP assays at the *Alpl* locus with anti‐H3K9Ac, anti‐H3K14Ac, anti‐H3K23Ac, and anti‐H3 antibodies. (G–I) MC3T3‐E1 cells were induced to stably overexpress WT H3 or H3 mutants, H3K9R, H3K14R, or H3K23R, and cultured in osteogenic medium. (G) After 6 days, relative mRNA levels of *Alpl*, *Sema7a*, and *Spp1* were quantified using qRT‐PCR. mRNA expression was normalized to *18S*. (H) After 12 days, ALP activity was measured. (I) Cells were stained with alizarin red S after 12 days. (Bottom) Alizarin red S was quantitated. Data are presented as mean ± SEM of three experiments except for (A) (*n* = 4). Statistical significance was determined using Student's unpaired two‐tailed *t*‐test (A, C–E), one‐way ANOVA followed by Tukey's test (G–I), or two‐way ANOVA followed by Sidak's post hoc test (B, F). *p < 0.05, **p < 0.01, ***p < 0.001.

### 3.6 Aging Decreases Zfp462/ZNF462 Expression in Bone Cells by Reducing Histone Variant H2A.Z Levels

Given that osteoporotic hip fracture, which is a marker of senile osteoporosis (Boonen et al. 2008), tended to be associated with lower ZNF462 levels in patient bone marrow (Figure 1A) and aging is linked to several transcriptomic changes (Perez‐Gomez et al. 2020), we hypothesized that Zfp462/ZNF462 expression may decline with age and contribute to senile osteoporosis. We obtained femurs from 3‐ and 20‐month‐old mice. The aged mice showed the same senile bone changes described previously (Beaucage et al. 2016; Shum et al. 2016). Particularly, compared with young mice, aged mice exhibited significantly lower bone‐mass variables but higher skeletal‐size variables, including total cross‐sectional area, cortical periosteal and endosteal perimeters, and marrow area (Figure S10A). Interestingly, the calvariae of aged mice showed significantly reduced Zfp462 mRNA and protein expression than those of young mice (Figure 6A,B). We examined human tissue arrays of healthy bone marrow from 24 subjects aged 21–75 years (Table S3). ZNF462 protein expression was inversely correlated with age (*r* = −0.5178, *p* = 0.0002), and bone marrows from subjects aged ≥ 50 years expressed significantly lesser ZNF462 than those aged < 50 years (Figure 6C). These indicated that aging is associated with reduced Zfp462/ZNF462 expression in bone.

**FIGURE 6:**
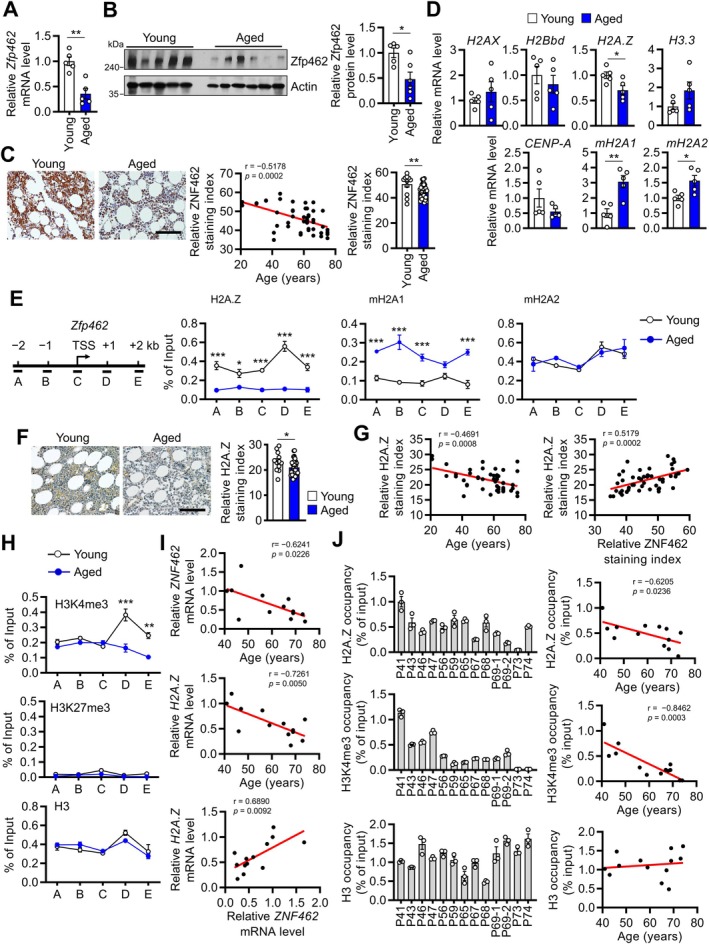
Aging decreases Zfp462/ZNF462 expression in osteoblasts by suppressing histone H2A.Z‐mediated histone H3K4‐trimethylation. (A and B) Calvariae were obtained from 3‐month‐old (young) and 20‐month‐old (aged) mice. The calvariae were subjected to qRT‐PCR (both *n* = 5) (A) and western blot of Zfp462 (young *n* = 5; aged *n* = 6) (B). (Right) Band densities. Actin was used as a loading control. (C) Immunohistochemical staining of ZNF462 in human tissue arrays from 24 subjects. The tissue was normal bone marrow in all cases. (Left) A representative staining. Scale bar, 100 μm. (Middle) Correlation between ZNF462 and age. (Right) ZNF462 expression in 6 young (< 50‐year‐old) and 18 aged (≥ 50‐year‐old) patients. (D and E) Calvariae were obtained from young and aged mice. (D) qRT‐PCR of the indicated histone variants was conducted (both *n* = 5). mRNA expression was normalized to *18S*. (E) ChIP assays were conducted at the *Zfp462* locus with anti‐H2A.Z, anti‐mH2A1, and anti‐mH2A2 antibodies (both *n* = 3). (Left) Approximate location of five amplicons at the *Zfp462* locus. (Right) H2A.Z, mH2A1, and mH2A2 levels in the *Zfp462* amplicons. (F and G) Immunohistochemical staining of H2A.Z in the human tissue arrays described in (C). (F) (Left) A representative staining. Scale bar, 100 μm. (Right) Quantification of H2A.Z expression. (G) Correlation between age and ZNF462 expression. (H) Calvariae were obtained from young and aged mice. ChIP assays were conducted at the *Zfp462* locus with anti‐H3K4me3, anti‐H3K27me3, and anti‐H3 antibodies (both *n* = 3). (I and J) Human bone marrow stromal cells (BMSCs) were obtained from 13 subjects without bone diseases and incubated with osteogenic media for 6 days. (I) qRT‐PCR of *ZNF462* and *H2A.Z* was performed. Correlations between *ZNF462* and *H2A.Z* and each gene with age. (J) ChIP assays were conducted at the region +1 kb upstream of the TSS of *ZNF462* gene with anti‐H2A.Z, anti‐H3K4me3, and anti‐H3 antibodies. (Left) Individual patient data are shown. Patients are arranged from youngest to oldest. (Right) Correlations of each histone type with age. Data are shown as mean ± SEM. Statistical significance was determined using Student's unpaired two‐tailed *t*‐test (A–D, F), two‐way ANOVA followed by Sidak's post hoc test (E, H), or Pearson's correlation analysis (C, G, I, J). *p < 0.05, **p < 0.01, ***p < 0.001.

To determine the mechanism by which aging decreases Zfp462/ZNF462 expression, we analyzed several epigenetic marks, as aging is associated with epigenetic changes, including DNA methylation and histone variant replacement, which regulate gene transcription (Pal and Tyler 2016). Bisulfite sequencing of the aged and young osteoblasts and osteoclasts did not differ in DNA methylation around the transcription start site (TSS) of *Zfp462* gene (Figure S10B). However, analysis of histone variants showed that aged calvariae expressed lower H2A.Z and higher macroH2A1 (mH2A1) and mH2A2 levels compared with young calvariae (Figure 6D). Moreover, ChIP assays demonstrated that aged calvariae had reduced H2A.Z levels at the *Zfp462* locus but higher mH2A1 levels, while mH2A2 levels remained unchanged (Figure 6E). In young mice, H2A.Z was highly enriched in the proximal coding region of *Zfp462* (region D). Conversely, mH2A1 levels in region D were reduced in aged mice (Figure 6E). Immunohistochemical analysis of the human bone marrow tissue arrays further supported these findings, as older subjects (≥ 50 years) exhibited lower H2A.Z levels than younger subjects (Figure 6F). H2A.Z expression showed negative and positive correlation with aging and ZNF462 expression, respectively (Figure 6G). mH2A1 expression was elevated in aged patients than younger patients and positively correlated with aging but not with ZNF462 expression (Figure S10C). These data suggested that aging decreases H2A.Z levels at the *Zfp462/ZNF462* locus in both murine and human bone.

H2A.Z and mH2A1 are known to associate with active and repressive histone marks, H3 lysine 4 tri‐methylation (H3K4me3) and H3 lysine 27 tri‐methylation (H3K27me3), respectively (Gaspar‐Maia et al. 2013; McHaourab et al. 2018). H3K4me3 distribution at the *Zfp462* gene in young and old murine calvariae (Figure 6H) was similar to that of H2A.Z (Figure 6E), whereas H3K27me3 was not detected in either group (Figure 6H). Among histone methyltransferases involved in H3K4me3 regulation (Wang and Helin 2025), expression of specific H3K4 methyltransferases, such as *Kmt2b* and *Kmt2c*, was altered in aged bones (Figure S10D), which may warrant further investigation into their contribution to age‐related alterations in H3K4me3 regulation. These findings suggested that aging leads to the loss of H2A.Z variant in the coding region of the *Zfp462/ZNF462* gene, which reduces H3K4me3 levels and may potentially diminish Zfp462/ZNF462 expression in bone.

To determine whether these aging‐related changes in ZNF462, histone variants, and H3K4me3 also occur in human bone cells, we obtained bone marrow stromal cells (BMSCs) from excised bones of 13 subjects aged 41–74 years (Table S4). BMSCs might contain osteoblast precursors (Zhou et al. 2022), and these patients lacked bone disease (Kim et al. 2003). We confirmed that *ZNF462* and *H2A.Z* expression were negatively correlated with aging in the BMSCs, whereas *ZNF462* expression was positively correlated with *H2A.Z* expression (Figure 6I, Figure S10E). By contrast, *mH2A1* levels did not correlate with either aging or *ZNF462* levels (Figure S10E,F). ChIP assays further revealed that in young patients, both H2A.Z and H3K4me3 peaked in the protein‐coding region of *ZNF462* locus (region D) (Figure S10G). Moreover, H2A.Z and H3K4me3 occupancy at the *ZNF462* locus were inversely correlated with aging, while mH2A1 occupancy did not (Figure 6J, Figure S10H). Collectively, aging decreases H2A.Z expression in bone cells including osteoblasts, which may then suppress histone H3K4 trimethylation, thereby decreasing expression of Zfp462/ZNF462.

## 4 Discussion

This study demonstrated that Zfp462/ZNF462 is a novel regulator of bone formation (Figure S11). In particular, Zfp462/ZNF462, Moz/MOZ, and the master osteoblast regulator Runx2/RUNX2 physically interact with each other and promote osteoblast differentiation and bone formation by increasing Runx2/RUNX2 activity and histone H3 acetylation. Thus, both Zfp462/ZNF462 and Moz/MOZ function as coactivators of Runx2/RUNX2. We confirmed that osteoblast‐specific *Zfp462* deficiency decreased bone mass and strength by impairing bone formation in vivo and that *Moz* knockdown also reduced bone formation ex vivo. We also found that Zfp462/ZNF462 may be involved in senile osteoporosis, because (i) it was expressed at lower levels in the bone marrow of patients with osteoporotic hip fracture, which is a hallmark clinical sign of senile osteoporosis (Boonen et al. 2008); and because (ii) its expression in human and murine bone cells drops with age. Aging reduced Zfp462/ZNF462 expression in bone cells by decreasing histone variant H2A.Z levels, and therefore H3K4me3 levels, at the *Zfp462/ZNF462* locus. These findings together suggest that amplifying Zfp462/ZNF462 or Moz/MOZ expression with targeted drugs could potentially improve bone formation in aged humans or prevent senile osteoporosis.

The ability of Zfp462/ZNF462 to interact directly with Runx2 and enhance its transcriptional activity is consistent with the behavior of other zinc‐finger proteins. In particular, proteins such as Gli2, TIEG1/KLF10, and Zfp521, all of which contain zinc‐finger motifs, have been shown to strengthen Runx2 binding to DNA and regulate Runx2 transcriptional activity (Hawse et al. 2011; Hesse et al. 2010; Shimoyama et al. 2007). Zfp462/ZNF462 shapes Runx2 transcriptional activity by recruiting Moz/MOZ, a transcription activator and histone acetyltransferase (Perez‐Campo et al. 2013), which is similar to the zinc‐finger protein Zfp521 that suppresses Runx2‐mediated gene expression in osteoblast maturation by recruiting histone deacetylase‐3, a transcription repressor (Hesse et al. 2010). Thus, Zfp462/ZNF462 behavior is broadly similar to that of other zinc‐finger proteins.

Our ChIP experiments using sh‐RNAs targeting *Zfp462/ZNF462*, *Moz/MOZ*, and *Runx2/RUNX2* confirmed that all three molecules bind to the proximal promoter regions of genes involved in osteoblast differentiation. Moreover, their physical interaction was necessary before they could bind to these DNA regions. As *Zfp462* knockout or *Moz* knockdown in murine calvarial osteoblast cells prevented their osteoblastic differentiation, Zfp462 and Moz are essential co‐activators of Runx2 in osteoblast development. Furthermore, we identified that these interactions are mediated by the N‐terminal domain of ZNF462 and the C‐terminal domain of MOZ, making these domains potential therapeutic targets for senile osteoporosis.

Senile osteoporosis arises from excessive bone resorption by osteoclasts and reduced bone formation by osteoblasts (Corrado et al. 2020). Various mechanisms have been reported to promote age‐related decline in bone formation, including diminished bone anabolic responses to mechanical loading, accumulation of senescent cells, increased osteoblast apoptosis, and decreased osteoblast differentiation. The latter is associated with age‐related alterations in the expression of Runx2 and other osteoblast differentiation factors such as FOXP, PPARγ, and Wnt10b (Corrado et al. 2020), as well as Runx2 co‐regulators (Shimoyama et al. 2007). Our findings align with these observations, showing that Zfp462/ZNF462 regulates Runx2/RUNX2 to stimulate bone formation, and its expression drops with age in both mouse and human bone cells.

Histone variant occupancy in nucleosomes changes with aging, and it can alter chromatin conformation and regulate transcriptional gene expression (Pal and Tyler 2016; Yi and Kim 2020). Our study suggests that the age‐related decrease in Zfp462/ZNF462 expression is driven by the progressive loss of histone variant H2A.Z at the *Zfp462*/*ZNF462* locus in bone cells. Particularly, we found that H2A.Z expression in murine and human bone tissues declines with age and positively correlates with ZNF462 expression. We demonstrated for the first time that Zfp462/ZNF462 and histone variant H2A.Z contribute to age‐related impairments in bone formation.

Loss of H2A.Z may reduce *Zfp462/ZNF462* expression by preventing the generation of active mark H3K4me3 at the *Zfp462/ZNF462* locus. Our findings indicated that aging not only reduces H2A.Z levels but also decreases H3K4me3 levels at this locus. Moreover, the distribution of H2A.Z and H3K4me3 within the *Zfp462/ZNF462* locus was identical in both younger and aged mice and humans. In particular, both showed an occupancy peak in the proximal coding region that disappeared with aging. Notably, this expression pattern of H2A.Z may be specific to bone cells or bone, as H2A.Z has been reported to increase with age in other cell types and tissues (Stefanelli et al. 2018). Therefore, H2A.Z incorporation at the *Zfp462*/*ZNF462* locus may enhance its gene expression in a histone H3K4me3‐dependent manner.

Aging is associated with trabecular bone mass loss, as shown by reduced trabeculae thickness and numbers and increased trabecular spacing (Corrado et al. 2020). Cortical bone thickness also decreases with age despite an increase in periosteal bone apposition (Corrado et al. 2020). In *Zfp462*/*ZNF462*‐deficient mice, most skeletal parameters showed changes consistent with aging; however, a reduction in the periosteal perimeter was observed, a finding not typically associated with age‐related skeletal changes. This suggests that Zfp462/ZNF462 may not be the only factor that determines age‐related bone changes and is unlikely to influence age‐related periosteal bone changes.

Weiss–Kruszka syndrome, recently described as a condition caused by ZNF462 haploinsufficiency, has been reported to include skeletal abnormalities in a subset of affected individuals (van der Laan et al. 2024). These findings include metopic ridging and craniosynostosis, as well as clinodactyly and short stature (Kruszka et al. 2019), features suggestive of impairments in both intramembranous and endochondral ossification. Although we did not detect significant differences in tibial length in *Zfp462* ^*−/−*^ mice, these clinical observations raise the possibility that Zfp462/ZNF462 may also play a role in skeletal development, thereby warranting further detailed and systematic investigation.

In conclusion, this study identifies Zfp462/ZNF462 and Moz as novel stimulators of bone formation that promote osteoblast differentiation by facilitating Runx2 activity. Moreover, aging suppresses Zfp462/ZNF462 expression in bone cells by reducing local levels of H2A.Z and H3K4me3. These findings thus elucidate a potential mechanism and molecular axis underlying senile osteoporosis and could potentially be targeted to ameliorate or prevent this increasingly prevalent condition.

## Author Contributions

Jung‐Min Koh conceived the idea and designed the experiments. Jin‐Man Kim, Ho Kyoung Kim, Sung‐Ah Moon, Yewon Kim, Seung‐Hoon Lee, Jiyoung Yu, Seung Hun Lee, Woo Chan Son, Jung‐Eun Kim, In‐Jeoung Baek, and Jung‐Min Koh conducted experiments and analyzed data. Jin‐Man Kim, Young‐Bum Kim, and Jung‐Min Koh wrote the manuscript.

## Funding

This work was supported by National Research Foundation of Korea, 2020R1A2C3006699, 2021R1F1A1057315. Korea Health Industry Development Institute, RS‐2024‐00438349, RS‐2024‐00401153.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Table S1:** Clinical characteristics of patients with and without osteoporotic hip fractures.
**Table S2:** Blood tests in male wild‐type (WT) and *Zfp462* ^*−/−*^ mice at 16 weeks of age.
**Table S3:** Demographic information of subjects who provided bone marrow for human tissue arrays that were subjected to immunohistochemistry.
**Table S4:** Clinical information of subjects who provided bone marrow stromal cells.
**Table S5:** Sequences of sh‐RNAs used in the study.
**Table S6:** Specific primer sequences for qRT‐PCR.
**Table S7:** Specific primer sequences for ChIP‐qPCR.
**Figure S1:** Generation of *Zfp462*‐deleted mice using the TALEN system.
**Figure S2:** Zfp462 expression in various bones and during osteoblast and osteoclast differentiation.
**Figure S3:** Organ weights and bone phenotype in male whole‐body *Zfp462*‐deficient mice at 4 and 16 weeks of age.
**Figure S4:** *Zfp462* deficiency decreases the number of osteoblasts, but not the number of osteoclasts.
**Figure S5:** Generation of *Col2.3‐cre*; *Zfp462* ^*f/f*^ mice and determination of bone mass and strength.
**Figure S6:** Effect of *Zfp462* deficiency on in vitro bone resorption and osteoblastic Runx2 expression.
**Figure S7:** ChIP analysis of Runx2/RUNX2 and Zfp462/ZNF462 binding at ZNF462/Zfp462‐target genes in osteoblasts.
**Figure S8:** ChIP analysis of Runx2/RUNX2, Zfp462/ZNF462, and Moz/MOZ binding at ZNF462/Zfp462‐target genes in osteoblasts.
**Figure S9:** ChIP analysis of histone H3 acetylation at ZNF462/Zfp462‐target genes in osteoblasts.
**Figure S10:** Histone variants in human bone marrow cells and their relationship with aging and *ZNF462* expression.
**Figure S11:** Proposed model of the mechanisms by which Zfp462‐Moz‐Runx2 complex modulates bone formation in an aging‐dependent manner.

## Data Availability

RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE263732.

# Supplementary material for: Zfp462 Is a Key Mediator of Osteoblast Differentiation and Might Contribute to Age‐Related Bone Loss
**Source:** Aging Cell. 2026 Apr 16;25(4):e70476. doi: 10.1111/acel.70476
**Supplement:** Supplementary file 1 — Table S1: Clinical characteristics of patients with and without osteoporotic hip fractures. Table S2: Blood tests in male wild‐type (WT) and Zfp462 −/− mice at 16 weeks of age. Table S3: Demographic information of subjects who provided bone marrow for human tissue arrays that were subjected to immunohistochemistry. Table S4: Clinical information of subjects who provided bone marrow stromal cells. Table S5: Sequences of sh‐RNAs used in the study. Table S6: Specific primer sequences for qRT‐PCR. Table S7: Specific primer sequences for ChIP‐qPCR. Figure S1: Generation of Zfp462‐deleted mice using the TALEN system. Figure S2: Zfp462 expression in various bones and during osteoblast and osteoclast differentiation. Figure S3: Organ weights and bone phenotype in male whole‐body Zfp462‐deficient mice at 4 and 16 weeks of age. Figure S4: Zfp462 deficiency decreases the number of osteoblasts, but not the number of osteoclasts. Figure S5: Generation of Col2.3‐cre; Zfp462 f/f mice and determination of bone mass and strength. Figure S6: Effect of Zfp462 deficiency on in vitro bone resorption and osteoblastic Runx2 expression. Figure S7: ChIP analysis of Runx2/RUNX2 and Zfp462/ZNF462 binding at ZNF462/Zfp462‐target genes in osteoblasts. Figure S8: ChIP analysis of Runx2/RUNX2, Zfp462/ZNF462, and Moz/MOZ binding at ZNF462/Zfp462‐target genes in osteoblasts. Figure S9: ChIP analysis of histone H3 acetylation at ZNF462/Zfp462‐target genes in osteoblasts. Figure S10: Histone variants in human bone marrow cells and their relationship with aging and ZNF462 expression. Figure S11: Proposed model of the mechanisms by which Zfp462‐Moz‐Runx2 complex modulates bone formation in an aging‐dependent manner.

**Supplementary information**

**Zfp462 is a Key Mediator of Osteoblast Differentiation and Might Contribute to Age-Related Bone Loss**

Jin-Man Kim^1^, Ho Kyoung Kim^1^, Sung-Ah Moon^2^, Yewon Kim^1^, Seung-Hoon Lee^3^, Jiyoung Yu^4^, Seung Hun Lee^5^, Woo Chan Son^6^, Jung-Eun Kim^3^, In-Jeoung Baek^7^, Young-Bum Kim^8^, and Jung-Min Koh^5,*^

**Supplementary Materials and Methods**

**Animals**

Mice were maintained under standard conditions with controlled temperature, humidity, and a 12-h light/dark cycle. Before euthanasia, all mice were intraperitoneally anesthetized with Zoletil (50 mg/kg) and xylazine (10 mg/kg). After euthanasia, organs were harvested for analyses.

**Generation of global *Zfp462^−/−^* mice**

Conventional whole-body *Zfp462^−/−^* knockout mice were generated on a C57BL/6 background using Transcription Activator-Like Effector Nucleases (TALENs). 

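Zfp462 lies on the plus strand of mouse chromosome 4, from 54944491 to 55083563 in the RefSeq annotation of GRCm38. The GENCODE annotation lists a transcript with 13 exons, others with 11 and a short one with 3. Exon 2 of the longest transcript runs from 55007533 to 55007782 and holds the start codon, from 55007563 to 55007565. The first bases of this exon are 5′ untranslated sequence. The transcripts with 11 exons begin at 55011366 and 55011480, downstream of exon 2, and their annotated start codon lies from 55011480 to 55011482. FPKM counts fragments over the whole gene, so it measures neither a deletion of a few bases nor the loss of the protein.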

TALEN-mediated genome editing introduced a 14-bp deletion in exon 2 of the *Zfp462* gene, resulting in a frameshift mutation (Founder #3) (Figure S1A–D). Loss of Zfp462 expression was confirmed by the absence of *Zfp462* mRNA in major organs and lack of Zfp462 protein in osteoclast and osteoblast precursors (Figure S1E, F).

A previous *Zfp462^−/−^* knockout mouse model described by Wang et al. ([Wang et al., 2017](#_ENREF_14)) exhibited embryonic lethality due to neural tube defects, whereas our *Zfp462^−/−^* mice were viable and did not display embryonic lethality. These differences are likely attributable to variation in genetic background between strains ([Davidson, Li, Churchill, Osborne, & McDermid, 2007](#_ENREF_3); [Leduc, Singh, & McDermid, 2017](#_ENREF_9)) and to distinct allele-generation strategies, including potential insertional or regulatory effects of the PiggyBac-based approach ([Cadinanos & Bradley, 2007](#_ENREF_2); [Shearwin, Callen, & Egan, 2005](#_ENREF_12)).

**Generation of conditional *Zfp462^f/f^* mice**

To generate *Zfp462^f/f^* mice, two single guide RNA (sgRNAs) along with two single-stranded oligodeoxynucleotides (ssODNs) containing LoxP sequences were used to insert LoxP sites flanking exon 5 of *Zfp462* gene. Particularly, after fertilized eggs were obtained from the oviducts of 3–4-week-old female C57BL/6J mice that had undergone superovulation and mating, the cytoplasm of pronuclear-stage embryos was co-microinjected with the sgRNAs, Cas9 mRNA, and ssODNs. After 24 h of incubation at 37ºC, two-cell stage embryos were transferred to pseudopregnant ICR foster mothers. *Zfp462^f/f^* mice were mated with osteoblast-specific *Col2.3-cre* mice (Riken, RBRC05603) to generate *Col2.3;Zfp462^f/f^* mice. To assess Zfp462 knockout efficiency in osteoblasts, bone marrow cells from mouse tibias were differentiated into osteoblasts with osteogenic medium for 21 days and then subjected to qRT-PCR or western blotting.

**Genotyping**

For genotyping, genomic DNA was extracted from tail tissues and amplified using PCR with a Taq DNA polymerase (SolGent). The following primers were used: *Zfp462^−/−^* sense, 5′-GAG GGT AGC CCC CGA TCA T-3′ and antisense, 5′-TTG TCC TCG GCA ACA TCA GTT-3′; Col2.3-cre sense, 5′-CTC TGG CTG TGG CCA CAG CTG AC-3′ and antisense, 5′-TCC GGT TAT TCA ACT TGC ACC ATG C-3′; and *Zfp462^flox^* sense, 5′-AAC CAG AGT AAC CAC CAG TGC-3′ and antisense, 5′-ACC CAC CGT TTG GAA TGC TAT-3′.

**Preparation of osteoblasts**

Murine osteoblastic MC3T3-E1 cells, human osteoblastic hFOB 1.19 cells, human osteosarcoma U2OS cells, and human HEK293T cells were purchased from the American Type Culture Collection. MC3T3-E1 cells were cultured in alpha modified Eagle’s minimum essential medium (α-MEM) containing 10% fetal bovine serum (FBS). hFOB 1.19 cells were maintained in a 1:1 mixture of Ham’s F12 medium and Dulbecco’s modified Eagle’s medium (DMEM) with 10% FBS and 0.3 mg/mL G418 (Sigma-Aldrich, 4727878001) at 33.5°C for cell growth and 39.5°C for differentiation. U2OS and HEK293T cells were maintained in DMEM with 10% FBS.

For calvarial osteoblasts, calvarial bones from newborn mice were digested with α-MEM containing 0.1% collagenase (Gibco, 17018-029) and trypsin (Gibco, 25200-056). The isolated primary calvarial osteoblast precursors were differentiated into osteoblasts with 50 μg/mL ascorbic acid (Sigma-Aldrich, A4544) and 10 mM β-glycerophosphate (Sigma-Aldrich, G9422). Culture medium was replaced every 2–3 days. MC3T3-E1 and hFOB 1.19 cells were also induced to differentiate into osteoblasts using this protocol.

Human BMSCs were isolated from surgically discarded bones (ribs, femurs, and acetabula) of patients without bone disease (Table S4) as previously described ([G. S. Kim et al., 2003](#_ENREF_7)). Briefly, bones were excised and collected bone marrow was centrifuged at 1400 rpm for 10 min. Cell pellets were resuspended in α-MEM containing 10% FBS, and BMSC fraction was obtained using Ficoll/Hypaque gradient (specific gravity 1.077 g/cm^3^) centrifugation according to the manufacturer’s protocol (Nycomed Pharma).

**Osteoclast differentiation and TRAP staining**

Bone marrow cells from mouse femurs and tibias were treated with red blood cell lysis buffer (Sigma-Aldrich, R7757), centrifuged at 1500 rpm for 5 min, and incubated overnight in α-MEM containing 10% FBS. Non-adherent cells were collected and cultured in α-MEM containing 10% FBS, 30 ng/mL M-CSF (R&D Systems, 416-ML-050), and 100 ng/mL RANKL (R&D Systems, 462-TEC-010) to induce osteoclast differentiation.

TRAP staining was performed as previously described ([Takahashi, Udagawa, Kobayashi, & Suda, 2007](#_ENREF_13)). Briefly, 10 mg naphthol AS-MX phosphate (Sigma-Aldrich, N4875) was dissolved in 1 mL of N,N′-dimethylformamide (Sigma-Aldrich, D4451) to create Reagent A. Reagent B was prepared by dissolving 11.5 g sodium L-tartrate dibasic dehydrate (Sigma-Aldrich, S4797) in 1 L of 50 mM sodium acetate buffer, pH 5.0. TRAP staining solution was created by dissolving 10 mg fast red violet LB salt (Sigma-Aldrich, F3381) in a mixture of 833 μL Reagent A and 20 mL Reagent B, followed by filtration. Osteoclasts were fixed with 4% paraformaldehyde, incubated with TRAP staining solution for 15–30 min at 37°C, and subjected to light microscopy. TRAP-positive multinuclear cells (≥3 nuclei) with a complete actin ring were counted as osteoclasts.

**Immunofluorescence analysis and immunohistomorphometry of murine bones**

Murine femurs were fixed in 4% paraformaldehyde, decalcified in Osteosoft (Sigma-Aldrich, 101728), and sectioned into 5-μm-thick slices using a cryostat. The paraffin-embedded bone sections were deparaffinized, rehydrated, and subjected to antigen retrieval with a citrate buffer (10 mM citric acid, pH 6.0) at 90–95°C for 15 min. The sections were incubated overnight with an anti-osteocalcin antibody (1/200 dilution, Takara, M173) at 4°C, followed by Alexa Fluor 647-conjugated secondary antibody (1/250 dilution, ThermoFisher Scientific A-21244) for 1 h at room temperature. Nuclei were counterstained with DAPI, and fluorescence was detected using a Carl Zeiss LSM 710 confocal microscope (Carl Zeiss). For immunohistomorphometry, paraffin-embedded bone sections (5 μm thick) were incubated with TRAP staining solution and toluidine blue solution and photographed using the Olympus BX53 microscope (Olympus Corporation). Toluidine blue is a basic thiazine metachromatic dye often used to identify osteoblasts, which appear as cuboidal mononuclear cells on the bone surface. A bone surface bearing four adjacent toluidine blue-labeled cuboidal cells was defined as an osteoblast-populated surface ([Henry & Bordoni, 2024](#_ENREF_4)).

**Preparation and immunohistochemistry of human femurs**

Human proximal femur bones were collected from patients undergoing orthopedic surgery. Patients with osteoporotic hip fractures were classified as the fracture group, whereas those with degenerative arthritis served as the control group. Details regarding patient height, weight, and bone mineral density were retrieved from their medical records. The femurs were fixed in 4% paraformaldehyde solution at 4°C for 24 h, decalcified with 10% EDTA solution, dehydrated with ethanol, and embedded in paraffin. The paraffin-tissue sections were then deparaffinized in xylene, rehydrated with graded ethanol solutions (100%, 95%, and 80%), incubated with 10 mM sodium citrate buffer (pH 6.0) at 90–95°C for 15 min. After cooling for 30 min at room temperature, the sections were incubated with 1% hydrogen peroxide in methanol for 20 min at room temperature and incubated overnight with anti-ZNF462 antibody (1/50 dilution, Sigma-Aldrich, HPA022283) at 4°C. These sections were then washed, incubated with the Dako Envision + System-horseradish peroxidase-labeled polymer secondary antibody system (Dako, K4003) for 30 min at room temperature, and then stained using the Dako Liquid DAB + substrate chromogen system (Dako, K3467) according to manufacturer’s instructions. The slides were then viewed under an Olympus BX53 microscope imaging system (Olympus Corporation).

**ALP activity and *in vitro* mineralization assays**

To measure ALP activity in osteoblasts, calvarial cells (2.5 × 10^4^) were seeded into a 12-well culture plate, cultured in α-MEM for 2–3 days, and differentiated in α-MEM containing 50 μg/mL ascorbic acid and 10 mM β-glycerophosphate for 3 or 6 days. After washing with phosphate-buffered saline (PBS), the cells were lysed in 0.4 mL lysis buffer (50 mM Tris-HCl, pH 7.4), sonicated on ice (twice for 30 s) and centrifuged for 10 min at 13,000 rpm at 4°C. The supernatant was incubated with p-nitrophenylphosphate substrate (Sigma-Aldrich) for 15–30 min at 37°C, and absorbance was measured at 405 nm using a microplate reader (Tecan Group Inc.). Protein concentration in the cell lysates was determined using the BCA assay kit (Invitrogen) according to manufacturer protocols. ALP activity was expressed as absorbance at 405 nm (OD value)/min/mg of protein.

To measure mineralization in osteoblasts, cells were washed with PBS, fixed in ice-cold 70% ethanol for 30 min at 4°C, again washed with PBS, and stained with 40 mM alizarin-red S solution (pH 4.2) for 10 min at room temperature. After rinsing twice with deionized water, alizarin-red S staining was solubilized in 10% cetylpyridinium chloride (Sigma-Aldrich), and absorbance was detected at 570 nm with the microplate reader (Tecan Group Inc.).

**Cell counts**

Cells (4 × 10^4^) were seeded into a 12-well culture plate, cultured in α-MEM for 3 or 6 days, trypsinized, resuspended in α-MEM, stained with 0.5% trypan blue (Sigma-Aldrich), and counted using a hemocytometer (Marienfeld Superior).

***In vitro* bone-resorption assay**

To conduct bone resorption assay, bone marrow cells were seeded onto dentin slices (IDS Ltd.) and cultured in α-MEM containing 10% FBS, 30 ng/mL M-CSF, and 100 ng/mL RANKL for 10 days. The cells were then removed by rubbing the slices. The slices were stained with hematoxylin (Sigma-Aldrich) and photographed using the Olympus BX53 microscope (Olympus Corporation). Resorbed bone area was quantified using Image Pro plus program (version 6.0; Media Cybernetics Inc.).

**Micro-CT analysis**

Femur bones were excised from euthanized mice, fixed with 4% paraformaldehyde for 24 h at 4°C, and subjected to micro-CT scanning using a Skyscan 1172 scanner (Bruker) at 70 kV and 126 μA with a 6.48-μm pixel size. Trabecular bone in the distal femoral metaphysis and cortical bone at the femoral midshaft were analyzed by establishing regions of interest that extended 3 mm from the femoral growth plate to the proximal metaphysis. Three-dimensional algorithms in CT analyzer software (version 1.16.1.0; CTAn, Skyscan) were used to measure relevant bone morphometric variables.

**Bone formation rate**

WT and *Zfp462^−/−^* mice were intraperitoneally injected with 30 mg/kg calcein and 30 mg/kg alizarin red S at 3 or 5 days before sacrifice, respectively. Femurs were cut into 20-μm-thick sections. Images were captured using a fluorescence microscope (Carl Zeiss) and analyzed using a semiautomatic image analysis system (Histometry RT Digitizer) and Bio-Quant program (version 19.9.60; Bio-Quant, Inc.).

**ELISA of serum bone turnover markers**

Serum was harvested from each mouse just before sacrifice. Two bone formation markers were measured: P1NP concentrations were determined using a P1NP ELISA kit (IDS, AC-33F1) and ALP activity was assessed using a mouse bone ALP activity ELISA kit (Mybiosource, MBS163883). One bone resorption marker was quantified in serum CTX levels using a CTX ELISA kit (IDS, AC-06F1).

**RNA interference**

DNA oligonucleotides encoding sh-RNAs specific to human ZNF462, RUNX2, MOZ, and their mouse homologs (Table S5) were annealed and ligated into the lentiviral vector pLKO.1 (Addgene) according to reported procedures (https://www.addgene.org/tools/protocols/plko/). To collect lentiviral particles, HEK293T cells were transfected with constructs encoding VSV-G (envelope plasmid), NL-BH (packaging plasmid), and each sh-RNA using Lipofectamine 3000 reagent (Invitrogen) as per manufacturer’s protocol. MC3T3-E1 and hFOB 1.19 cells were infected with each sh-RNA lentivirus for 24 h and then selected with puromycin (2 μg/mL) for 2 weeks. Primary calvarial osteoblast precursors were transiently transfected with each sh-RNA.

**qRT-PCR**

RNA was prepared from calvarial osteoblasts using TRIzol according to the manufacturer’s instructions. The isolated RNA (1 μg) was transcribed into cDNA using the Superscript First-strand synthesis system (Invitrogen). Real-time PCR was conducted using the Light cycler SYBR Green RT-PCR kit (Roche, 04887352001). The primers used for real-time PCR assay are described in Table S6. For TaqMan assay, Zfp462 probes were labeled with the reporter dye 6-carboxyfluorescein (FAM) and quencher dye 6-carboxytetramethylrodamine (TAMRA) at its 5′ and 3′ end, respectively. Real-time PCR was performed using TaqMan gene expression master mix (ThermoFisher Scientific, 4369016) according to the manufacturer’s protocols.

**ChIP assay**

ChIP assays were performed according to established protocols ([J. M. Kim et al., 2015](#_ENREF_8)). Briefly, cells cultured in a 100-mm culture dish were cross-linked by adding 270 μL of 37% formaldehyde for 10 min at room temperature, followed by adding 1 mL of 1.25 M glycine for 5 min. Cells were washed with PBS and lysed in 1 mL hypotonic buffer (10 mM Hepes-KOH, pH 7.8, 10 mM KCl, and 1.5 mM MgCl_2_) containing 1× protease inhibitor on ice for 10 min with occasional mixing by gently tapping the tube. NP-40 was added to a final concentration of 0.3%. Cell lysates were centrifuged at 13,000 rpm for 1 min to obtain nuclear pellets. The pellets were resuspended in 0.4 mL nucleus lysis buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, and 1% SDS) containing 1× protease inhibitor and incubated on ice for 60 min with occasional mixing. Nuclear cell fractions were sonicated to shear the chromatin. After centrifugation at 13,000 rpm for 5 min, 100 μL of the supernatant was diluted with 900 μL dilution buffer (20 mM Tris-HCl, pH 8.0, 167 mM NaCl, 1.2 mM EDTA, 0.01% SDS, and 1% Triton X-100). The diluted samples were incubated with 5–10 μg of anti-Runx2, anti-Zfp462, anti-MOZ, anti-ZNF462, anti-H3, anti-H3K9Ac, anti-H3K14Ac, anti-H3K23Ac, anti-H2A.Z, anti-mH2A1, anti-H3K4me3, anti-H3K27me3, and anti-normal rabbit IgG antibodies at 4°C overnight, after which the mixtures were incubated with protein A/G agarose beads (Santa Cruz Biotechnology sc2003) at 4°C for 4 h. The immunoprecipitated chromatin was then decrosslinked at 65°C overnight and the purified DNA was analyzed by real-time PCR using primers that amplify the promoter or coding regions of *Alpl*/*ALPL*, *Sema7a*/*SEMA7A*, *Spp1*/*SPP1*, and *Zfp462*/*ZNF462* genes. ChIP–qPCR quantification was performed using the percent (%) input method. Purified input DNA was serially diluted to generate a standard curve, and qPCR was performed on both input standards and ChIP DNA samples. The percent input for each ChIP sample was calculated from the standard curve based on Ct values, and all values were normalized to input. The primers used for quantitative PCR are listed in Table S7.

**Reporter assay**

Cells were seeded into 24-well culture plates for 24 h and transfected with 100 ng of 6 concatenated osteoblast-specific elements cassettes (6×OSE-luc) and various expression constructs using Lipofectamine 3000 (ThermoFisher Scientific). After 48 h, the cells were collected and subjected to Dual-Luciferase reporter assay system (Promega, E1910) according to the manufacturer’s instructions.

**Immunoprecipitation**

Cells were lysed in a lysis buffer (50 mM Tris-HCl, pH7.3, 150 mM NaCl, 1 mM EDTA, 0.1% NP-40, and 1 mM PMSF) containing 1× protease inhibitor. Total cell extracts were incubated with anti-ZNF462, anti-Zfp462 antibodies, or control IgG at 4°C overnight, followed by incubation with protein A/G agarose beads (Santacruz biotechnology). The beads were washed with a lysis buffer and bound ZNF462 and Zfp462 were analyzed using western blot with the indicated antibodies. To assess exogenous protein interactions, HEK293T cells were seeded into 100-mm culture dish and cultured for 24 h. The cells were transfected with FLAG-ZNF462, HA-Runx2, or His-MOZ constructs using Lipofectamine 3000 (ThermoFisher Scientific). After 48 h, the cells were lysed with a lysis buffer and subjected to immunoprecipitation with anti-FLAG or anti-HA antibodies at 4°C overnight followed by incubation with protein A/G agarose beads. The beads were washed four times with lysis buffer and resuspended in SDS sample buffer for western blot analysis.

**Histone extraction and H3/H4 acetylation**

Histone H3 and H4 acetylation was measured using the Epiquik global histone H3 (Epigentek, P4008) and H4 (Epigentek, P4009) acetylation assay kits. Briefly, cells were harvested and resuspended in diluted lysis buffer on ice for 5 min with vortexing. After centrifugation, lysis buffer was added to the samples, followed by three volumes of extraction buffer with glycerol solution on ice for 5 min with vortexing. After another centrifugation, trichloroacetic acid was added to the supernatant to a final concentration of 25%, followed by incubation on ice for 30 min. The precipitate was collected by centrifuging the solution at 12,000 rpm for 10 min at 4°C and then washed with acetone containing 0.1% HCl. After a final centrifugation, the resulting pellet (histone extract) was dissolved in distilled water, and histone buffer was added to achieve a final concentration of 400 ng/μL. The histone extract (2 μg) was added to each well of the assay strip and incubated at 37°C for 60–90 min to allow the solution to evaporate. Blocking buffer (150 μL) was then added to each dried well and incubated at 37°C for 30 min. After washing, 50 μL capture antibody (1 μg/mL) was added to each well, followed by incubation for 1 h at room temperature. After further washing, each well was incubated with 50 μL detection antibody (0.4 μg/mL) for 30 min at room temperature. Each well was then treated with 100 μL developing solution for 2–10 min at room temperature, after which 50 μL stop solution was added. Absorbance at 450 nm was measured using the microplate reader (Tecan Group Inc.).

**Runx2 DNA-binding activity**

Runx2 DNA-binding activity was determined using the Runx2 transcription factor assay kit (Abcam, ab207193). Briefly, cells were collected and resuspended in a hypotonic buffer (20 mM Hepes, pH 7.5, 5 mM NaF, 10 μM Na_2_MoO_4_, and 0.1 mM EDTA) on ice for 15 min. NP-40 (10%) was then added to achieve a final concentration of 0.5% and mixed via pipetting. The nuclear pellet was obtained, resuspended in 50 μL complete lysis buffer on ice for 30 min with gentle rocking, and centrifuged at 14,000 ×*g* at 4°C. The supernatant containing the nuclear extract was harvested. Thereafter, 30 μL complete-binding buffer containing WT or mutated oligonucleotides (20 pmol/well) was added to each well in an assay strip, after which 20 μL nuclear extract (20 μg/well) was added. The wells were incubated for 1 h at room temperature and washed three times with wash buffer, followed by the addition of 100 μL anti-Runx2 antibody (1/1000 dilution). After incubating for 1 h at room temperature, the wells were washed and 100 μL anti-rabbit HRP antibody (1/1000 dilution) was added. Following 1-h incubation at room temperature, the wells were washed four times with wash buffer and incubated with 100 μL developing solution for 2–10 min. Finally, after adding 100 μL stop solution per well, absorbance at 450 nm was read using the microplate reader (Tecan Group Inc.).

**RNA sequencing**

Total RNA was isolated from differentiated osteoblasts using the TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. Total RNA concentration was determined using Quant-IT RiboGreen (Invitrogen, #R11490). To evaluate the integrity of total RNA, samples were analyzed using the TapeStation RNA screentape (Agilent). Only high-quality RNA samples with an RNA integrity number greater than 7.0 were used to construct RNA libraries. Libraries were constructed using total RNA (1 μg) and Illumina TruSeq mRNA Sample Prep kit (Illumina Inc.). Cleaved RNA fragments were reverse transcribed into first-strand cDNA using SuperScript II reverse transcriptase (Invitrogen) and random primers, followed by second-strand cDNA synthesis using DNA Polymerase I and RNase H. Library quantification was conducted using the KAPA Library Quantification protocol guide, and quality was assessed using the TapeStation D1000 ScreenTape (Agilent Technologies). Indexed DNA libraries were sequenced with 2× 100-bp paired-end sequencing on an Illumina HiSeq4000 (Illumina, Inc.) according to the manufacturer’s protocol. Differentially expressed genes (*P*-value < 0.05; fold change >2) were functionally analyzed in the context of gene ontology using the DAVID online tool (https://david-d.ncifcrf.gov/). GSEA was performed using GSEA platform (http://www.broad.mit.edu/gsea; Broad Institute).

**Constructs and protein-protein binding assay**

FLAG-tagged ZNF462 (RC224316) and His-tagged MOZ (0Hu24263C) plasmids were purchased from OriGene Technologies Inc. and GenScript, respectively. Mutant HA-tagged MOZ and HA-tagged ZNF462 expression vectors were generated by amplifying the corresponding cDNAs (Nhe I-MOZ mutants-Not I and Not I-ZNF462 mutants-Mfe I) via PCR and inserting them into the correct reading frames of the mammalian expression vector pIRES containing HA coding sequences. To generate mutant histone H3 mammalian expression vectors, histone H3 cDNAs were mutated using the Quickchange II site-directed mutagenesis kit (Agilent Technologies). For *in vitro* binding assays, HEK293T cells were transfected with full-length WT plasmids (FLAG-ZNF462, His-MOZ, and FLAG-Runx2) and HA-tagged MOZ/ZNF462 deletion mutant plasmids. After 48 h, total cell extracts were obtained using lysis buffer (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1 mM EDTA, 0.5% sodium deoxycholate, 0.1% SDS, and 1% NP-40). The cell lysates were treated with an anti-HA antibody (Cell Signaling, 2362) and then incubated with protein A/G agarose beads with gentle rotation at 4°C overnight. After removing the supernatant, the sample pellets were separated on SDS-PAGE and analyzed via western blot using anti-FLAG (Sigma-Aldrich, F1804), anti-HA (Cell signaling, 2362), and anti-His (Cell signaling, 12698) antibodies.

**Three-point bending analysis**

Murine tibias from 16-week-old female mice were fixed in 4% paraformaldehyde for 24 h and stored at −20 °C in 70% ethanol. After washing with PBS, each tibia was placed perpendicularly on the angled top of a triangular supporting pin so that the tibia remained suspended. Three-point bending analysis was not feasible at 4 weeks of age, consistent with previous reports ([Jepsen, Silva, Vashishth, Guo, & van der Meulen, 2015](#_ENREF_5); [Schriefer et al., 2005](#_ENREF_11)). A universal testing machine (ST-1002, SALT) was used to apply force to the mid-shaft of the tibia. A loading bar was moved downward at a crosshead speed of 0.167 mm/s onto the middle of the tibia until fracture. The force–deformation curve was used to calculate the ultimate force (F) required to break the bone (Newtons, N). Maximum load (N) and stiffness (N/mm) were determined from the load–displacement diagram using the universal testing machine software (version 12.6.0; SALT).

***Ex vivo* calvaria culture**

Calvariae isolated from 4-day-old mice were cultured in a 12-well culture plate with α-MEM for 24 h. The samples were then treated with control or *Moz* sh-RNAs for an additional 24 h and incubated in BGJb medium (Gibco, 12591038) containing 0.1% bovine serum albumin, 50 μg/mL ascorbic acid, and 10 mM β-glycerophosphate for 9 days as previously described ([Mohammad, Chirgwin, & Guise, 2008](#_ENREF_10)). The culture medium was changed every other day. The calvariae were then fixed in 4% paraformaldehyde for 24 h, decalcified in 10% EDTA for 24 h at 4°C, embedded in paraffin, and sectioned into 5-μm-thick slices. The bone sections were deparaffinized, rehydrated, and stained with hematoxylin and eosin. Images of the calvarial sections were acquired using a digital slide scanner system (VS200, Olympus) and analyzed using Olympus OlyVIA software (version 3.3; Olympus) and Image Pro Plus (version 6.0; Media Cybernetics).

**Western blot analysis and antibodies**

Cells were lysed in RIPA cell lysis buffer (Enzo Life Sciences, ADI-80-1284) containing 1× protease inhibitor (Sigma-Aldrich, P8340). The samples were separated by sodium dodecyl sulfate (SDS)-polyacrylamide gel electrophoresis (PAGE) and transferred onto nitrocellulose membranes. The membranes were blocked with 5% skim milk for 1 h and then incubated with primary antibody at 4°C overnight. After washing with phosphate-buffered saline containing 0.05% Tween 20, membranes were incubated with horse radish peroxidase (HRP)-conjugated secondary antibody for 1 h at room temperature, then developed with enhanced chemiluminescence reagents (Dynebio ECL Dura, GBE-D50 or Pico plus, GBE-P100) and detected on a film. Band density was quantified using an Image Gauge program (version 4.0; Fujifilm). The antibodies used are as follows: human ZNF462 (A303-270A) and Mybbp1a (A301-327A) antibodies from Bethyl Laboratories; Runx2 (sc-390351) and Rankl (sc-7627) antibodies from Santa Cruz Biotechnology; Actin (A3854), H3K27me3 (07-449), G9A (G6919), ZNF462 (HPA022283), and FLAG (F1804) antibodies from Sigma-Aldrich; Runx2 (12556), HA (2362), H3 (9715 for western blot and 4620 for ChIP), H3K9Ac (9648), H3K14Ac (7627), FLAG (14793), and His (12698) antibodies from Cell signaling; MOZ (61327 for ChIP), H2A.Z (39113), and PARP1 (39561) antibodies from Active Motif; Atp6v0d2 (ab321809), H3K23Ac (ab177275), anti-H3K4me3 (ab12209), mH2A1 (ab37264), mH2A2 (ab102126), and Pol II (ab817) antibodies from Abcam; MOZ (AP52734PU-N for western blot) antibody from OriGene; and osteocalcin (M173) antibody from Takara. A mouse Zfp462 polyclonal antibody was developed by immunizing rabbits with a synthetic peptide from Zfp462 (amino acids 2447–2474: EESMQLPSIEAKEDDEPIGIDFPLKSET) (GW Vitek Company).

**LC-MS analysis and database search**

The peptide mixture in each sample was reconstituted in 0.1% formic acid and peptide separation was performed using the Ultimate3000 RSLC system coupled with a Q Exactive BioPharm version mass spectrometer (ThermoFisher Scientific). The liquid-chromatography gradient and data-dependent acquisition-MS were performed according to previously published methods ([Ahn et al., 2020](#_ENREF_1); [E. Y. Kim et al., 2020](#_ENREF_6)). The resulting MS spectra were searched using Sequest HT on Proteome discoverer (version 2.3; ThermoFisher Scientific) against the SwissProt human proteome sequence database (May 2018). Label-free quantities of each protein were determined and used for further statistical analysis.

**Identification of ZNF462-interacting factors**

U2OS cells were transfected with FLAG-tagged ZNF462 plasmid using Lipofectamine 3000. After 48 h, ectopic FLAG-ZNF462 and its interacting proteins were purified by immunoprecipitation using anti-FLAG antibody in a binding buffer (20 mM Tris-HCl, pH 7.3, 300 mM KCl, 0.2 mM EDTA, 20% glycerol, and 0.1% NP-40). The purified proteins were resolved by 4%–20% gradient SDS-PAGE and stained with silver staining. Major protein bands were excised, washed with 500 mL distilled water, and destained with 50 mM sodium thiosulfate and 15 mM potassium ferricyanide. The gel was then dehydrated in 100% acetonitrile and rehydrated with 100 mM ammonium bicarbonate. This dehydration and rehydration process was repeated three times and then followed by a single dehydration in 100% acetonitrile. Subsequently, the gel pieces were dried and rehydrated at 47℃ for 45 min in digestion buffer containing mass grade trypsin/LysC in 50 mM ammonium bicarbonate at a concentration of 0.01 mg/mL (Promega) and incubated overnight at 37℃. The digested peptide solutions were moved to new tubes, dried, and kept at −80℃ until LC-MS analysis.

**Tissue microarrays**

Bone marrow tissue microarrays (BM481), which consisted of two samples each from 6 young (<50 years) and 18 older (≥50 years) patients (Table S3), were obtained from U.S. Biomax Inc. The paraffin-embedded sections were deparaffinized, rehydrated, subjected to antigen retrieval with 10 mM citrate buffer (pH 6.0), incubated with 3% hydrogen peroxide solution for 30 min at room temperature, and then blocked with 10% normal goat serum (Abcam, ab7481) for 1 h at room temperature. Thereafter, the sections were incubated overnight with anti-ZNF462 (1/50 dilution, Bethyl Laboratories, A303-270A), anti-H2A.Z (1/50 dilution, Active motif, 39113), and anti-mH2A1 (1/50 dilution, Abcam, ab37264) antibodies at 4°C. After washing, the section was incubated with peroxidase-labeled polymer conjugated to goat anti-rabbit IgG (Dako, K4003) for 30 min at room temperature. The signal was developed using Envision DAB + Substrate Chromogen system (Dako, K3467) and counterstained with hematoxylin. The stained sections were mounted, and images were captured using the Olympus BX53 microscope (Olympus Corporation). The relative staining indexes were calculated using ImageJ program (version 1.54g; https://imagej.net/ij/).

**DNA methylation analysis**

Genomic DNA from osteoblasts and osteoclasts was isolated using DNeasy blood & tissue kit (Qiagen, 69504). The harvested DNA (2 μg) was modified by bisulfite treatment using the EZ DNA methylation kit (Zymo Research, D5001) according to the manufacturer’s instructions. The modified genomic DNA was then amplified by PCR using the following specific primers: sense, 5′-GAG AGA GAY GGA TAT TTT AGG TTA TTT GTA GTT GTA-3′ and antisense, 5′-CTC CTC CCC RAA ACA CTC AAA CCA CCC-3′. The PCR products were cloned into the pGEM-T easy vector (Promega, A1360), and five clones from each sample were sequenced using T7 and SP6 universal primers. QUMA online tool (<http://quma.cdb.riken.jp/>) was used to analyze DNA methylation.

**Blood Tests**

Blood was collected from 16-week-old male WT and *Zfp462^−/−^* mice and centrifuged to obtain plasma and serum. Hematological variables in plasma were measured using the ADVIA 2120i Hematology System (Siemens Healthcare Diagnostics). Biochemical variables in serum were analyzed using the Hitachi 7180 Automatic Analyzer (Hitachi High Technologies).

**Table** **S1**. Clinical characteristics of patients with and without osteoporotic hip fractures.

**Table** **S2**. Blood tests in male wild-type (WT) and *Zfp462^−/−^* mice at 16 weeks of age.

**Table** **S3**. Demographic information of subjects who provided bone marrow for human tissue arrays that were subjected to immunohistochemistry.

**Table** **S4**. Clinical information of subjects who provided bone marrow stromal cells.

**Table** **S5**. Sequences of sh-RNAs used in the study.

**Table S6.** Specific primer sequences for qRT-PCR.

**Table S7.** Specific primer sequences for for ChIP-qPCR.

**Supplementary References**

Ahn, H. S., Kim, J. H., Jeong, H., Yu, J., Yeom, J., Song, S. H., . . . Kim, K. (2020). Differential Urinary Proteome Analysis for Predicting Prognosis in Type 2 Diabetes Patients with and without Renal Dysfunction. *Int J Mol Sci, 21*(12). doi:10.3390/ijms21124236

Cadinanos, J., & Bradley, A. (2007). Generation of an inducible and optimized piggyBac transposon system. *Nucleic Acids Res, 35*(12), e87. doi:10.1093/nar/gkm446

Davidson, C. E., Li, Q., Churchill, G. A., Osborne, L. R., & McDermid, H. E. (2007). Modifier locus for exencephaly in Cecr2 mutant mice is syntenic to the 10q25.3 region associated with neural tube defects in humans. *Physiol Genomics, 31*(2), 244-251. doi:10.1152/physiolgenomics.00062.2007

Henry, J. P., & Bordoni, B. (2024). Histology, Osteoblasts. In *StatPearls*. Treasure Island (FL) ineligible companies. Disclosure: Bruno Bordoni declares no relevant financial relationships with ineligible companies.

Jepsen, K. J., Silva, M. J., Vashishth, D., Guo, X. E., & van der Meulen, M. C. (2015). Establishing biomechanical mechanisms in mouse models: practical guidelines for systematically evaluating phenotypic changes in the diaphyses of long bones. *J Bone Miner Res, 30*(6), 951-966. doi:10.1002/jbmr.2539

Kim, E. Y., Ahn, H. S., Lee, M. Y., Yu, J., Yeom, J., Jeong, H., . . . Ahn, Y. M. (2020). An Exploratory Pilot Study with Plasma Protein Signatures Associated with Response of Patients with Depression to Antidepressant Treatment for 10 Weeks. *Biomedicines, 8*(11). doi:10.3390/biomedicines8110455

Kim, G. S., Hong, J. S., Kim, S. W., Koh, J. M., An, C. S., Choi, J. Y., & Cheng, S. L. (2003). Leptin induces apoptosis via ERK/cPLA2/cytochrome c pathway in human bone marrow stromal cells. *J Biol Chem, 278*(24), 21920-21929. doi:10.1074/jbc.M204598200

Kim, J. M., Kim, K., Schmidt, T., Punj, V., Tucker, H., Rice, J. C., . . . An, W. (2015). Cooperation between SMYD3 and PC4 drives a distinct transcriptional program in cancer cells. *Nucleic Acids Res, 43*(18), 8868-8883. doi:10.1093/nar/gkv874

Leduc, R. Y., Singh, P., & McDermid, H. E. (2017). Genetic backgrounds and modifier genes of NTD mouse models: An opportunity for greater understanding of the multifactorial etiology of neural tube defects. *Birth Defects Res, 109*(2), 140-152. doi:10.1002/bdra.23554

Mohammad, K. S., Chirgwin, J. M., & Guise, T. A. (2008). Assessing new bone formation in neonatal calvarial organ cultures. *Methods Mol Biol, 455*, 37-50. doi:10.1007/978-1-59745-104-8_3

Schriefer, J. L., Robling, A. G., Warden, S. J., Fournier, A. J., Mason, J. J., & Turner, C. H. (2005). A comparison of mechanical properties derived from multiple skeletal sites in mice. *J Biomech, 38*(3), 467-475. doi:10.1016/j.jbiomech.2004.04.020

Shearwin, K. E., Callen, B. P., & Egan, J. B. (2005). Transcriptional interference--a crash course. *Trends Genet, 21*(6), 339-345. doi:10.1016/j.tig.2005.04.009

Takahashi, N., Udagawa, N., Kobayashi, Y., & Suda, T. (2007). Generation of osteoclasts in vitro, and assay of osteoclast activity. *Methods Mol Med, 135*, 285-301. doi:10.1007/978-1-59745-401-8_18

Wang, B., Zheng, Y., Shi, H., Du, X., Zhang, Y., Wei, B., . . . Xu, X. (2017). Zfp462 deficiency causes anxiety-like behaviors with excessive self-grooming in mice. *Genes Brain Behav, 16*(2), 296-307. doi:10.1111/gbb.12339

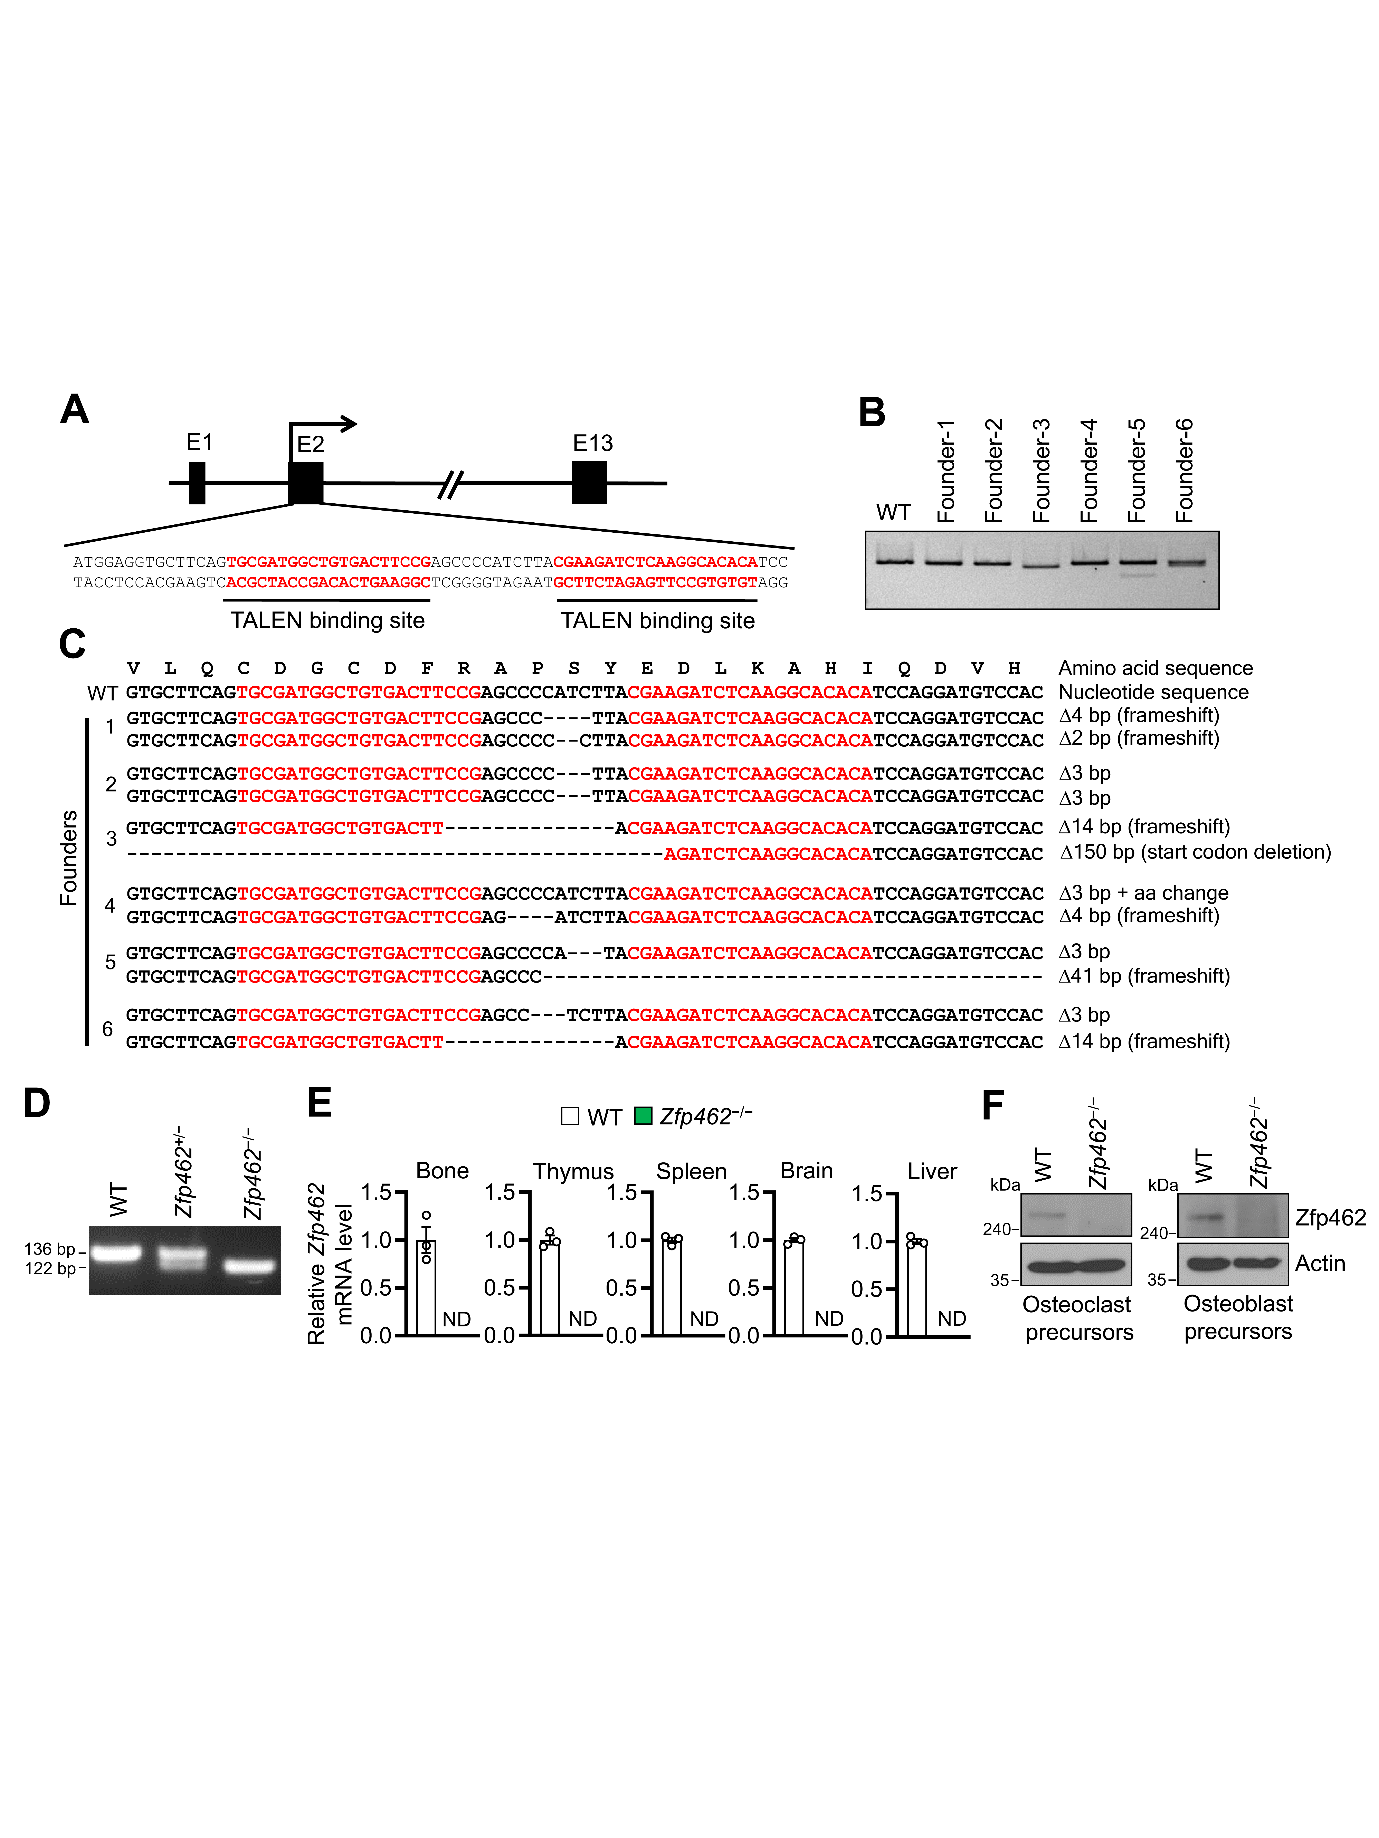

**Figure S1.** Generation of *Zfp462*-deleted mice using the TALEN system.

(A) Regions bound by *Zfp462*-TALEN within the murine *Zfp462* locus (red sequences). Black boxes indicate *Zfp462* locus exons. (B) PCR genotyping of *Zfp462* in tail samples from six *Zfp462* deletion mutant founder mice. Mutants were generated via intra-cytoplasmic injection of embryos with *Zfp462-*TALEN mRNA. (C) DNA sequence of *Zfp462* locus in the six *Zfp462* deletion mutant mice. Amino acid sequence is shown at the top. Dashes indicate deleted nucleotides. Deletion size (△) is shown to the right. The corresponding effect of mutation on the amino acid sequence is shown in brackets to the right. (D) Genotyping PCR analysis of WT, *Zfp462^+/-^*, and *Zfp462^−/−^* mice. Mutants were derived from Founder #3. Gene bands corresponding to WT *Zfp462* and *Zfp462* deletion mutant are 136 and 122 bp, respectively. (E) *Zfp*462 mRNA expression levels in organs from 4-week-old male WT and *Zfp462^−/−^* mice (*n* = 3/group). mRNA expression was normalized to *18S*. ND, not detected. (F) Western blot analysis of Zfp462 in osteoclast and osteoblast precursors derived from WT and *Zfp462^−/−^* mice. Actin served as a loading control. Data are shown as mean ± SEM.

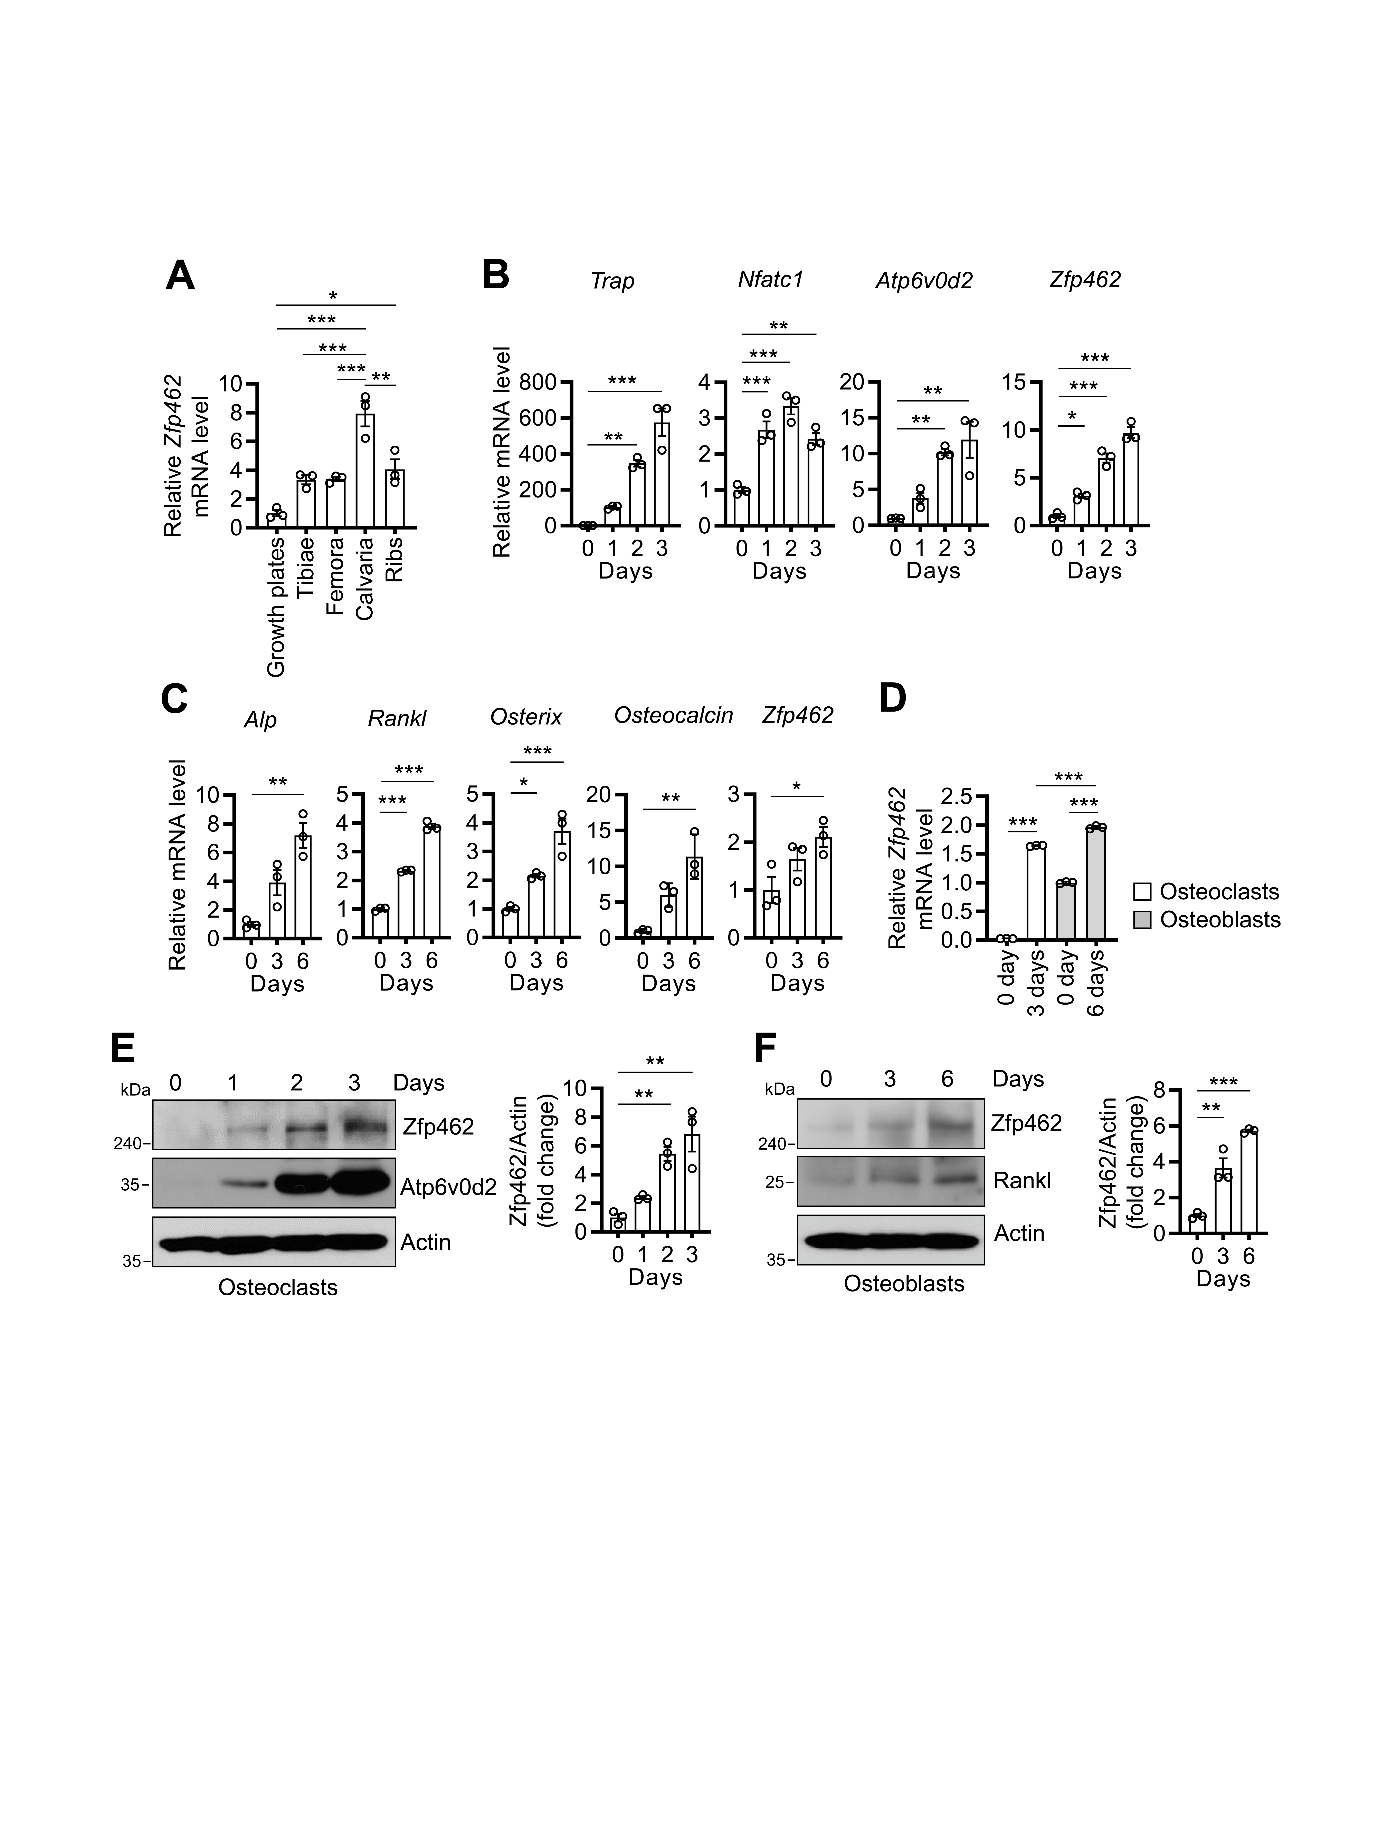

**Figure S2.** Zfp462 expression in various bones and during osteoblast and osteoclast differentiation.

(A) Zfp462 mRNA expression was analyzed by qRT-PCR in the indicated bone tissues isolated from 16-week-old male C57BL/6 mice, with growth plates obtained from femurs. Expression levels were normalized to *18S*. (B–D) Bone marrow macrophages (B, D) were incubated with 100 ng/mL RANKL and 30 ng/mL M-CSF for the indicated time points to generate osteoclasts. *Zfp462* and osteoclast markers *Trap*, *Nfac1*, and *Atp6v0d2* were analysed using qRT-PCR and normalized to *18S*. Calvarial osteoblast precursors (C, D) were differentiated into osteoblasts with osteogenic medium for the indicated times. *Zfp462* and osteoblast markers *Alp*, *Rankl*, *Osterix*, and *Osteocalcin* were analyzed using qRT-PCR and normalized to *18S*. (E and F) Osteoclasts (E) and osteoblasts (F) were differentiated as described in (B) and (C), respectively, and then subjected to western blots for the indicated factors. (Right) Band density of Zfp462. Actin served as a loading control. Data are shown as mean ± SEM of three experiments. Statistical analysis was conducted using one-way ANOVA (A–C, E, F) or two-way ANOVA (D) followed by Tukey’s test. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

**
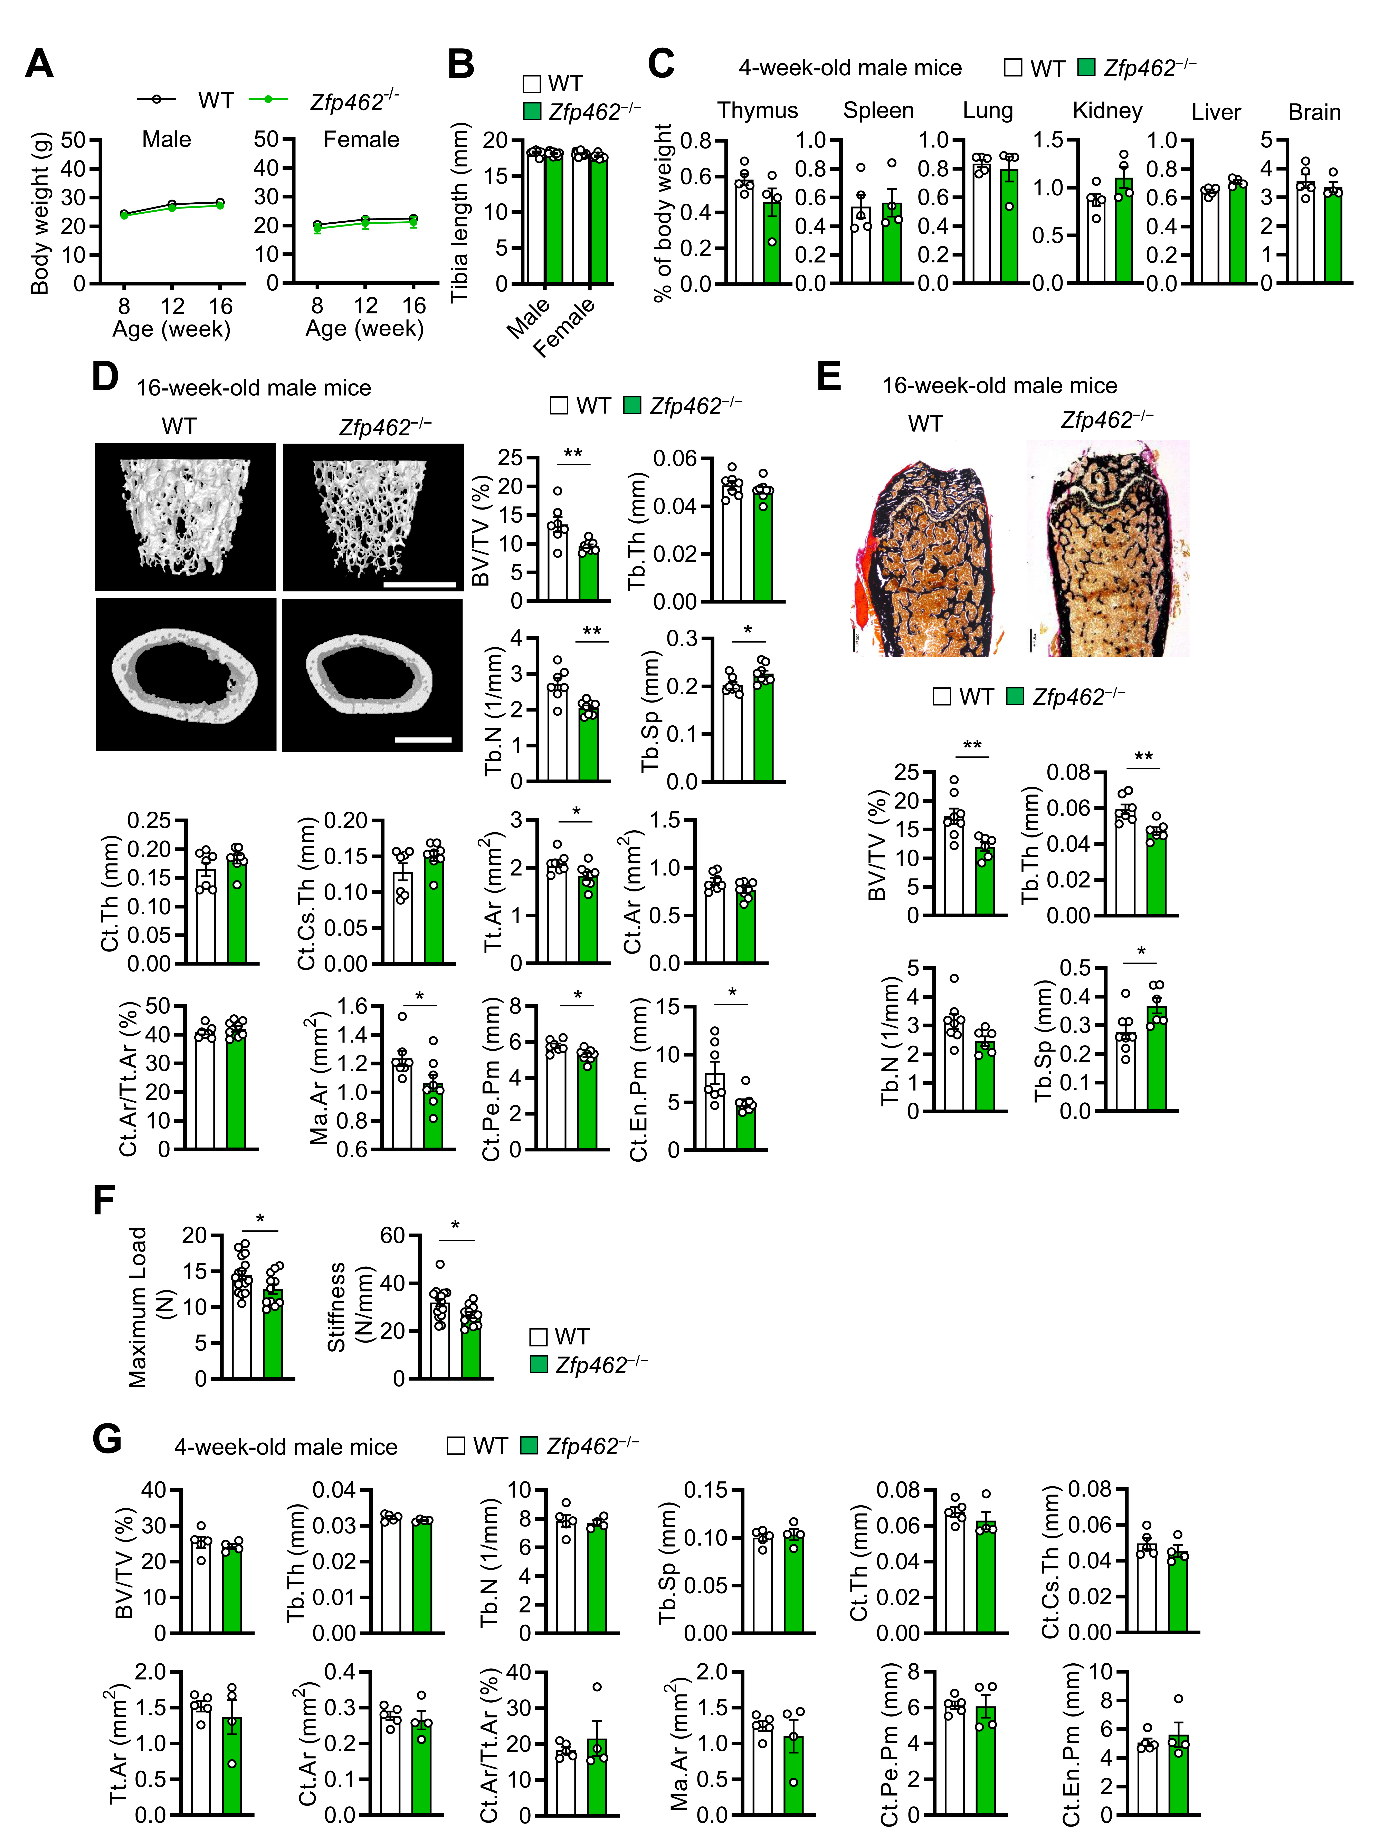
**

**Figure S3.** Organ weights and bone phenotype in male whole-body *Zfp462*-deficient mice at 4 and 16 weeks of age.

(A) Body weight of male (left) and female (right) *Zfp462^−/−^* mice (both *n* = 8) and their wild-type (WT) littermates (male *n* = 7; female *n* = 12). (B) Tibial length was measured in 16-week-old *Zfp462^−/−^* mice (both *n* = 10) and their WT littermates (male *n* = 9; female *n* = 15). (C) Relative weight of organs to body weight in 4-week-old male WT (*n* = 5) and *Zfp462^−/−^* (*n* = 4) mice. (D) Representative micro-CT images and quantification of femoral trabecular and cortical bone variables from 16-week-old male WT (*n* = 7) and *Zfp462^−/−^* (*n* = 8) mice. Scale bar, 1000 μm. BV/TV, trabecular bone volume per tissue volume; Tb.Th, trabecular thickness; Tb.N, trabecular number; Tb.Sp, trabecular spacing; Ct.Th, cortical thickness; Ct.Cs.Th, cortical cross-sectional thickness; Tt.Ar, cortical tissue area; Ct.Ar, cortical area; Ma.Ar, marrow area; Ct.Pe.Pm, cortical periosteal perimeter; Ct.En.Pm, cortical endosteal perimeter. (E) Representative Von Kossa-stained femur images from 16-week-old male WT and *Zfp462^−/−^* mice. Quantitative results are shown to the below (WT = 8 and *Zfp462^−/−^* = 6 for BV/TV, Tb.N, and Tb.Sp; and WT = 7 and *Zfp462^−/−^* = 6 for Tb.Th). (F) Maximum load (left) and stiffness (right) of tibiae from 16-week-old female WT (*n* = 16) and *Zfp462^−/−^* (*n* = 11) mice as measured via 3-point bending analysis. (G) Micro-CT of femurs from 4-week-old male WT (*n* = 5) and *Zfp462^−/−^* (*n* = 4) mice. Data are shown as mean ± SEM. Statistical significance was determined via Student’s unpaired two-tailed *t*-test. **P* < 0.05, ***P* < 0.01.

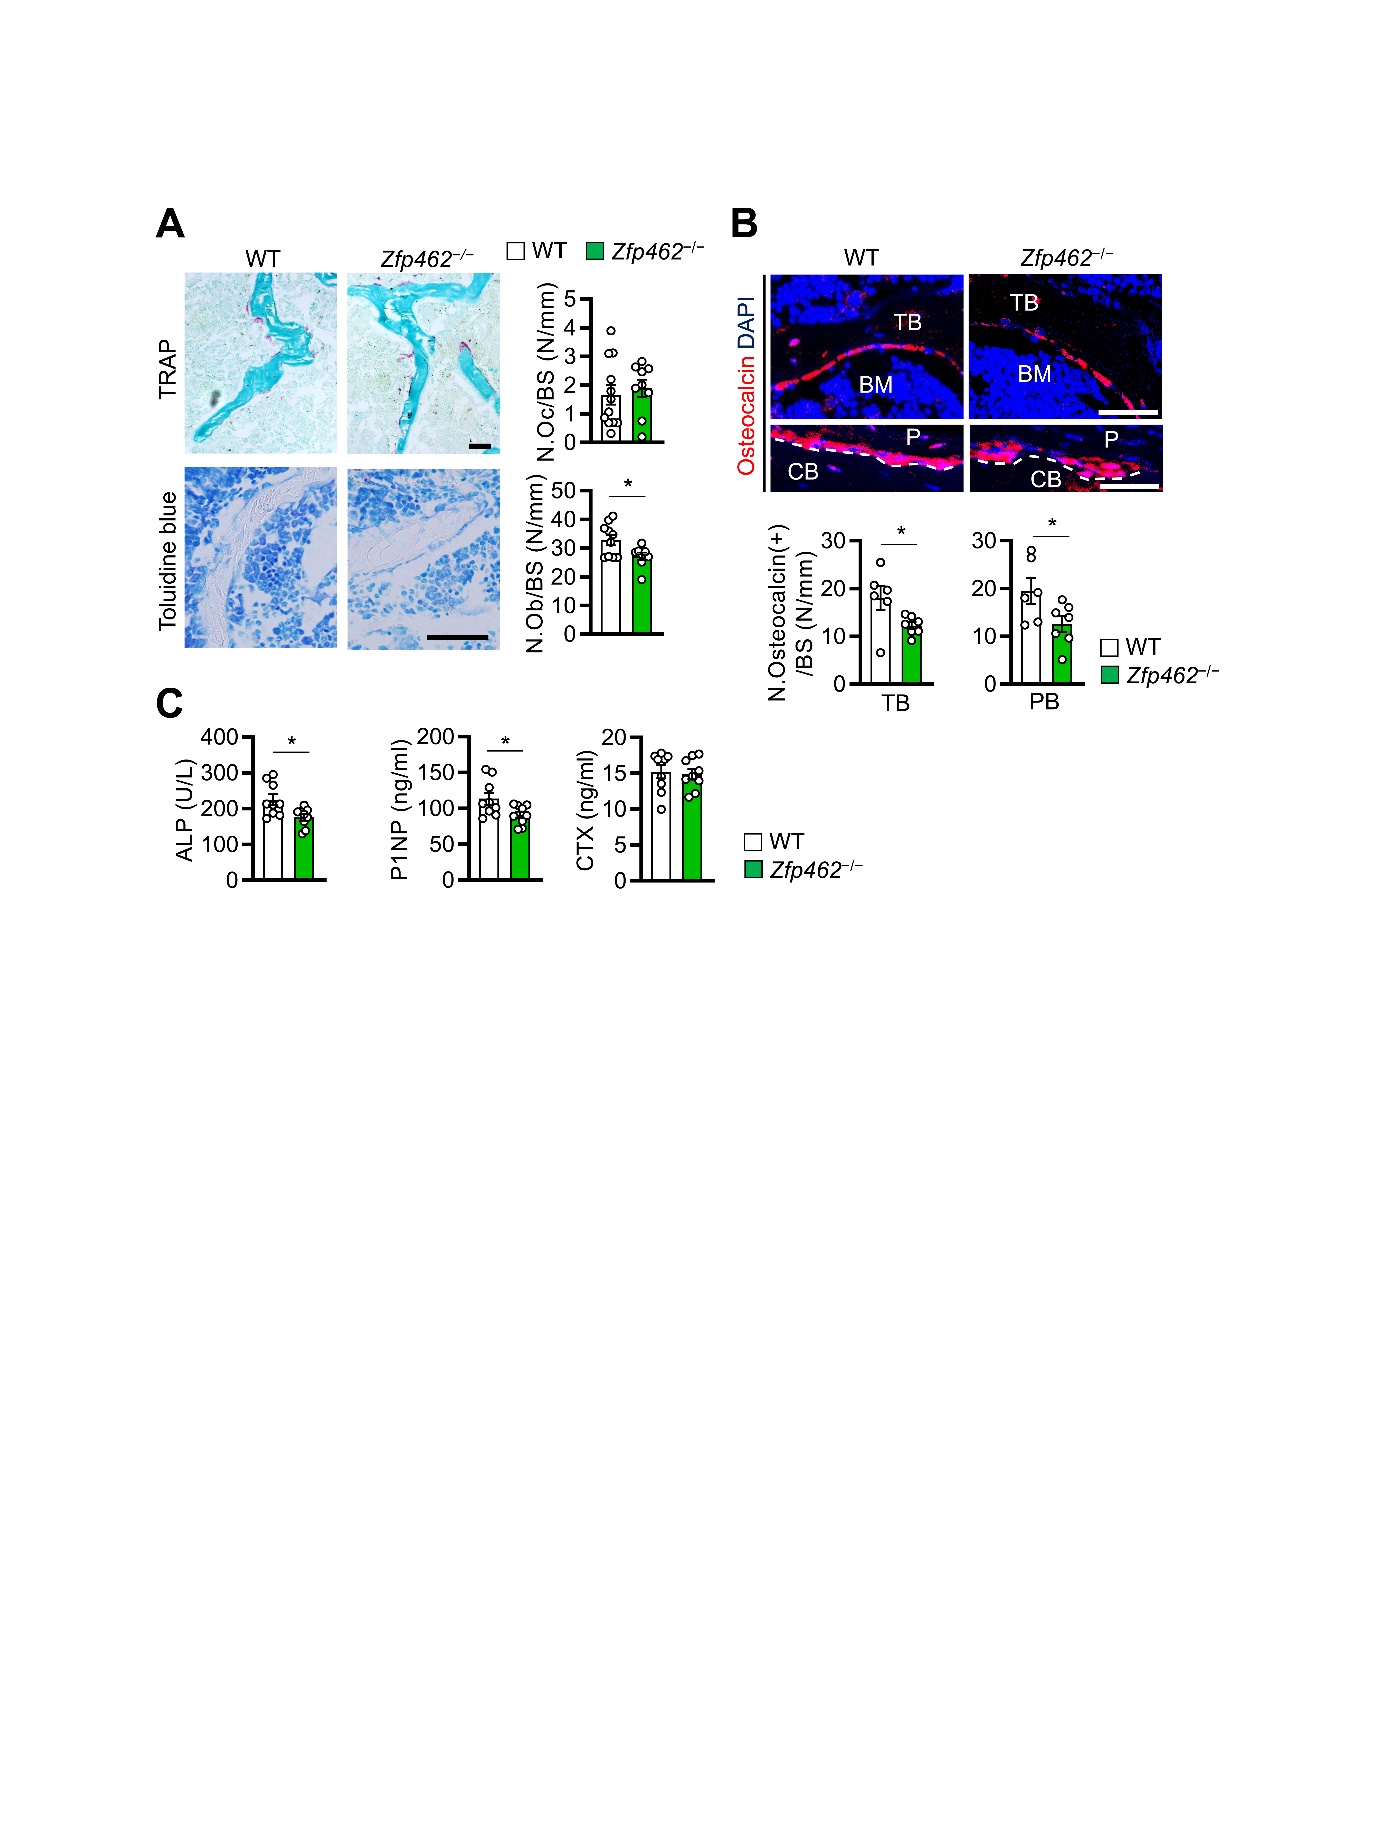

**Figure S4.** *Zfp462* deficiency decreases the number of osteoblasts, but not the number of osteoclasts.

Histological analysis of femurs from 16-week-old female *Zfp462^−/−^* mice and WT littermates. (A) Representative TRAP and toluidine-blue-stained femur images from WT (*n* = 12 for TRAP; and *n* = 10 for toluidine blue) and *Zfp462^−/−^* mice (*n* = 9 for TRAP; and *n* = 8 for toluidine blue). Scale bar, 50 μm. (Right) Osteoclast number (N.Oc/BS) and osteoblast number per bone surface (N.Ob/BS). (B) Representative osteocalcin-immunostained (red) and DAPI-stained (blue) femurs from WT (*n* = 6) and *Zfp462^−/−^* mice (*n* = 7). Scale bar, 50 μm. BM, bone marrow; TB, trabecular bone; CB, cortical bone; P, periosteal. (Below) Osteocalcin-positive cell numbers on trabecular bone (TB) and periosteal bone (PB) per bone surface. (C) Serum levels of alkaline phosphatase (ALP) activity, procollagen-1 N-terminal peptide (P1NP), and collagen type-I C-terminal telopeptide (CTX) in WT and *Zfp462^−/−^* mice (both *n* = 9), as measured using ELISA. Data are shown as mean ± SEM. Statistical significance was determined using Student’s unpaired two-tailed t-test. **P* < 0.05.

**
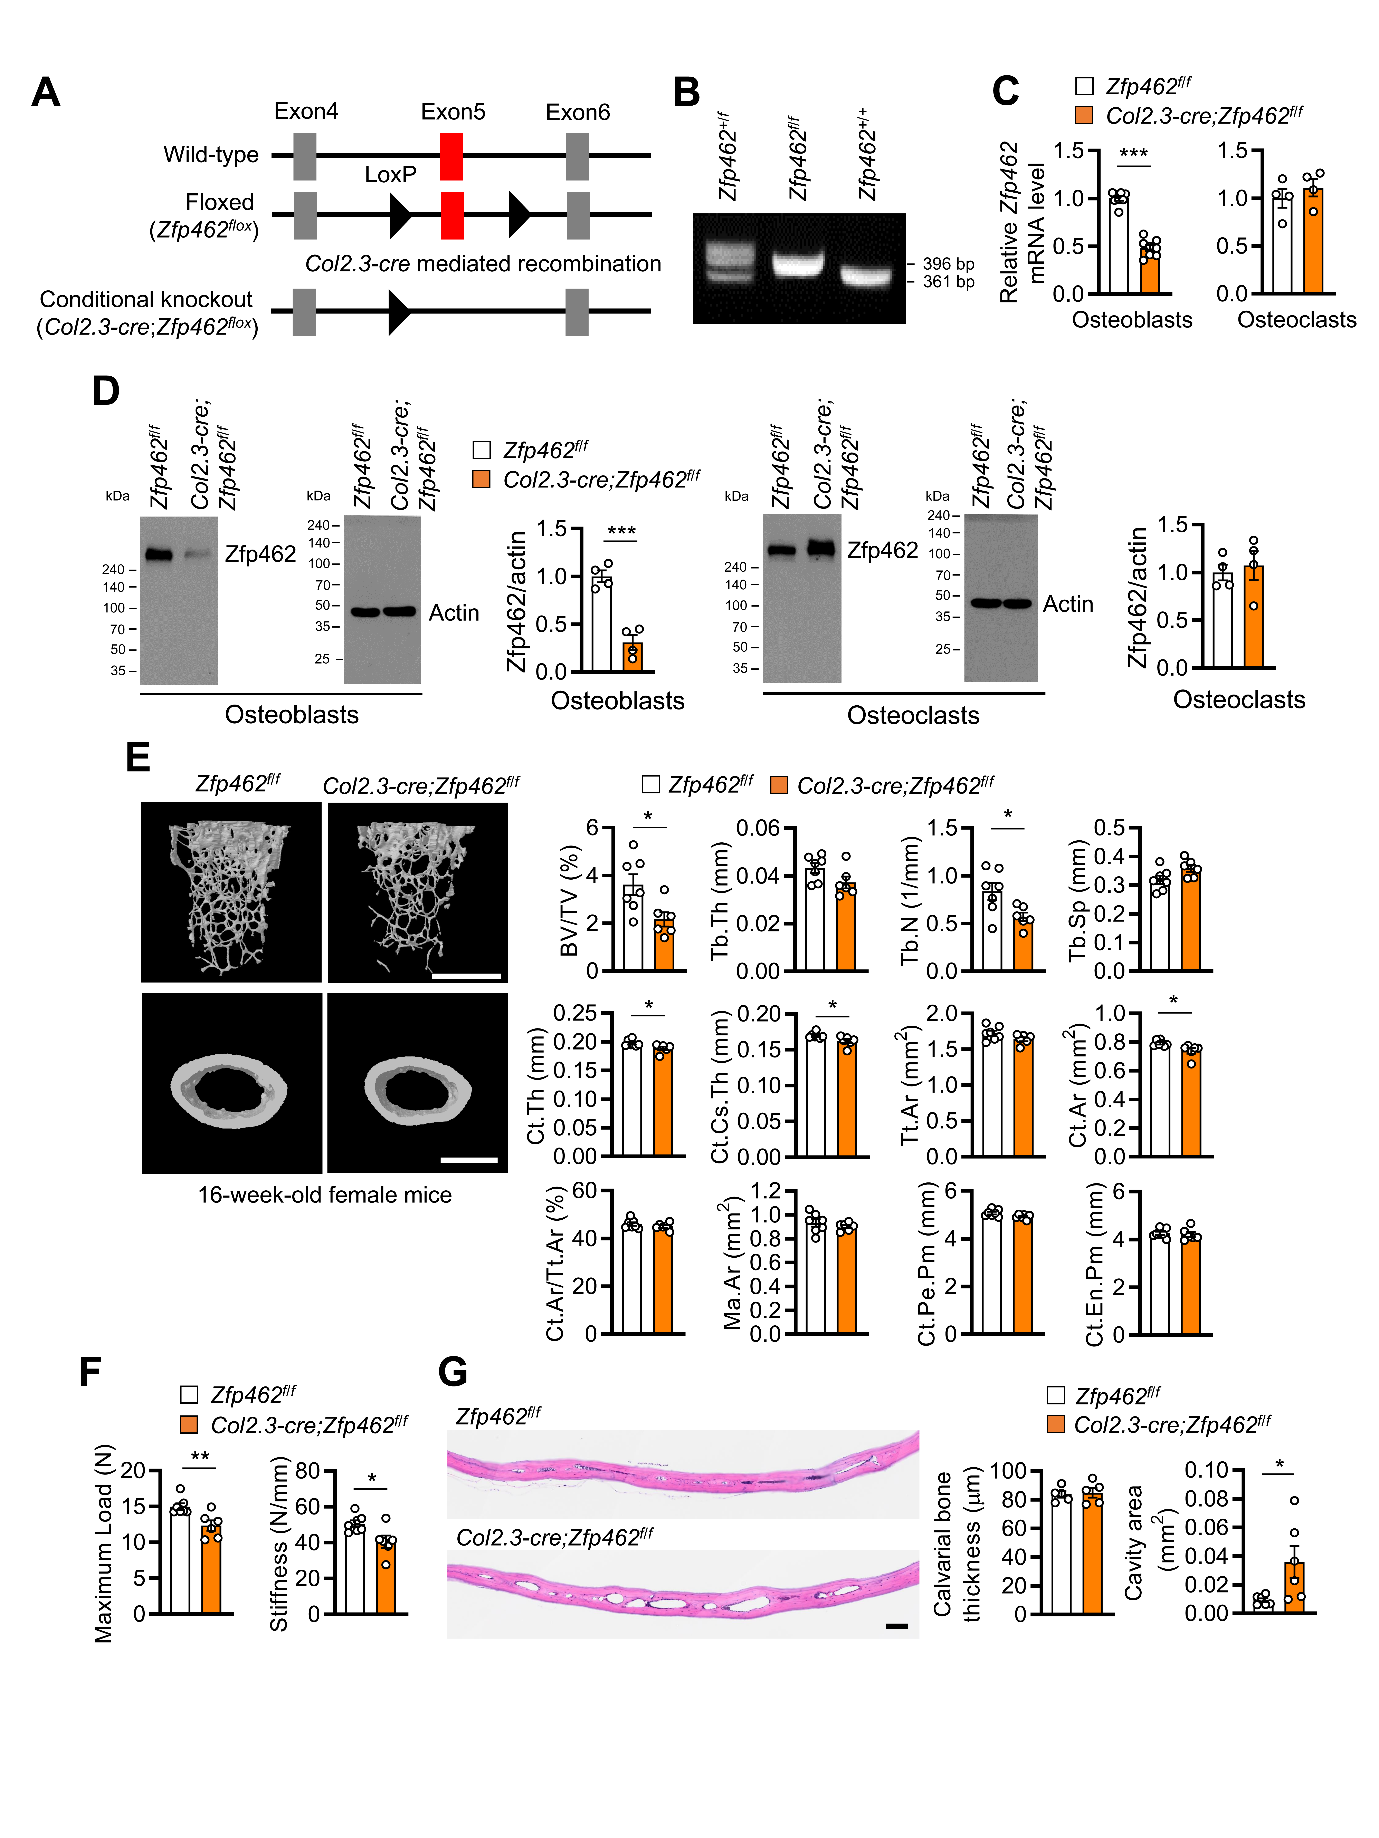
**

**Figure S5.** Generation of *Col2.3-cre*;*Zfp462^f/f^* mice and determination of bone mass and strength.

(A) Schematic depiction of WT, floxed Zfp462 (*Zfp462^flox^*), and conditional knockout (*Col2.3-cre*;*Zfp462^flox^*). *Zfp462* floxed (*Zfp462^f/f^*) mice were mated with *Col2.3-cre* transgenic mice to delete exon 5 of the *Zfp462* gene and generate conditional knockout *Col2.3-cre*;*Zfp462^f/f^* mice via Cre-mediated recombination. (B) Genotyping PCR analysis of *Zfp462^+/f^*, *Zfp462^f/f^*, and *Zfp462^+/+^* mice. Bands corresponding to *Zfp462^+/+^* and *Zfp462^f/f^* are 361 and 396 bp, respectively. (C and D) Osteoblast precursors and bone marrow macrophages from 16-week-old male *Zfp462^f/f^* and *Col2.3-cre*;*Zfp462^f/f^* mice were differentiated *in vitro* into osteoblasts and osteoclasts, respectively. (C) *Zfp462* mRNA expression in osteoblasts (*n* = 8 for both strains) and osteoclasts (*n* = 4 for both strains) was determined via qRT-PCR and normalized to *18S*. (D) Zfp462 protein expression in osteoblasts (*n* = 4 for both strains) and osteoclasts (*n* = 4 for both strains) was determined using western blot analysis. Actin served as a loading control. (Right) Band densities. (E) Micro-CT of femurs from 16-week-old female *Col2.3-cre*;*Zfp462^f/f^* mice (*n* = 6) and their *Zfp462^f/f^* littermates (*n* = 7). Scale bar, 1000 μm. BV/TV, trabecular bone volume per tissue volume; Tb.Th, trabecular thickness; Tb.N, trabecular number; Tb.Sp, trabecular spacing; Ct.Th, cortical thickness; Ct.Cs.Th, cortical cross-sectional thickness; Tt.Ar, cortical tissue area; Ct.Ar, cortical area; Ma.Ar, marrow area; Ct.Pe.Pm, cortical periosteal perimeter; and Ct.En.Pm, cortical endosteal perimeter. (F) Maximum load (left) and stiffness (right) of the tibiae of 16-week-old female *Col2.3-cre*;*Zfp462^f/f^* mice (*n* = 6) and *Zfp462^f/f^* littermates (*n* = 7), as measured using 3-point bending analysis. (G) Representative hematoxylin and eosin-stained calvaria images from 16-week-old female *Col2.3-cre;Zfp462^f/f^* mice (*n* = 6) and their *Zfp462^f/f^* littermates (*n* = 6). Scale bar, 100 μm. Quantitative results of calvarial thickness and cavity area from 16-week-old female *Zfp462^f/f^* and *Col2.3-cre;Zfp462^f/f^* mice (both *n* = 5 for thickness; both *n* = 6 for cavity area) are shown. Data are shown as mean ± SEM. Statistical significance was determined via Student’s unpaired two-tailed *t*-test. **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

**
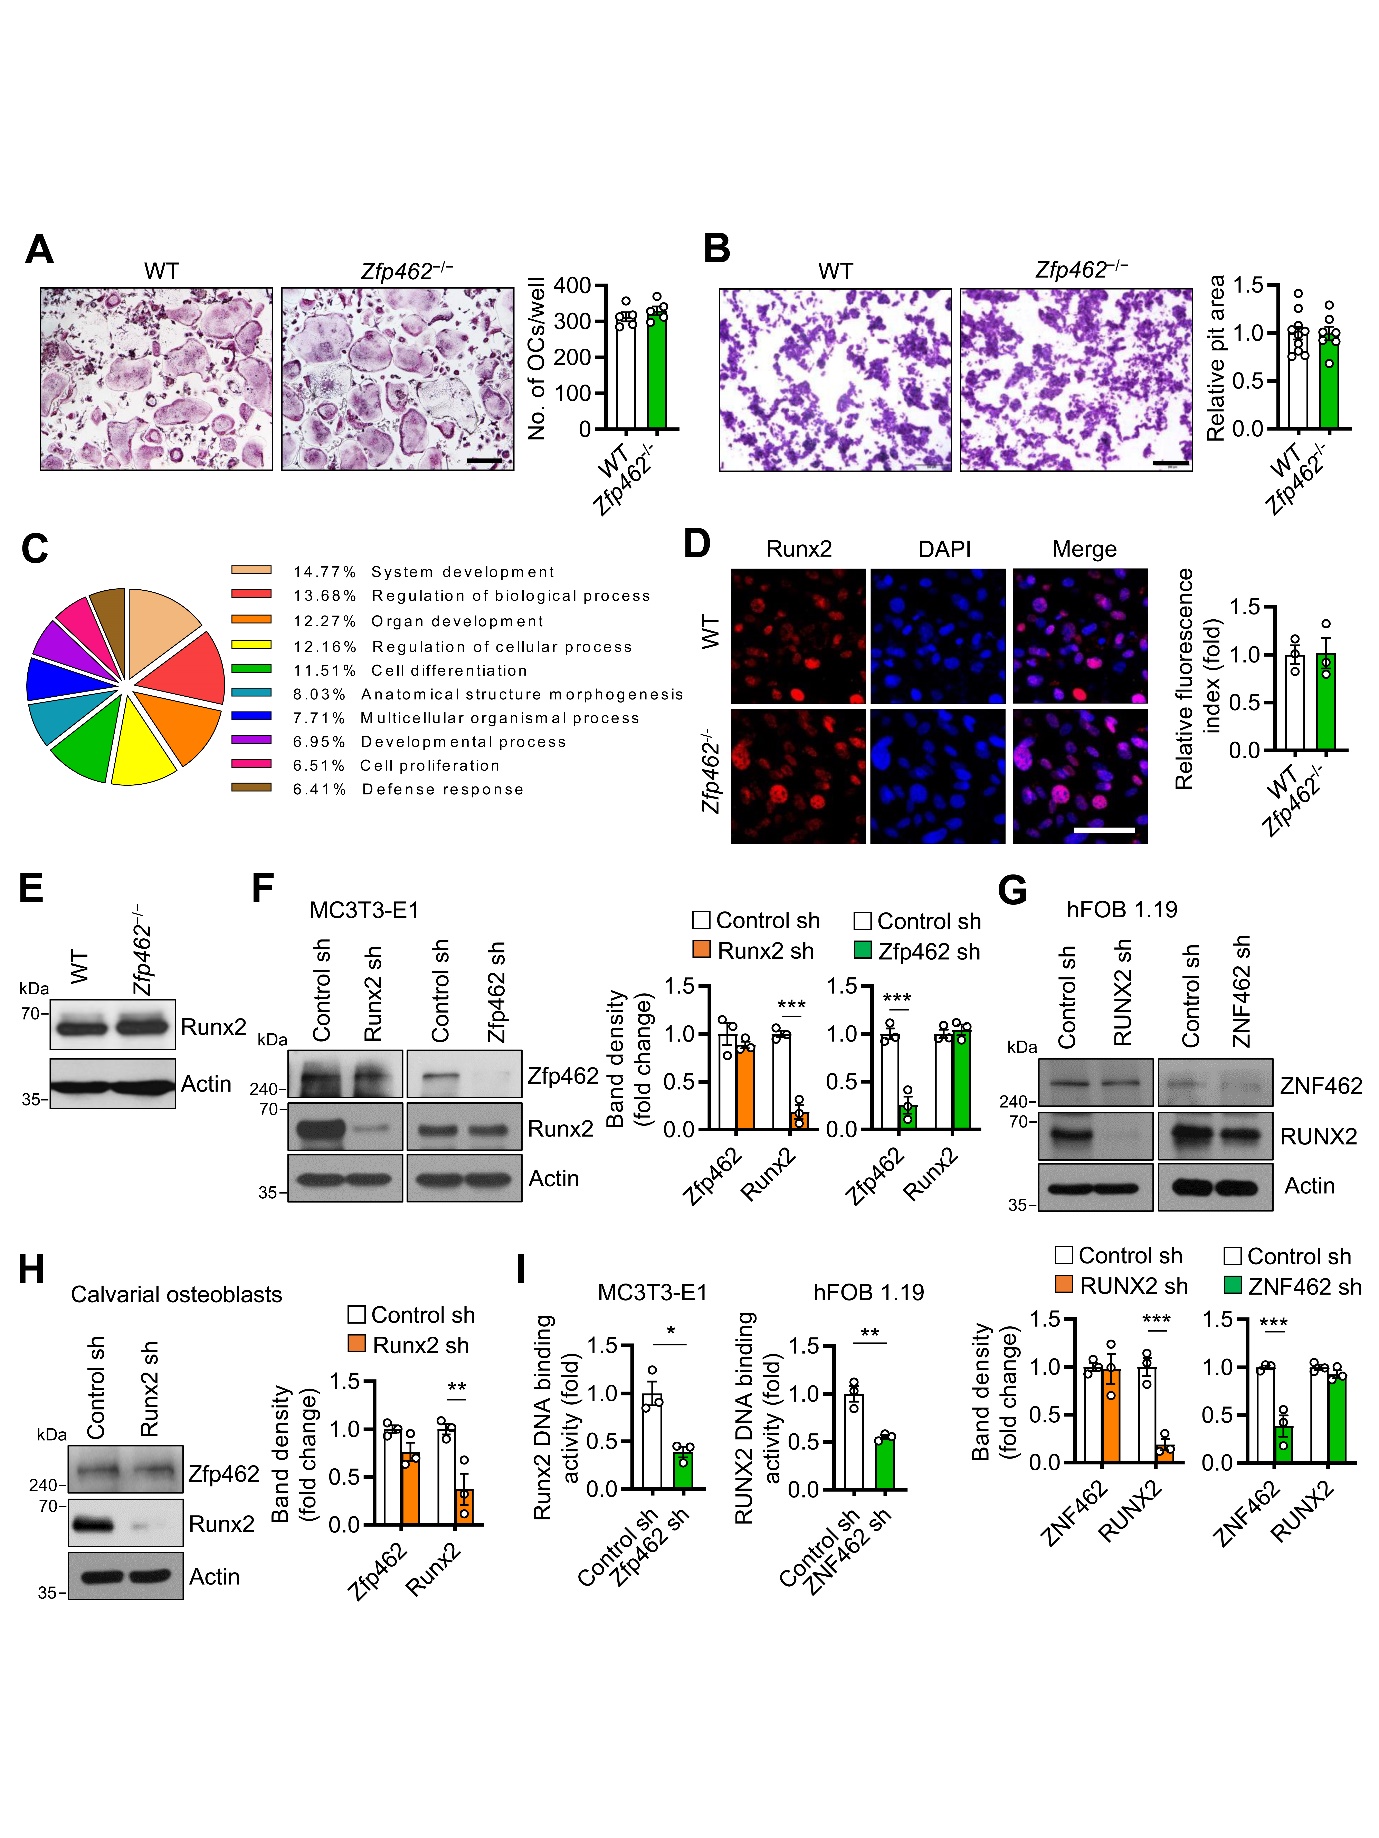
**

**Figure S6.** Effect of *Zfp462* deficiency on *in vitro* bone resorption and osteoblastic Runx2 expression.

(A) Formation of WT and *Zfp462^−/−^* osteoclasts from bone marrow macrophages. Macrophages were incubated with 100 ng/mL RANKL and 30 ng/mL M-CSF for 4 days and then stained with TRAP. Scale bar, 100 μm. TRAP-positive cells containing ≥ 3 nuclei and a complete actin ring were considered and counted as osteoclasts (right). (B) Bone resorption activity of WT (*n* = 10) and *Zfp462^−/−^* (*n* = 7) osteoclasts. Bone marrow macrophages were incubated with 100 ng/mL RANKL and 30 ng/mL M-CSF on dentin slices, rubbed off, and the dentin was then stained with hematoxylin and photographed (left). Scale bar, 100 μm. (Right) Pit areas were quantified using Image-Pro Plus program. (C) Gene ontology analysis of RNA sequencing data from calvarial osteoblasts of WT and *Zfp462^−/−^* mice. All genes affected by Zfp462 depletion were analysed using the DAVID online tool (<http://david.ncifcrf.gov>). (D and E) Effect of *Zfp462* deletion on Runx2 protein expression in osteoblasts. Calvarial osteoblast precursors from WT and *Zfp462^−/−^* mice were incubated in osteogenic medium. (D) After 3 days, osteoblasts were stained with anti-Runx2 (red) antibody and DAPI (blue). Scale bar, 100 μm. (Right) Total red fluorescence intensity values served as red fluorescence index. (E) After 4 days, osteoblasts were subjected to western blot analysis with an anti-Runx2 antibody. Actin served as a loading control. (F–H) Effect of silencing *Runx2* or *Zfp462/ZNF462* on *Runx2* and *Zfp462*/*ZNF462* expressions in murine MC3T3-E1 (F), human hFOB 1.19 (G), and calvarial osteoblast precursors (H). MC3T3-E1, hFOB 1.19, and calvarial osteoblast precursors were treated with *Runx2*/*RUNX2* or *Zfp462*/*ZNF462* sh-RNAs and then subjected to western blot analysis with the indicated antibodies. Band densities are shown on the right (F, H) or below (G). Actin served as a loading control. (I) Effect of silencing *Zfp462/ZNF462* on Runx2 DNA-binding activity. MC3T3-E1 (left) and hFOB 1.19 (right) osteoblastic cells were treated with *Zfp462/ZNF462* sh-RNA and incubated in osteogenic medium for 6 and 3 days, respectively, after which their nuclear fractions were subjected to Runx2 DNA-binding activity assays. Data are shown as mean ± SEM of three (D, F–I) or five (A) experiments. Statistical significance was determined using Student’s unpaired two-tailed *t*-test (I) or two-way ANOVA followed by Sidak’s post-hoc test (F–H). **P* < 0.05, ***P* < 0.01, ****P* < 0.001.

**
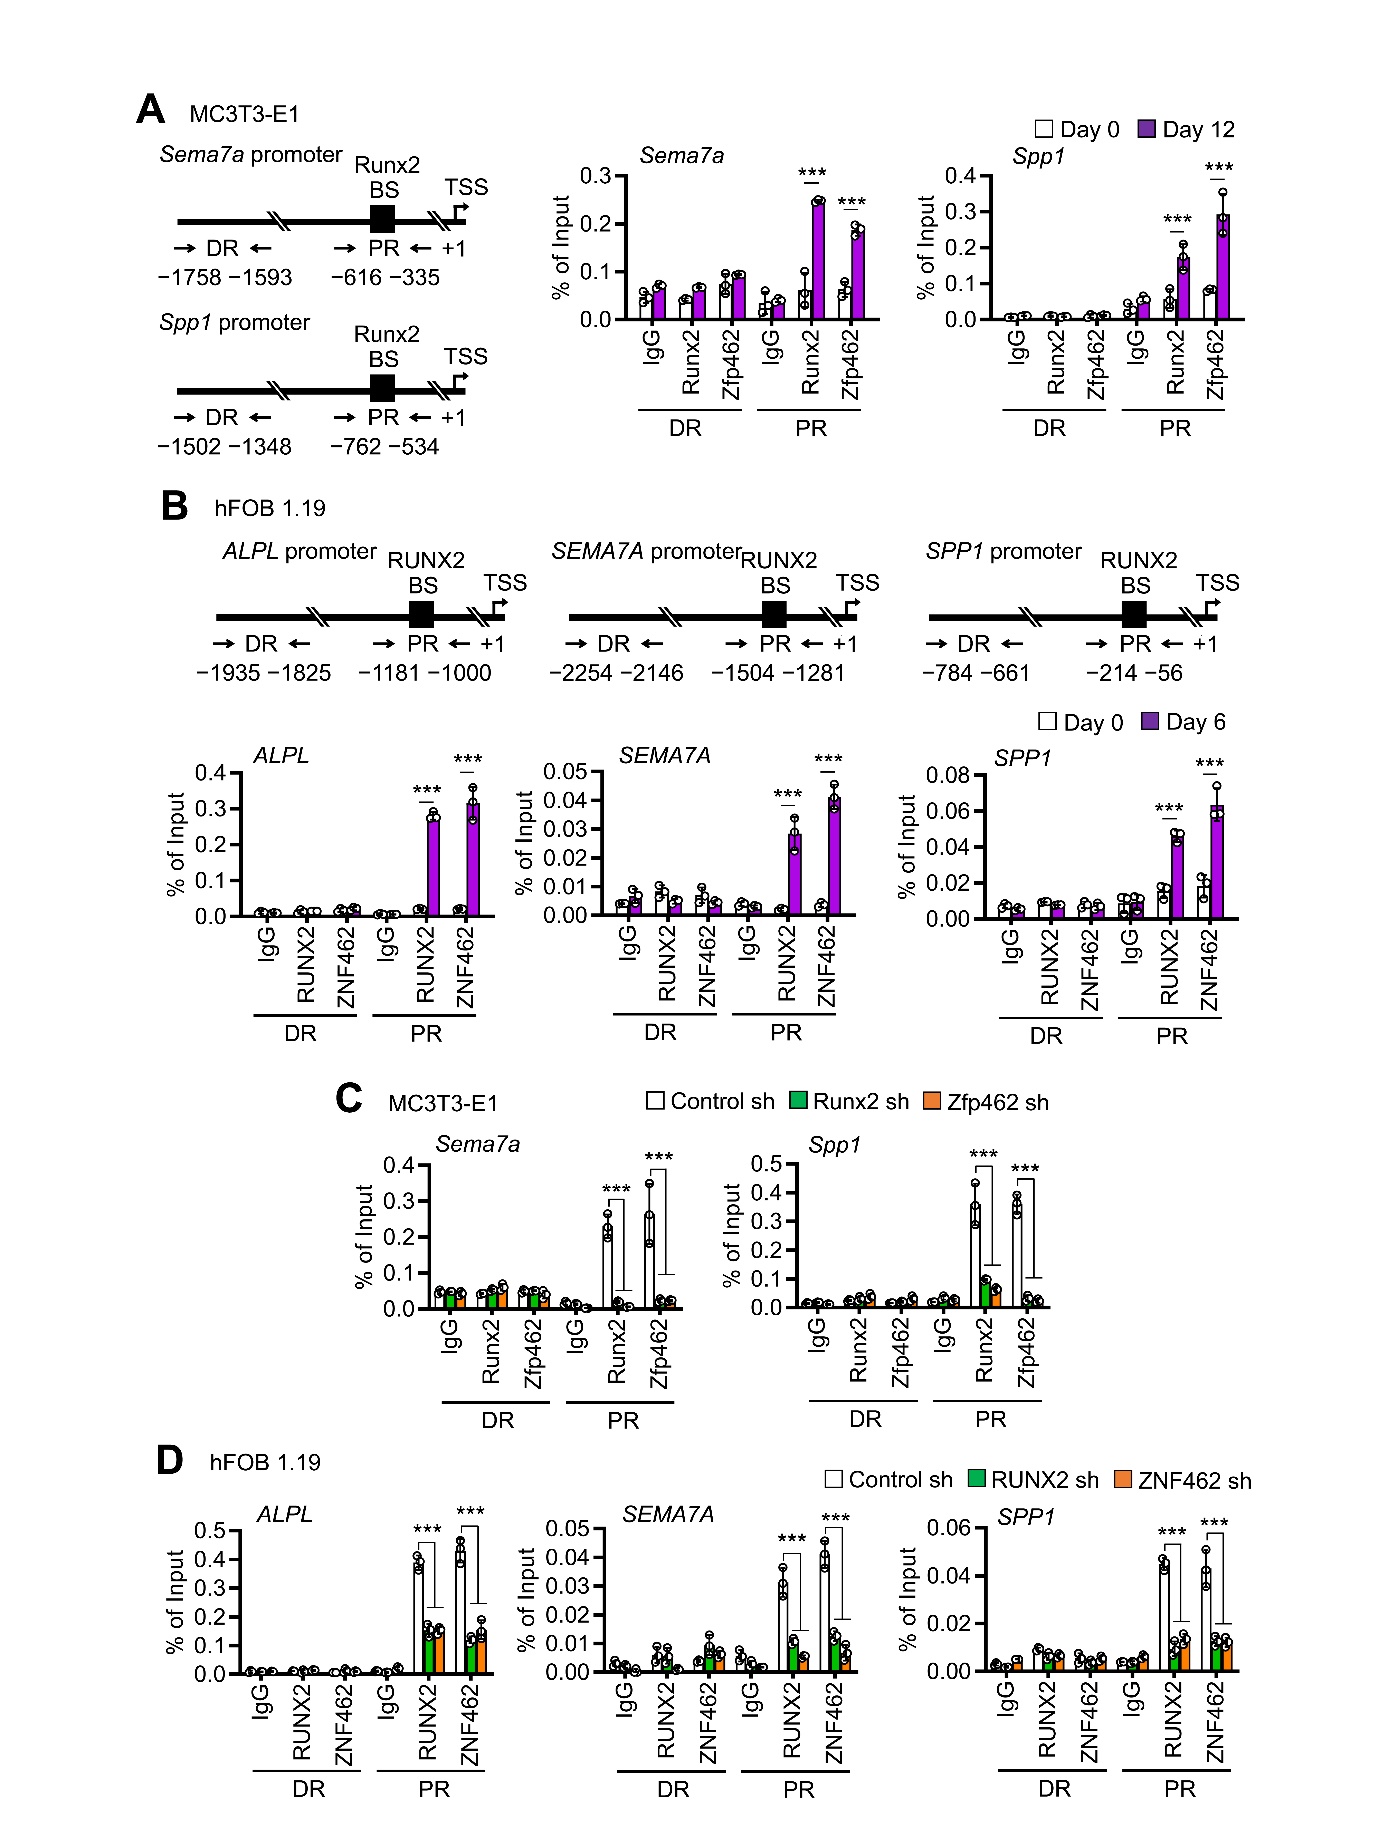
**

**Figure S7.** ChIP analysis of Runx2/RUNX2 and Zfp462/ZNF462 binding at ZNF462/Zfp462-target genes in osteoblasts.

(A) Zfp462 and Runx2 binding to *Sema7a* or *Spp1* locus in MC3T3-E1 osteoblasts, as determined by ChIP analyses using anti-Runx2 or anti-Zfp462 antibodies. (Left) Location of distal regions (DR) and proximal regions (PR) containing Runx2-binding sequences (BS) in the *Sema7a* and *Spp1* loci. Runx2-BS were identified using the patch public 1.0 program in TRANSFAC® Public 7.0 (http://gene-regulation.com/). (Right) MC3T3-E1 cells were induced to differentiate into osteoblasts in osteogenic medium for 12 days. ChIP analysis of *Sema7a* and *Spp1* loci was conducted before or after differentiation with ChIP primers that included Runx2-BS. (B) ZNF462 and RUNX2 binding to *ALPL*, *SEMA7A*, and *SPP1* loci in hFOB 1.19 osteoblasts, as determined by ChIP analyses using anti-RUNX2 or anti-ZNF462 antibodies. (Top) DR and PR locations of Runx2-BS in *ALPL*, *SEMA7A*, and *SPP1* loci. Runx2-BS were identified as described in (A). hFOB 1.19 cells were induced to differentiate into osteoblasts in osteogenic medium for 6 days. ChIP of *Sema7a* and *Spp1* loci was conducted before or after differentiation with ChIP primers that included Runx2-BS. (C and D) ChIP analysis of *Sema7a* and *Spp1* loci in MC3T3-E1 (C) and hFOB 1.19 cells (D) following Zfp462 or Runx2 silencing. Data are shown as mean ± SEM of three experiments. Statistical analysis was conducted using two-way ANOVA followed by Sidak’s post-hoc test. ****P* < 0.001.

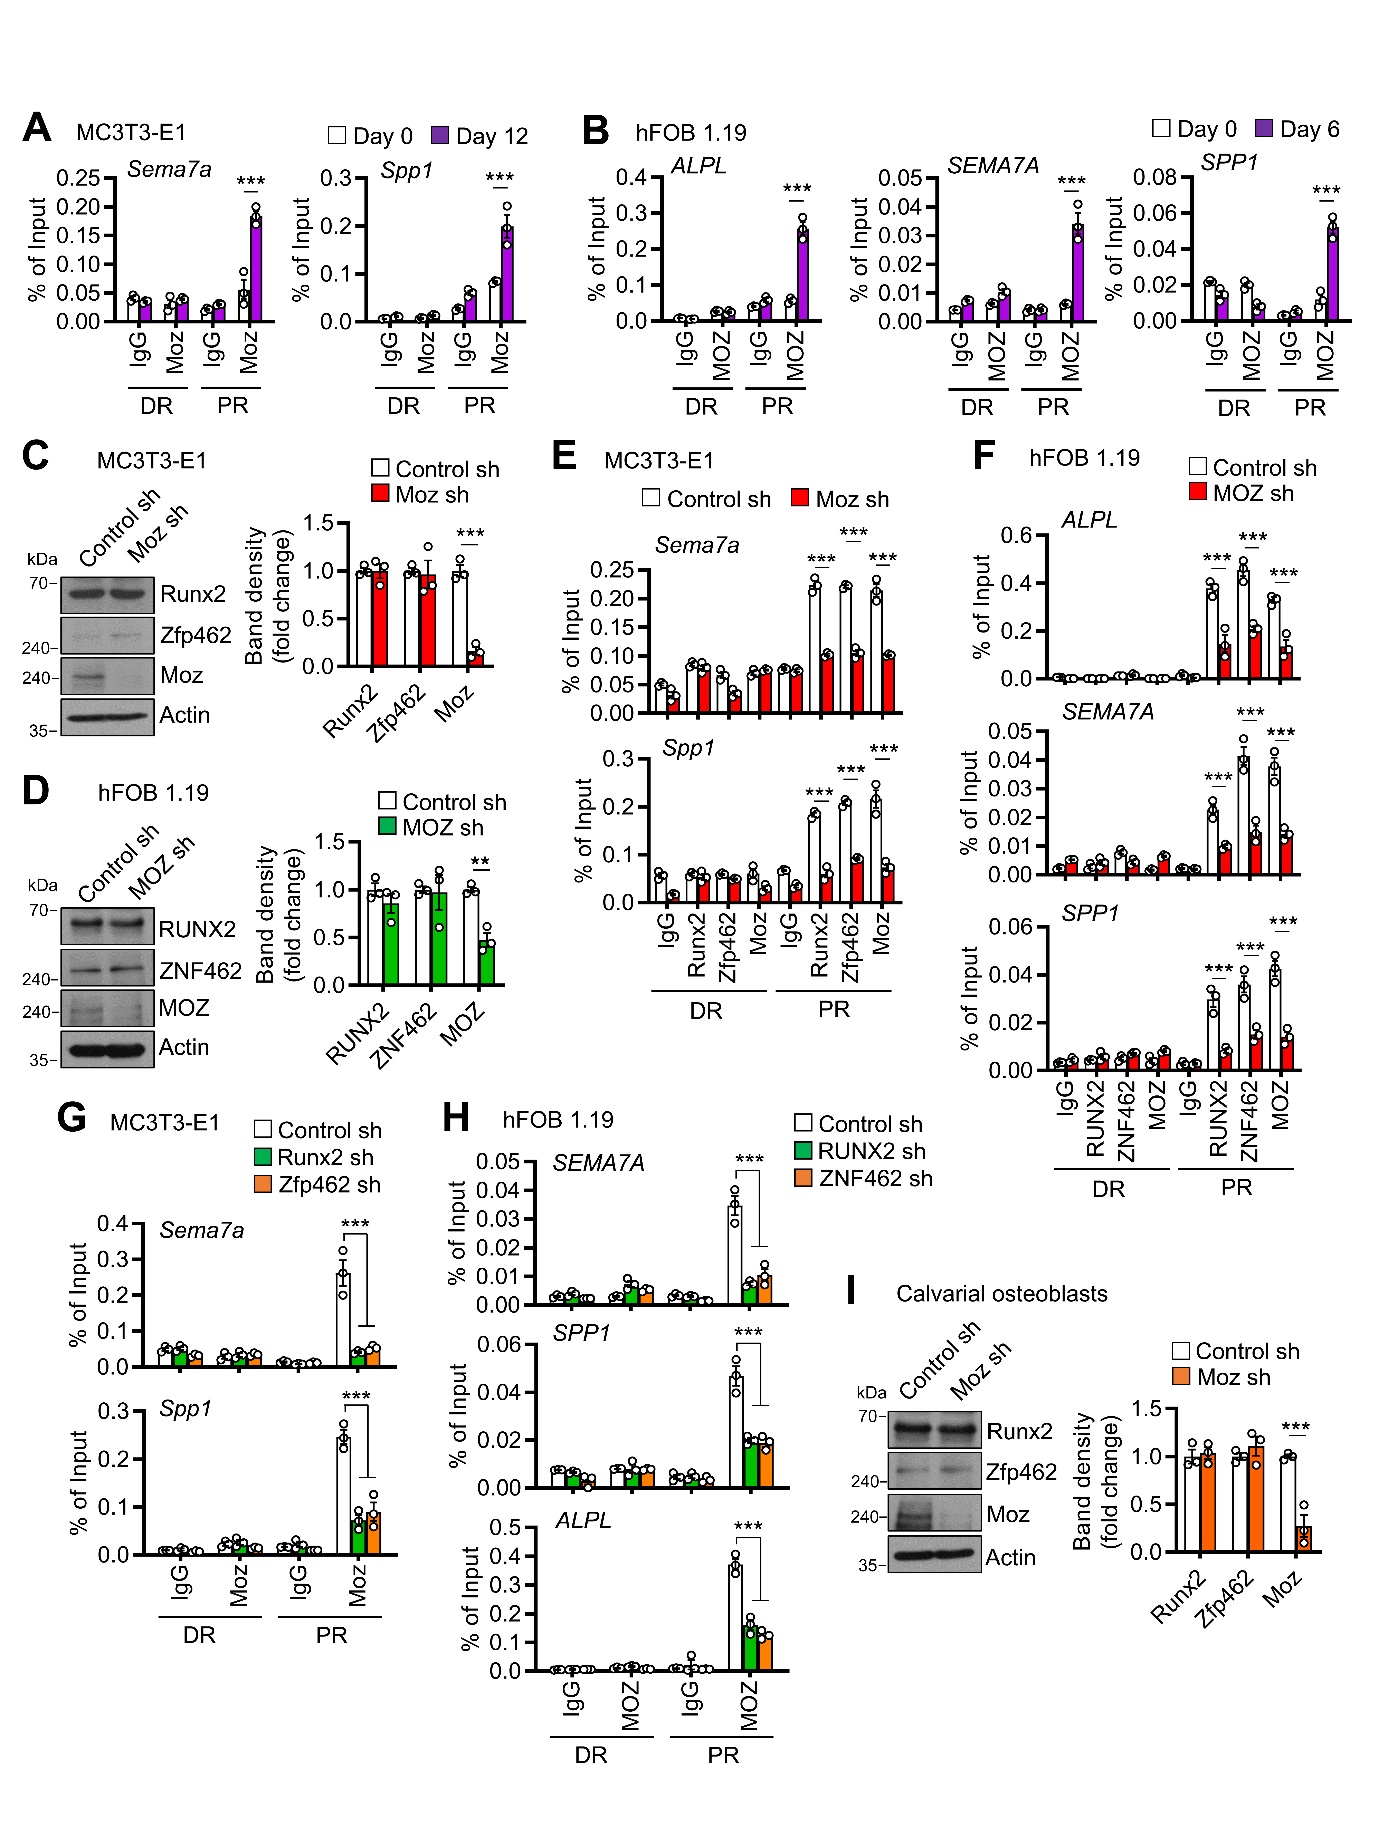

**Figure S8.** ChIP analysis of Runx2/RUNX2, Zfp462/ZNF462, and Moz/MOZ binding at ZNF462/Zfp462-target genes in osteoblasts.

How the deposited data were processed for this re-analysis (not part of the article)

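RNA from calvarial osteoblasts of WT and Zfp462−/− mice, differentiated for 6 days, was measured by RNA sequencing with 1 library per genotype. The submitters prepared the libraries from poly(A) RNA, trimmed the reads with Trimmomatic 0.32 after bcl2fastq 1.8.4, aligned them to mm10 with TopHat2 2.0.13 and computed FPKM per RefSeq gene with Cufflinks 2.2.1, as their processing notes state. FPKM are already scaled to transcript length and to the number of mapped fragments. The table holds 24067 genes, of which 23987 were matched by gene identifier to the RefSeq annotation of GRCm38 for their positions, and 131 entries have no symbol. In WT 7407 genes and in the library labelled KO 7533 genes were listed at 0. The 20 highest genes held 12.9% of the FPKM sum in each library. None of 13 protein-coding genes of the mitochondrial genome was found in the table.

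Depth was estimated from the data, since the table gives no fragment counts. Among 3626 genes with 1 transcript longer than 4 kb, low FPKM multiplied by transcript length fell on steps of 0.0314, which is the size of 1 fragment at about 3.18e+07 fragments. The low values used numbered 214 in WT and 225 in the library labelled KO, with a fragment length of 170 bases assumed. Of these, 63.1% in WT and 64.9% in the library labelled KO lay within 0.1 of a whole multiple. A step set beforehand would give 20% by chance. This step was chosen to place the most values there, so 20% is too low a reference for it. Cufflinks weights fragments, so the estimate is approximate, and it covers counting error only.

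All steps used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures used matplotlib 3.10.9. The FPKM were not rescaled. The difference between the libraries was log2(FPKM + 1) in the library labelled KO minus that in WT, and a gene was counted as higher or lower at a difference of 1 or more in size when its FPKM was at least 1 in at least one library. No test between genotypes was made, because 1 library per genotype leaves no measure of replicate error. For 45 gene lists fixed in advance, the median difference was taken over members that passed the FPKM minimum. For lists with at least 5 such members, it was placed among the medians of 10000 random lists of the same size drawn from 20 bins of equal gene number by mean expression. The 2 lists read from Figures 2F and 2G and the list of sex-linked genes were given values only. A percentile describes these libraries and is no test across mice, since genes of a list vary together. Genes named in the text are those the paper names for this experiment, the 10 with the largest difference in each direction (without predicted, small RNA and ribosomal symbols), and for each list the 2 members with the largest difference in each direction, together with genes set for a test, and others are said to have been chosen after their values were seen. The steps were tested on simulated data. There, 100 of 100 genes made 4-fold higher and 100 of 100 made 4-fold lower were found, and none of 11323 unchanged genes was. The simulated library had small random noise and no variation between mice or cultures, and only well-expressed genes were changed. The 2-fold threshold lay far outside that noise. This result therefore checks the steps and not how often a 2-fold call here is false.

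Alternatives were pseudocounts of 0.1 and 0.01, no FPKM minimum, an FPKM minimum of 5 or of 1 in both libraries, scaling of each library to a sum of 1000000, centring on the median ratio, equal upper quartiles, named genes only, genes that share a symbol summed, and the mean of a list in place of its median. Quantile normalization, genes above 0 in both libraries, and the smaller pseudocounts together with an FPKM minimum of 5 were added after the values were seen. The enrichment score of Figure 2E and the gene ontology shares of Figure S6C were not recomputed, since the members of the gene sets are not given in the text.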

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

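The tests of scaling, of ER chaperone genes and of the glucose genes were chosen only after the result was seen, whereas the genes that escape X inactivation were set before their values were looked up.

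ER stress genes, which the paper does not discuss, were higher in the library labelled KO, with a median difference of 1.58 over 28 genes. Scaling between the libraries does not account for this, since the lowest median over 4 scalings was 1.50. An amino acid shortage alone would raise genes of the ATF4 branch without the ER chaperones, but the median difference of 11 ER chaperone genes was 2.68, beside 4.18 for 5 genes of the ATF4 branch. A glucose shortage in the culture cannot be told apart from an effect of the genotype: the mean difference of the glucose-responsive genes Txnip and Arrdc4 was −1.39, with Txnip at FPKM 36.3 in WT and 6.22 in the library labelled KO but Arrdc4 at 5.31 and 3.78, short of the 2-fold set for each. Loss of Zfp462 stays open and untested, because genotype and culture dish are the same comparison with 1 library each.

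Xist, outside the genes the paper discusses, was at FPKM 36.7 in the library labelled KO and 3.65 in WT, and 4 Y-linked genes were lower, with log2 ratios from −2.57 to −2.05. A different mix of male and female pups in the cultures is a candidate explanation: 4 genes that escape X inactivation (Kdm6a, Kdm5c, Eif2s3x and Ddx3x) were all higher in the library labelled KO, with a median difference 0.38 above that of all genes. Such a mix would differ between the libraries together with the genotype. The paper's text does not give the sex of the pups, and an effect of the genotype on these genes was not tested.

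Immediate early genes, also not discussed in the paper, had a median difference of 0.69 over 17 genes, of which 2 were higher by 2-fold or more, Atf3 (FPKM 0.68 in WT and 13.3 in the library labelled KO, in the ER stress list too) and Myc (10.3 and 29.7), and 1 was lower, Nr4a1 (14.6 and 4.31), while Jun was at 27.1 and 17.2. With a pseudocount of 0.1, 5 of the 17 were higher by 2-fold or more. Genes of glycolysis and hypoxia had a median difference of 0.26 over 24 genes, of which 6 were higher by 2-fold or more, among them the hypoxia-induced Egln3 (FPKM 1.26 and 9.71) and Ankrd37 (0.97 and 6.33), while the glycolytic enzyme gene Pkm was at 564 and 376.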

How the results depend on the processing

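Quantile normalization, genes above 0 in both libraries and the pairs of a smaller pseudocount with a higher FPKM minimum were chosen only after the values were seen. With a pseudocount of 0.01, 762 genes were higher and 1550 were higher or lower by 2-fold or more, against 493 and 1032, because that pseudocount counts folds between low FPKM in full. Under the other settings, the counts of all genes higher, lower or either by 2-fold or more were within 1.5 times those reported, whereas counts within single lists moved further, such as the cell cycle genes that were lower, 16 with a pseudocount of 0.1 against 8. No named gene higher or lower by 2-fold or more and no list median outside the 2.5 and 97.5 percentiles changed sign. The medians of 7 other lists did in at least one setting (Runx2 partners, hedgehog and Notch, adipocyte, neural and glial, keratinocyte, mesendoderm and heat shock genes), as did 7 other named genes with differences from 0.02 to 0.08, and for Hox and housekeeping genes the mean had the opposite sign to the median. Of 1722 values of named genes 143 moved by more than 0.25 on the log2 scale, and of 399 list values, which are medians or in 1 setting means, 44 did. The Zfp462 difference ran from 0.07 to 0.20 and that of Runx2 from −0.27 to −0.18. Between 7 and 10 genes of Figure 2G and between 12 and 20 of Figure 2F were lower by 2-fold or more. The median of the combined osteoblast lists ran from −0.33 to −0.17, at percentile 0.03 or less, and was at percentile 0.27 by the mean. The genes of glycolysis and hypoxia passed the 97.5 percentile in 8 of 9 settings. No paired analysis was possible because there is 1 library per genotype. At about 3.18e+07 fragments per library, depth limits mainly genes with FPKM below 1, and variation between mice and cultures was not measured at any FPKM.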

Differences from the paper's values

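The paper reports 436 genes upregulated and 575 downregulated by more than 2-fold, and the counts here were 493 and 539. The paper's methods add a p-value threshold, which was not applied here because 1 library per genotype gives no p-value. Both counts are within 1.5 times the paper's. Among the 10 alternatives set before the data were examined, the higher count stayed within 1.5 times the paper's except with a pseudocount of 0.1 (723) or 0.01 (762) and with scaling to a sum of 1000000 (664), and the lower count stayed within it in all 10. The FPKM sums were nearly equal (467582 in WT and 462903 in the library labelled KO), so that scaling raised both libraries almost alike. More genes then passed the FPKM minimum, 12881 against 11895, and the added 1 weighed less.

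The counts 436 and 575 were reached under 1 of the 18 settings run, quantile normalization of log2(FPKM + 1) over the 15871 genes above 0 in both libraries with no other filter, which was chosen after seeing the values, while settings were being compared with the paper's counts. It is 1 of 7 settings added in that way. The other 3 forms of quantile normalization gave 454 and 587 (over all genes, and over genes above 0 in at least one library) and 450 and 593 (over genes with FPKM of at least 1 in at least one library). Without quantile normalization, genes above 0 in both libraries gave 475 and 530, and an FPKM minimum of 5 gave 455 and 488 with a pseudocount of 0.1 and 462 and 492 with one of 0.01. The matching setting calls 956 of the 1032 genes counted here and drops 76 of them. How many of the paper's own genes it drops cannot be counted, since the paper's list of genes was not used here, and none of the 38 genes of Figure 2F was listed at 0 in a library.

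The paper shows Zfp462 mRNA to be absent in major organs of Zfp462−/− mice (Figure S1E). In the library labelled KO, from cultured osteoblasts, Zfp462 was at FPKM 4.74, against 4.13 in WT, over the whole gene. These values do not establish the genotype of the libraries, and every direction given here rests on the labels. Its protein was lost in osteoblast precursors according to the paper (Figure S1F). All 11 genes of Figure 2G had the direction that the paper reports from qRT-PCR, which does not settle the labels.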

Other observations

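The tests of the interferon-stimulated genes were chosen only after the result was seen.

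All 35 ribosomal protein genes had a positive difference, or 34 when the libraries were centred on the median ratio, scaled to equal upper quartiles or quantile normalized. Their median was 0.33, above the medians of all random lists, and none reached 2-fold. Rpl10 was at FPKM 1166 in WT and 1774 in the library labelled KO. Genes of the respiratory chain had a median of −0.14 (percentile 18.2), 13 heat shock genes one of 0.06 (percentile 68.2, a median of −0.02 when centred on the median ratio, and a mean of 0.38 at percentile 97.1) with Hspa1a at FPKM 4.35 and 26.2, and 15 YAP and SRF target genes one of −0.17 (percentile 15.3). Of 26 matrix protease genes and their inhibitors, 6 were lower and 1 higher by 2-fold or more (median −0.52, below the medians of all random lists). The protease inhibitor gene Timp1 was at FPKM 1322 in WT and 340 in the library labelled KO and the protease gene Mmp11 at 11.7 and 44.1. Mmp11 lies on chromosome 10 of GRCm38 from 75923221 to 75932502, beside Chchd10 (75933130 to 75937750) and near Derl3 (75893398 to 75895941), which were also higher, whereas Smarcb1, between Derl3 and Mmp11 and chosen after its values were seen, was at FPKM 32.3 and 33.7. Of 15 complement and acute phase genes, 4 were lower by 2-fold or more (median −0.64, percentile 0.01), with Saa3, an acute phase gene, at FPKM 5371 and 1021. Saa3 and Lcn2, both counted as lower here, are also in the list for chemokines and cytokines. Of 8 osteoclast genes, none reached 2-fold (median −0.55, percentile 0.10, or −0.18 for 14 genes without the FPKM minimum), with Ctsk at FPKM 158 and 92.7. Of lymphoid and granulocyte markers, 1 of 17 passed the FPKM minimum (Camp, FPKM 7.95 and 1.31), as did 3 of 12 endothelial genes (median 0.18) and no erythroid gene. Of 12 keratinocyte genes 2 passed, Krt19 at FPKM 0.61 in WT and 5.58 in the library labelled KO and Sfn at 2.70 and 2.07. Of 22 mesendoderm genes 2 passed, Gata6 at FPKM 0.44 and 2.96 and Tbx3 at 1.84 and 1.22.

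Of 20 genes of CDK inhibitors and senescence, 2 were lower and 1, Gadd45a, was higher by 2-fold or more (median −0.14, percentile 8.63), with Ccnd1 at FPKM 79.9 in WT and 35.1 in the library labelled KO and Gadd45a at 10.1 and 81.8. The paper reports that Zfp462−/− preosteoblasts grew faster (Figure 2A), whereas 40 of 44 cell cycle genes had a negative difference here. Growth was counted in precursors, and the libraries come from cells in osteogenic medium, so the conditions differ. The osteocalcin gene Bglap was at FPKM 0.18 in WT and 0.16 in the library labelled KO and Ibsp at 0.11 and 0.02, both chosen after their values were seen. None of 13 heterochromatin genes (median 0.09, percentile 59.9) or of 15 histone variant and H3K4 methyltransferase genes (median 0.11, percentile 62.0) reached 2-fold. H2afz, the H2A.Z gene that the paper measured in aged calvariae, was at FPKM 92.5 and 126, and Ehmt1, a histone methyltransferase gene, at 8.73 and 12.6.

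Interferon-stimulated genes were lower in the library labelled KO, and macrophage markers were lower too. Scaling between the libraries does not account for this, since the highest interferon median over 4 scalings was −1.58. Fewer macrophages in the culture, as the whole cause, cannot be told apart from lower interferon signalling in osteoblasts: with a pseudocount of 0.01 the interferon median (−1.63) lay 0.72 above the macrophage median (−2.36), as that explanation needs. The interferon genes were lower by 6744 FPKM in sum and the macrophage genes by 192. This comparison was added after the 0.72 had been seen, and without it the explanation would have met its test. It cannot decide the question, because the median FPKM in WT was 2.11 for the macrophage list and 68.1 for the interferon list. Even a complete loss of the macrophage markers could not have reached the interferon sum. Many cell types express the interferon genes, none of them is in the macrophage list, and Lyz2, the most abundant marker, was at FPKM 156 in WT.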
